# Transcriptomic responses of mixed cultures of ascomycete fungi to lignocellulose using dual RNA-seq reveal inter-species antagonism and limited beneficial effects on CAZyme expression

**DOI:** 10.1016/j.fgb.2016.04.005

**Published:** 2017-05

**Authors:** Paul Daly, Jolanda M. van Munster, Matthew Kokolski, Fei Sang, Martin J. Blythe, Sunir Malla, Juliana Velasco de Castro Oliveira, Gustavo H. Goldman, David B. Archer

**Keywords:** An, *Aspergillus niger*, CAZy, carbohydrate active enzyme or protein, as found in the CAZy database, CAZyme, carbohydrate active enzyme, FPKM, uniquely mapped **F**ragments **P**er **K**ilobase of gene model per **M**illion uniquely mapped fragments, MWCO, molecular weight cut-off, *p_adj_*, *p* value from DESeq analysis with adjustment for multiple hypothesis testing, Pc, *Penicillium chrysogenum*, pNP-Ara, 4-Nitrophenyl-α-l-arabinofuranoside, pNP-α-Glc, 4-Nitrophenyl-α-d-glucopyranoside, pNP-β-Glc, 4-Nitrophenyl-β-d-glucopyranoside, pNP-Cel, 4-Nitrophenyl-β-d-cellobioside, pNP-Xyl, 4-Nitrophenyl-β-d-xylopyranoside, Tr, *Trichoderma reesei*, *Aspergillus niger*, *Trichoderma reesei*, *Penicillium chrysogenum*, Lignocellulose, Mixed cultures, Dual RNA-seq, Competition

## Abstract

Gaining new knowledge through fungal monoculture responses to lignocellulose is a widely used approach that can lead to better cocktails for lignocellulose saccharification (the enzymatic release of sugars which are subsequently used to make biofuels). However, responses in lignocellulose mixed cultures are rarely studied in the same detail even though in nature fungi often degrade lignocellulose as mixed communities.

Using a dual RNA-seq approach, we describe the first study of the transcriptional responses of wild-type strains of *Aspergillus niger*, *Trichoderma reesei* and *Penicillium chrysogenum* in two and three mixed species shake-flask cultures with wheat straw.

Based on quantification of species-specific rRNA, a set of conditions was identified where mixed cultures could be sampled so as to obtain sufficient RNA-seq reads for analysis from each species. The number of differentially-expressed genes varied from a couple of thousand to fewer than one hundred. The proportion of carbohydrate active enzyme (CAZy) encoding transcripts was lower in the majority of the mixed cultures compared to the respective straw monocultures. A small subset of *P. chrysogenum* CAZy genes showed five to ten-fold significantly increased transcript abundance in a two-species mixed culture with *T. reesei*. However, a substantial number of *T. reesei* CAZy transcripts showed reduced abundance in mixed cultures. The highly induced genes in mixed cultures indicated that fungal antagonism was a major part of the mixed cultures. In line with this, secondary metabolite producing gene clusters showed increased transcript abundance in mixed cultures and also mixed cultures with *T. reesei* led to a decrease in the mycelial biomass of *A. niger*. Significantly higher monomeric sugar release from straw was only measured using a minority of the mixed culture filtrates and there was no overall improvement.

This study demonstrates fungal interaction with changes in transcripts, enzyme activities and biomass in the mixed cultures and whilst there were minor beneficial effects for CAZy transcripts and activities, the competitive interaction between *T. reesei* and the other fungi was the most prominent feature of this study.

## Highlights

• First genome-wide transcriptional response in fungal mixed species straw cultures.
• In mixed cultures, rRNA abundance was used to predict RNA-seq read abundance.
• Subset of *P. chrysogenum* CAZy with mixed cultures increased abundance pattern.
• Lack of overall higher CAZy transcripts/activities due to inter-species antagonism.
• Induction of secondary metabolite producing gene clusters in mixed cultures.

## 1 Introduction

Lignocellulose is an abundant raw material that has the potential to be a cost-effective source of liquid biofuels. A key limitation of the process is the saccharification stage which requires costly enzymes (Klein-Marcuschamer et al., 2012). The enzymes required are lignocellulose degrading carbohydrate active enzymes (CAZymes) which include cellulases, hemicellulases and accessory activities (van den Brink and de Vries, 2011). One approach to reduce the costs is to exploit a better understanding of the fungal responses to lignocellulose and understanding the responses of fungi in mixed cultures forms part of this approach. Fungal mixed cultures are mixtures of two or more individual fungal species or strains. Part of the rationale for using mixed cultures to degrade lignocellulose is that different fungal species can be found in the same lignocellulose-containing ecological niche such as a hollow tree stump (Tian et al., 2010) or leaves (Das et al., 2007). The inter-species fungal interaction are most likely to be based on antagonism and competition (Boddy, 2000) although co-operative interactions are also possible that could benefit the saccharification of lignocellulose. Enzymes from lignocellulose-containing mixed cultures could be advantageous over combining enzymes from monocultures because of enzymatic and gene regulatory reasons. Unique activities from one fungus could expose sugar inducers from the lignocellulose that the enzyme activities of the other fungus might have been incapable of exposing such as in a complex pectin structure thus resulting in a more complete induction of CAZymes in that other fungus. We explored the interactions of wild-type strains of *Aspergillus niger*, *Trichoderma reesei* and *Penicillium chrysogenum* in two and three mixed species shake-flask cultures with wheat straw using a range of approaches including dual RNA-seq.

Genome-wide transcriptomic studies could elucidate how transcript abundance changes in a mixed culture compared to monocultures. Arfi et al. (2013) studied, using a standard complex laboratory medium, mixed cultures with basidiomycetes that competed. RNA-seq analysis was performed only on the out-competing fungus from the mixed culture, *Pycnoporus coccineus*, showing that genes involved in detoxification of secondary metabolites had higher transcript abundance compared to the monoculture (Arfi et al., 2013). Jonkers et al. (2012) analysed mixed cultures of two plant-infecting fungi but their use of microarrays did not facilitate an accurate measure of total RNA from each species in their mixed cultures. To our knowledge, there is no literature on the genome-wide transcriptional responses of mixed cultures to lignocellulose degradation or of the antagonistic responses of different species when exposed to lignocellulose as mixed cultures.

There is substantial literature on the effects at the enzymatic level of mixed cultures and in particular with *T. reesei*, which is one of the most studied fungal species in mixed cultures (Ahamed and Vermette, 2008, Duff et al., 1987, Kolasa et al., 2014) as well as two studies that combined ascomycetes and basidiomycetes (Hu et al., 2011, Ma and Ruan, 2015). Culture filtrates from a mixed culture of *T. reesei* and a basidiomycete *Coprinus comatus* had a clear synergistic effect on saccharification compared to that of the monoculture filtrates, likely in part due to the de-lignifying activities of the basidiomycete (Ma and Ruan, 2015). Several studies show beneficial effects of mixed cultures for enzymatic activities but those studies did not culture the fungi with lignocellulose or did not perform saccharification assays with lignocellulose. One of the earlier studies showed there were beneficial effects when *T. reesei* was cultured with *Aspergillus* spp. where *T. reesei*, which is deficient in secreting β-glucosidases (or transcribing genes that encode β-glucosidases), was complemented by the secreted activities of *A. niger* (Duff et al., 1987). In the study of Hu et al. (2011) beneficial effects on enzymatic activities relevant to lignocellulose degradation were highest in mixed cultures of *Aspergillus oryzae* and *Phanerochaete chrysosporium*. Ahamed and Vermette (2008) reported a beneficial effect with higher volumetric filter paper activity in a mixed culture of *A. niger* and *T. reesei*, but not a higher filter paper activity per amount of fungal biomass compared to an *A. niger* monoculture.

There are several genome-wide transcriptomic studies of the response of monocultures of fungi to lignocellulose. These studies are in *A. niger* (de Souza et al., 2011, Delmas et al., 2012, Pullan et al., 2014, van Munster et al., 2014), *Aspergillus nidulans* (Brown et al., 2013, Coradetti et al., 2013), *T. reesei* (Bischof et al., 2013, Foreman et al., 2003, Hakkinen et al., 2012, Ries et al., 2013), *Neurospora crassa* (Benz et al., 2014, Tian et al., 2009) and *Myceliopthora thermophila* (Kolbusz et al., 2014). The regulatory basis for how fungi respond to lignocellulose consists of activating and repressing transcription factors that themselves respond to sugar molecules derived from the lignocellulose (for reviews see Daly et al., 2016, Glass et al., 2013, Kowalczyk et al., 2014). In *A. niger*, the main activating transcription factor is XlnR which is activated by xylose (van Peij et al., 1998). In *T. reesei* the orthologous transcription factor XYR1 is also the main activating transcription factor but it is responsive to other sugars as well as xylose, such as cellobiose and sophorose (Stricker et al., 2008, Stricker et al., 2006).

The three species chosen for this study were ascomycetes from three different genera; *A. niger*, *T. reesei* and *P. chrysogenum*. *T. reesei* is the dominant CAZyme producer used by industry (Martinez et al., 2008). *A. niger*, also a CAZyme producer, is an extensively studied species with regard to regulation of biomass-degrading CAZy genes and has a large repertoire of CAZymes (Andersen et al., 2011, Kowalczyk et al., 2014, Pel et al., 2007). *P. chrysogenum* is best known as a producer of β-lactam antibiotics, but *Penicillium* species are also enzyme producers and degrade lignocellulose in nature (Chávez et al., 2006, Gusakov and Sinitsyn, 2012) and *P. chrysogenum* is one of the *Penicillium* species that has a sequenced and annotated genome (van den Berg et al., 2008). Wild-type strains rather than industrial production strains were used so to be more similar to the sensing of the lignocellulose in nature. Industrial strains such as *T. reesei* RUT-C30 are modified in their regulatory circuits involved in carbon sensing as well as having an increased ability to secrete protein (Peterson and Nevalainen, 2012). Differences in enzymatic activities provide part of the rationale for combining fungal species in mixed cultures with lignocellulose and *T. reesei* lacks important activities. The absence of genes encoding pectin methylesterase activity and feruloyl esterase activity in *T. reesei* was noted by Martinez et al. (2008). Akel et al. (2009) also noted the absence of endo-arabinases in *T. reesei.*

At the genome-wide level, dual RNA-seq or simultaneous RNA-seq is a technique that allows the quantification of transcripts from multiple organisms simultaneously and the technique is primarily applied to host pathogen interactions (Westermann et al., 2012). Dual RNA-seq has the potential to be applied to mixed species fungal cultures, provided that there are sufficient nucleotide differences of the RNA-seq reads sequenced from each fungus and that sufficient reads can be obtained from each fungus in a mixed culture.

We will describe differences in gene content and enzymatic activities between the three fungal species that informed our experimental conditions for subsequent dual RNA-seq analysis. We used a method, which could be widely applicable, to quantify species-specific rRNA in mixed cultures to predict the number of RNA-seq reads that could be obtained. Subsequently, we will describe the limited beneficial effects and more widespread antagonistic effects on mycelial biomass, transcript abundance and enzyme activities of combining the three fungi in two and three species mixed cultures.

## 2 Materials and methods

### 2.1 Strains and growth conditions on solid media

To obtain spores, *A. niger* N402 was cultured on potato dextrose agar (PDA) (Oxoid) slopes for ∼5 days at 28 °C, *T. reesei* QM6a was cultured on PDA plates for between 5 and 10 days at 28 °C and *P. chrysogenum* Wisconsin54-1255 was cultured on *Aspergillus* minimal agar plates at pH 6.5 with 1% (w/v) xylan (Sigma Cat# X4252) as carbon source and NH_4_Cl as nitrogen source for ∼4 weeks at 28 °C. The *Aspergillus* minimal media used in agar plates was otherwise as described in Delmas et al. (2012).

### 2.2 Mono and mixed species liquid cultures

#### 2.2.1 Preparation of CCMM and washed straw solutions

Co-culture minimal media (CCMM) composition was based on minimal medium for *A. niger* (Delmas et al., 2012), *T. reesei* (Ries et al., 2013) and *P. chrysogenum* (Haas et al., 1997), had a pH of ∼4.5 and contained 5 g (NH_4_)_2_SO_4_ l^−1^, 0.6 g MgSO_4_ l^−1^, 0.79 g CaCl_2_·2H_2_O l^−1^, 0.52 g KCl l^−1^, 3 g KH_2_PO_4_ l^−1^ and the trace elements 63.7 mg EDTA·Na_2_·2H_2_O l^−1^, 1.4 mg ZnSO_4_·7H_2_O l^−1^, 50 μg H_3_BO_3_ l^−1^_,_ 5 mg FeSO_4_·7H_2_O l^−1^, 160 μg FePO_4_ l^−1^_,_ 3.7 mg CoCl_2_·6H_2_O l^−1^, 250 μg CuSO_4_·5H_2_O l^−1^, 2.04 mg MnSO_4_·4H_2_O l^−1^, 160 μg NaMoO_4_·2H_2_O l^−1^, 8 μg Na_2_B_4_O_7_·10H_2_O l^−1^, 1 mg Fe(NH_4_)_2_(SO_4_)_2_·6H_2_O l^−1^. Trace elements were prepared separately as a 1000 × stock solution by dissolving the components at a pH of >6, adjusting the pH to 4 and sterilisation through a 0.2 μm filter. Wheat straw was ball-milled as described previously (Delmas et al., 2012), re-suspended in water at 1% (w/v) concentration and mixed. 500 ml of this solution was filtered through 0.22 μM Stericup filtration units (Millipore) (PES membrane) and washed twice with 500 ml water. The washed straw was then re-suspended in 500 ml of CCMM and autoclaved at 117 °C.

#### 2.2.2 Preparation of mono and mixed species liquid cultures

Spores were harvested using a 0.1% (v/v) Tween 20 solution from solid media for each of the species. Three biological replicate groups (A, B and C) of monoculture glucose pre-cultures for each species were inoculated in 250 ml shake-flasks containing 100 ml of 1% (w/v) glucose in CCMM at the following spore concentrations and incubation times at 150 RPM and 28 °C; *A. niger* 1 · 10^6^ ml^−1^ for ∼36 h, *T. reesei* 1 · 10^5^ ml^−1^ for ∼36 h and *P. chrysogenum* 5 · 10^5^ ml^−1^ for ∼48 h. For *A. niger* and *P. chrysogenum*, the mycelia from shake-flasks from a glucose monoculture replicate group were pooled by filtering through Miracloth (Calbiochem) then washed with ∼100 ml of CCMM. For *T. reesei*, the mycelia from each individual shake-flask from a glucose monoculture replicate group was filtered through Miracloth separately and washed with ∼100 ml of CCMM then pooled to make the replicate group of mycelia of sufficient amount for subsequent transfer. 0.75 g wet weight of mycelia from a replicate glucose culture group was transferred to the respective straw replicate culture, in 250 ml shake-flasks containing 100 ml of 1% (w/v) washed wheat straw to make either monocultures or two or three species mixed cultures and incubated for various lengths of time at 28 °C.

### 2.3 RNA isolation and cDNA synthesis

Mycelia were ground under liquid nitrogen using a mortar and pestle, then the RNA was purified using the Plant/Fungi total RNA Purification Kit (Norgen Biotek, Canada) including the on-column DNase treatment step. The concentration and quality of RNA for each sample was determined by UV spectrometry (Nanodrop ND-1000 spectrophotometer). cDNA was synthesised as described previously (Delmas et al., 2012) except that 50 ng of Random Primer oligonucleotides (Invitrogen) for each 20 μl cDNA synthesis reaction were used.

### 2.4 Mycelial biomass estimation using genomic DNA

The solids from the straw cultures were collected by centrifugation and were freeze-dried. Between 75 mg and 120 mg of the freeze-dried solids from the straw cultures was used for gDNA extraction. The gDNA was extracted in 2 ml tubes with 1.5 ml extraction buffer (50 mM Tris-HCl (pH 7.5), 10 mM EDTA, 50 mM NaCl and 1% w/v SDS) by incubating at 65 °C for 1 h with continuous mixing followed by separation with phenol:chloroform:isoamylalcohol (25:24:1, v/v/v) using PhaseLock tubes (5 Prime). After precipitation, the gDNA was re-suspended in TE and RNase treated followed by a second precipitation and wash to remove the degraded RNA. The amount of extracted gDNA was converted to biomass (dry-weight) using standard curves of the qPCR signal intensity from amplification of gDNA extracted from between 2 mg and 50 mg of freeze-dried mycelia from each species from glucose monocultures. When gDNA was extracted from mycelia from glucose cultures, 50 mg of straw was also added to the extractions to control for any effect the straw could have on the extraction efficiency. gDNA was quantified using a qPCR assay as described below. In this assay, a 1/500 dilution of the gDNA (to ∼0.1 ng) was made from standards and samples to avoid any inhibitory effects on the polymerase. The total mycelial biomass in the shake-flask was estimated by factoring in the proportion of the sample used for gDNA extraction in relation to the total sample recovered from the shake-flask. The primer and probe sets are described in Supplementary Table S1.

### 2.5 Quantification of 5.8S rRNA for RNA abundance measurement or single copy region of gDNA for biomass prediction from each fungus in mixed cultures

#### 2.5.1 Primer and probe design

Primer and dual-labelled hydrolysis Taqman-type probes (Supplementary Table S1) to amplify rRNA or other sequences from the cDNA or gDNA from each fungus were designed using two software tools; OligoArchitect (Sigma) and Beacon Designer 8 (PREMIER Biosoft). The SNP discriminating function in Beacon Designer was used to design probes that discriminated between the 5.8S rRNA regions from each fungus. For designing primers and probes for the 5.8S rRNA, the following sequences were used: *A. niger*: GenBank JX535496.1, *T. reesei*: GenBank Z31016.1 and *P. chrysogenum*: sequence from ATCC28089 obtained from http://www.lgcstandards-atcc.org/. The dual-labelled probes (Sigma) contained several locked nucleic acid (LNA) bases (Supplementary Table S1). The reporter labelled on the 5′ end was 6′-FAM and the quencher labelled on the 3′ end was BHQ-1. For gDNA, regions of each genome that were single copy were used (See Supplementary Table S1 for further information).

#### 2.5.2 Preparation of plasmid standards for quantification with qPCR

To generate standards for quantification, the regions containing the rRNA were amplified from gDNA using primers listed in Supplementary Table S1. The amplified products were cloned into pBluescript and the plasmids purified from *E. coli* and sequenced using standard procedures. The copy number of target sequence for amplification from a quantity of plasmid was determined with http://www.thermoscientificbio.com/webtools/copynumber/. Standard curves were made with ∼10 5-fold dilutions of the linearised plasmids starting with 50 M target copies. The plasmids were also used to determine the specificity of the primer and probe combinations for their intended targets as opposed to the off-target from the other species.

#### 2.5.3 Assay conditions for quantification and normalisation

The FastStart Universal Probe Master Mix (Roche) was used according to the manufacturer’s instructions. The reaction set-up used 10 μl reactions with 1 μl of the cDNA (diluted 1/100 for rRNA quantification), gDNA or plasmid templates. The primer and probe concentrations used are indicated in Supplementary Table S1. The 7500 Real-time machine (Applied Biosystems) was used with the cycling conditions of 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. To normalise the transcript levels from the protein encoding genes, the species-specific 5.8S rRNA abundance was used.

### 2.6 Genome and other annotation resources used

The following genomes and annotation sets were used. For *A. niger* the ATCC1015 strain sequence and annotation (Aspni7) (Andersen et al., 2011) from the JGI (http://genome.jgi-psf.org/Aspni7/Aspni7.home.html), for *T. reesei* the QM6a sequence and annotation (Trire2) (Martinez et al., 2008) from the JGI (http://genome.jgi-psf.org/Trire2/Trire2.home.html) and for *P. chrysogenum* the Wisconsin54-1255 strain sequence and annotation (PenchWisc1_1) (van den Berg et al., 2008) deposited at the JGI (http://genome.jgi.doe.gov/PenchWisc1_1/PenchWisc1_1.home.html). For *P. chrysogenum*, the CAZy annotations were downloaded from the CAZy database (Lombard et al., 2014) page http://www.cazy.org/e816.html on 21st August 2015. For *T. reesei*, the CAZy annotations from Hakkinen et al. (2012) were combined with those provided by Bernard Henrissat (personal communication) for Trire2 so as to annotate the maximum number of genes with CAZy annotations and also include annotation for Auxiliary Activity (AA) families which Hakkinen et al. (2012) did not annotate. For *A. niger*, the CAZy annotations provided by Bernard Henrissat (personal communication) for Aspni7 were used and supplemented with CAZy annotations from CBS513.88 strain where the orthologue was present in Aspni7 but had not been annotated with a CAZy annotation. The signal peptide predictions and InterPro annotations downloaded from the databases at the JGI were used. For the complete lists of annotations used for each species, see Supplementary Table S2.

### 2.7 Bioinformatic analysis to identify orthologous and non-orthologous proteins

Orthologous and non-orthologous proteins were identified using the Orthofinder orthogroup inference algorithm (Emms and Kelly, 2015). For this analysis the following protein fasta files were used from the JGI: Aspni7 – Aspni7_GeneCatalog_proteins_20131226.aa.fasta (11,910 proteins), Trire2 – TreeseiV2_FrozenGeneCatalog20081022.proteins.fasta (9,143 proteins) and Penchwisc1_1 – PenchWisc1_1_GeneCatalog_proteins_20140114.aa.fasta (13,671 proteins). In Supplementary Table S2, the orthogroups for each protein from each species are listed along with the species composition of the orthogroup.

### 2.8 Dual RNA-seq sequencing, read mapping and RNA-seq statistical analysis

Total RNA was measured using Qubit RNA BR assay kit (Life technologies, Q10210). 1 μg of Total RNA was used for enrichment of mRNA using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490). Illumina stranded whole transcriptome sequencing libraries were prepared using NEBNext Ultra Directional RNA library prep kit for Illumina (NEB, E7420S). Library QC was performed using bioanalyser HS kit (Agilent biotechnologies, 5067-4626). Libraries were quantified using qPCR (Kapa Biosystems, KK4824), pooled at desired concentrations, denatured and loaded for sequencing according to manufacturer’s instructions. Sequencing was done on Illumina NextSeq500 sequencing platform using 2 high output runs to generate 2 × 75 bp reads. Sufficient sequencing was done to obtain ∼30 M reads from each monoculture replicate and ∼100 M reads from each mixed culture replicate.

A filtering pipeline was used to filter reads with low sequencing quality score as well as reads aligned to adaptor sequences. First, raw reads were trimmed against adaptors using Scythe (https://github.com/vsbuffalo/scythe). Then reads were quality trimmed using Sickle (https://github.com/najoshi/sickle). For all samples, reads that passed the filters were mapped using the tophat mapping tool (https://ccb.jhu.edu/software/tophat/index.shtml) onto a composite reference genome that consisted of the genomes of each of the three species. The composite genome was made by concatenating into a single file the fasta files made of the sequences for the chromosomes from Aspni7, Trire2 and Penchwisc1_1 (where repeat regions had been masked). The use of this composite genome facilitated the exclusion from subsequent analysis of reads that were not unique to a particular species as these reads would not be uniquely mapped in the composite genome. Uniquely mapped read counts (at the MAPQ20 threshold) for each gene were calculated using ‘htseq-count’ (http://www-huber.embl.de/users/anders/HTSeq/doc/count.html). Read counts were calculated for each species separately using a genome annotation file for each species that contained the known gene exon co-ordinates for the genes for that species. The genome annotation files used were as follows: Aspni7 – Aspni7_GeneCatalog_genes_20131226.gff, Trire2 – TreeseiV2_FrozenGeneCatalog20081022.gff and Penchwisc1_1 – PenchWisc1_1_GeneCatalog_genes_20140114.gff. Principal component analysis (PCA) was used to indicate if the biological replicates were sufficiently similar for subsequent statistical analysis. The read counts of genes values for each species were subsequently used for statistical analysis using DESeq2 version 1.10.1 (Love et al., 2014). FPKM normalised read counts were defined originally by Mortazavi et al. (2008). In our study, an FPKM value for a gene from a sample is the number of uniquely mapped (to the composite genome) fragments (counts) per kilobase of gene model per million uniquely mapped (to the composite genome) fragments (counts) onto gene models from that species. The RNA-seq reads from this project were submitted to the GEO database (GEO accession GSE81187).

### 2.9 Hierarchical clustering and GO enrichment analysis

Clustering was performed using the GenePattern software platform http://www.broadinstitute.org/cancer/software/genepattern (Reich et al., 2006) where the Hierarchical Clustering module was used (de Hoon et al., 2004, Eisen et al., 1998). The dataset used for the clustering analysis consisted of the FPKM values of genes with a particular annotation which had significantly different changes in expression from the respective glucose control (*p*_adj_ < 0.05) and an FPKM ⩾ 1 in at least one of the straw conditions. The FPKM values were log transformed within the Hierarchical Clustering module. The ‘uncentered correlation’ option, which takes the magnitude of the values into account, was used as the distance measure followed by pairwise complete-linkage as the clustering method. The clustering results were visualised with the Hierarchical Clustering Viewer in GenePattern.

GOEAST GO enrichment tool was used (Zheng and Wang, 2008) by selecting the customised analysis tool with the default advanced parameter settings. The GO annotations were obtained from the JGI website for the respective species as described in other section. Lists of differentially expressed genes were analysed with the following cut-offs: ⩾1 FPKM value in one of the two conditions (which condition depended on whether genes with increased or reduced transcript abundance were being analysed) and ⩾2-fold changes (DESeq counts) in transcript abundance as well as a *p*_adj_ value < 0.05.

### 2.10 Enzymatic activity measurements using pNP-linked carbohydrate substrates

Culture filtrates from either two or three flask cultures were assayed using 4-Nitrophenyl-β-d-cellobioside (pNP-Cel), 4-Nitrophenyl-α-l-arabinofuranoside (pNP-Ara), 4-Nitrophenyl-β-d-glucopyranoside (pNP-β-Glc), 4-Nitrophenyl-β-d-xylopyranoside (pNP-Xyl) and 4-Nitrophenyl α-d-galactopyranoside (pNP-α-Gal) (all from Sigma). With assay conditions that gave a linear response between time and pNP release, up to 113 μl of the culture filtrates were assayed in a total volume of 130 μl with 2.5 mM final concentration of the substrate in 50 mM sodium acetate pH 5.0. The reaction mixtures were incubated at 37 °C for 3 h with shaking, and then stopped with 130 μl of 1 M sodium carbonate before the absorbance was measured at 405 nm with a plate reader (Thermo). The enzyme activity was expressed in ρmoles pNP per minute per μl of culture filtrate assayed (ρmol pNP · (min · μl)^−1^).

### 2.11 Concentration and quantification of proteins and PAGE gel analysis

Proteins in the culture filtrates were concentrated by 30–50-fold using 5000 kDa MWCO Vivaspin columns (GE Life Sciences) by centrifugation at 3000*g* at 4 °C. Proteins were quantified with Bradford assay (Sigma) using BSA as standard. The proteins in the concentrated culture filtrates were precipitated with TCA, followed by acetone washes and the pellets were re-solubilised in 25 μl of 8 M urea before diluting the urea concentration to 2 M with water. The BSA used in the standard curve was also precipitated in the same manner as the proteins from the culture filtrates. PAGE gels were run as described previously (Delmas et al., 2012) and visualised by following a silver staining method (Yan et al., 2000). A pre-stained protein ladder was used (NEB, cat# P7712).

### 2.12 Enzymatic activity assays with polysaccharides (saccharification assays)

Two different sets of conditions were used for the saccharification assays in this study. One set of conditions was used to predict the flux of sugars in the 24 h cultures analysed by RNA-seq and used the same media and incubation temperature as for culturing the fungi. The other set of conditions was used to determine whether the enzymes could have any industrial applications and used a buffer and incubation temperature commonly used for saccharification assays (referred to as standard-type saccharification reactions).

The saccharification assays to quantify glucose, xylose, arabinose and galactose (the latter three are inducers of CAZymes) released from straw so as to predict the flux of sugars in the 24 h cultures were performed in 0.5 ml tubes in a total volume of 450 μl with 15 mg of washed wheat straw, volumes of the concentrated 24 h culture filtrates equivalent to 1.5 ml of the original culture filtrates, CCMM and sodium azide at a 0.02% w/v final concentration. Reactions were incubated for 6 h at 28 °C with moderate shaking. The monosaccharides in the heat inactivated reactions were quantified with HPAEC-PAD.

Standard-type saccharification reactions were performed in 1.5 ml tubes in a total volume of 900 μl with 30 mg of wheat straw, volumes of each of the concentrated 4 d culture filtrates equivalent to 4.5 ml of the original culture filtrates, 50 mM citrate buffer pH 4.8 and sodium azide at a 0.02% w/v final concentration. Reactions were incubated for 72 h at 50 °C with moderate shaking. At various time points, aliquots of the hydrolysate were sampled and the enzymes were inactivated by heating at 100 °C for 5 min followed by centrifugation to pellet the solids. The total reducing sugars and other reducing end groups were quantified with the DNS assay (Dubois et al., 1956) using glucose as a standard. The sugars measured were corrected for the reducing end groups present in the straw and filtrate controls.

### 2.13 Measurement of monosaccharides in culture filtrates and saccharification hydrolysates

High-performance anion exchange chromatography with pulsed amperometric detection (HPAEC-PAD) with a Dionex ICS-3000 Ion Chromatography System (Dionex, UK) using a CarboPac PA20 column with a 10 mM NaOH isocratic system at a working flow rate of 0.5 ml min^−1^ at 30 °C. Glucose, xylose, arabinose and galactose were used as standards.

### 2.14 Statistical analyses

For data other than the RNA-seq data (where DESeq2 was used and is described elsewhere), GenStat (VSN International) was used to perform ANOVA analysis with Tukey’s test as a post-hoc test. The squared Pearson correlation coefficient (r^2^) was calculated by Excel.

## 3 Results and discussion

Strategies for fungal degradation of lignocellulose can vary depending on gene content, transcript abundance and secretion of enzymes with varying levels of activity; for example the *A. niger* genome encodes a more diverse array of hemicellulose and pectin degrading enzymes than *T. reesei* (Zhao et al., 2014). The lignocellulose degradation strategy of *P. chrysogenum* has not been substantially studied previously. We explored the differences in genome content of these fungi and the generation of enzymatic activities in response to straw (as well as their transcriptional response to straw degradation) before combining these fungi in mixed cultures for dual RNA-seq analysis.

### 3.1 Comparison of CAZy gene contents of *A. niger*, *T. reesei* and *P. chrysogenum* using orthologue analysis

CAZy families provide a useful framework to compare the lignocellulose saccharifying potential of fungal species, although a family can include multiple proteins and enzymatic activities so an orthologue analysis was used to further dissect the differences within CAZy families. Non-orthologous proteins in a CAZy family are more likely to encode for different activities. Previous analyses comparing CAZy gene contents of the three species are available such as the large scale study of Zhao et al. (2014) or the study of Liu et al. (2013) but neither included an orthologue analysis as part of their CAZy analysis. We used Orthofinder (Emms and Kelly, 2015) to analyse the full protein complements from each species (Supplementary Table S2) but will focus here on the CAZy gene contents of the three species by comparing the CAZy families (GH, CE, PL and AA) (Supplementary Table S3A–D). There were CAZy families that were present in only one of the three species but these did not confer any unique enzymatic activities relevant to lignocellulose saccharification. However, there were CAZy families that were present in *A. niger* and *P. chrysogenum* but not in *T. reesei* that conferred unique activities relevant to lignocellulose saccharification. The proteins in these CAZy families were encoded by orthologous genes indicating that the activities that *A. niger* and *P. chrysogenum* (but not *T. reesei*) had were likely the same activities. These were the CE8 and CE12 families whose proteins encode for pectin methylesterase and rhamnose acetylesterase activities respectively, the PL1 and PL4 families that encode for pectate lyase activity, feruloyl esterases from the CE1 family and endo-arabinases from the GH43 family. In summary, the genomes of *A. niger* and *P. chrysogenum* provide a broader range of enzymes for pectin degradation when compared to *T. reesei.* Whilst the unique relevant activities were few, other differences in how orthologous genes are regulated and how this could change in mixed cultures provided further rationale for investigating combinations of these three fungi.

### 3.2 Determination of appropriate conditions for dual RNA-seq experiment

To investigate differences in the responses of the monocultures to straw that would indicate whether combining the fungal species in mixed cultures could be beneficial; a time-course experiment was performed to measure transcript abundance of selected genes and various exo-acting activities from monocultures. Subsequently, saccharification assays were performed using culture filtrates from mono and mixed cultures. qPCR based methods were used to estimate total RNA and mycelia biomass from each fungus in a mixed culture. The purpose of estimating total RNA from each fungus was so as to predict whether the conditions chosen for mixed cultures would likely lead to sufficient RNA-seq reads from each fungus in a mixed culture.

#### 3.2.1 Measurement of transcript abundance and enzyme activities in straw monocultures

Transcript abundance changes were investigated through the orthologous genes encoding the reducing-end-acting GH7 cellobiohydrolases encoded by *A. niger cbhA* and *cbhB*, *P. chrysogenum Pc18g05490* and *Pc20g01970* and *T. reesei cbh1.* The respective genes all had increased transcript abundance in each species relatively early by 6 h after transfer to straw (Supplementary Figure S1). The temporal increase in transcript abundance of *A. niger cbhA*, *cbhB* and the *P. chrysogenum* orthologues was more incremental than *T. reesei cbh1* which had a larger fold change in transcript abundance between the glucose control and 3 h (the earliest straw culture time point assayed) than between 3 h and 6 h.

Activities were measured from the culture filtrates towards *para*-nitrophenol linked carbohydrate substrates. *A. niger* culture filtrates generally had more enzyme activity than either *T. reesei* or *P. chrysogenum* per equivalent volumes (Fig. 1). The extent to which the activity from the *A. niger* cultures was greater than from the cultures of either of the other fungi varied depending on the activity assayed. The levels of α-l-arabinofuranosidase activity from *T. reesei* filtrates were closer to the *A. niger* levels than was the case for the other four activities. For *P. chrysogenum*, the levels of β-glucosidase activity from the filtrates were closer to the *A. niger* levels than for the other four activities.

**Fig. 1:**
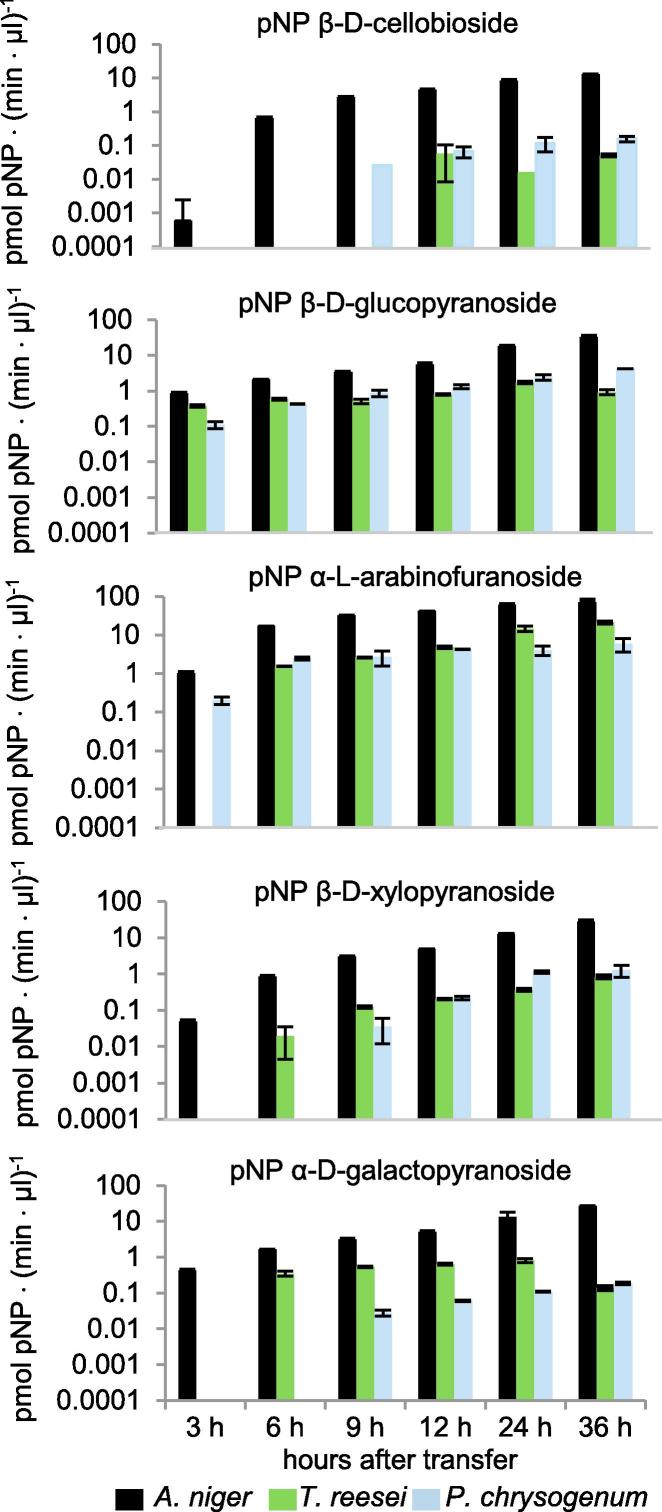
Activities towards pNP substrates from monoculture time-courses of *A. niger*, *T. reesei* or *P. chrysogenum*. Here activities from up to a maximum of 113 μl of unconcentrated culture filtrates were assayed. The error bars in these graphs represent the standard errors from two replicate flasks.

Based primarily on the enzymatic activities, the 24 h time point was considered appropriate to sample for mixed cultures. As well as the CAZy genes having increased transcript abundance at 24 h, this time period would allow the substantial differences in enzyme activities measured in the monocultures to have an effect on the transcript abundance of the other fungi in the mixed cultures, for example via signalling through sugars (which could act as inducers of CAZymes) released from the straw. Furthermore, as enzymatic lignocellulose degradation can be a relatively slow process, the 24 h time-point could allow for various polysaccharide layers to be broken down perhaps exposing sugar inducers that would otherwise not be exposed at an earlier time point.

The enzymatic assays using the pNP-linked carbohydrate substrates (with the exception of the glucopyranoside which results in the release of glucose) suggested what sugars (the sugars xylose, arabinose, galactose and cellobiose can act as inducers of CAZymes) could be released at the 24 h time point in monocultures (Fig. 1). To quantify some of the actual inducers from mono and mixed cultures, the monosaccharides were quantified in the hydrolysates from saccharification reactions (performed at the same temperature and in the same media used to culture the fungi) that used enzymes concentrated from 24 h culture filtrates. As the fungus will import and metabolise the sugars hydrolysed from the straw, this approach rather than measuring the monosaccharides present in the culture filtrates is more likely to give an accurate indication of the flux of sugars in the shake-flask cultures. Furthermore, only monosaccharides were quantified because the flux of dimers such as cellobiose or longer cellodextrins (known inducers of *T. reesei CAZymes*) could not be measured as these dimers or cellodextrins would largely be degraded to monomers in the saccharification reactions.

#### 3.2.2 Saccharification assays with enzymes from mono and mixed cultures

Saccharification assays were performed (at the same temperature and in the same media used to culture the fungi) using volumes of the concentrated proteins equivalent to what would be present in the different shake-flask cultures so as to predict what would be the flux of sugars in each culture (Fig.2A). The saccharification assays identified three beneficial effects of mixed cultures with regard to sugar release. Firstly, the enzymes from the *A. niger* monoculture filtrates and mixed cultures of *T. reesei* that included *A. niger* released significantly more sugars from hemicelluloses (as measured by arabinose, galactose and xylose) than the *T. reesei* monoculture filtrates, whereas there were no significant differences in the sugar release from cellulose (as measured by glucose). Secondly, the release of glucose and xylose from enzymes from the *T. reesei* and *P. chrysogenum* mixed culture was significantly greater than the glucose and xylose released using enzymes from either of the monocultures. Thirdly, the release of galactose using the enzymes from the tri-species mixed cultures was significantly higher than the release from using the enzymes from any of the three monocultures. For all other comparisons, the amounts of monosaccharides released using the enzymes from mixed cultures were not significantly greater than what was released by the enzymes from all of the monocultures that were also part of that mixed culture. Galactose was the only sugar where there was an overall improvement i.e., where the release from straw using the enzymes from the mixed culture was higher over all of what was released by the monoculture filtrate enzymes. Each of the four monomers was detected in every saccharification reaction indicating that the sugar differences in the shake-flask cultures are in terms of concentration rather than the absence or presence of the sugar. To indicate whether these levels of activities could lead to any accumulation of sugars that could be inhibitory of CAZy transcript abundance rather than inducing, the monosaccharide concentrations in the shake-flask cultures at 24 h were also measured (Supplementary Figure S2). The monosaccharide levels were all below 100 μM and thus lower than what has been shown for *A. niger* to be inhibitory of CAZyme gene expression via CreA (de Vries et al., 1999).

**Fig. 2:**
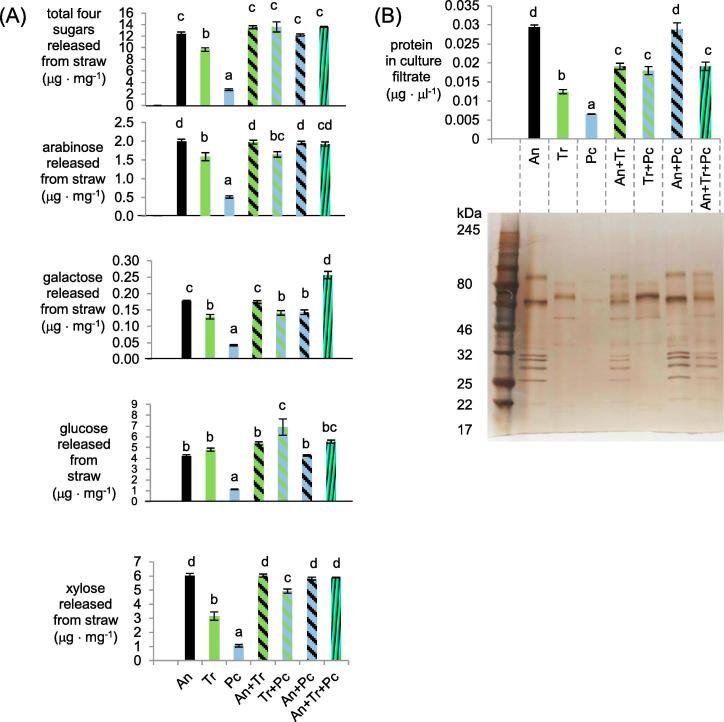
Monosaccharides (which include inducers of CAZymes) released by the fungi from straw. (A) Monosaccharides released from saccharification reactions using equivalent volumes of the cultures filtrates and (B) silver stained PAGE gel where equivalent volumes of the culture filtrate were loaded from one of the replicate set of flasks and protein concentrations in the culture filtrates. Error bars represent standard errors. Bars in a chart that contain the same letter were not significantly different (Tukey’s post-hoc test (*p* < 0.05) after ANOVA analysis).

#### 3.2.3 Protein concentrations from filtrates from mono and mixed cultures

To aid interpretation of the different levels of activities, the proteins from the concentrated culture filtrates were separated by PAGE gels and quantified (Fig.2B). The protein quantifications correlated well with the PAGE gel staining intensity of equivalent volumes of culture filtrates. The lowest protein concentrations were from the enzymes from the *P. chrysogenum* monocultures which also had the lowest sugar releasing enzyme activities. The protein concentration from the *T. reesei* and *P. chrysogenum* mixed culture was significantly greater than either of the respective monocultures, which could in part explain the significantly higher glucose and xylose released by the enzymes from the mixed culture. In other cases, the protein concentrations in the mixed cultures were not significantly greater than all of the monocultures that were also part of the mixed cultures. The approximately four-fold higher protein concentrations and predicted flux of the monosaccharides in the mixed cultures with *P. chrysogenum* compared to the monoculture indicated the potential for beneficial effects on *P. chrysogenum* CAZy transcript abundance. We hypothesised that *P. chrysogenum* would show more differences or at least more clearer differences in CAZy gene transcript abundance than would be the case for the other two fungi because with those fungi the protein concentrations and flux of sugars was more similar between the mono and mixed cultures. This hypothesis was one of the reasons that led us to include *P. chrysogenum* in the RNA-seq experiment. We also determined whether there would be sufficient RNA from each fungus in all the mixed cultures at the 24 h time-point.

#### 3.2.4 Measurements of total RNA from each species initially and after a period of 24 h in straw cultures

rRNA is used for identification of fungal species (White et al., 1990) as well as a reference gene for normalisation for total RNA abundance in qRT-PCR (Shi and Chiang, 2005). Therefore the rRNA region is ideally suited to quantify species-specific abundance of total RNA. With regard in particular to our study, the 5.8S region was used to (1) estimate the amount of total RNA present to guide the experimental conditions for RNA-seq so as to obtain sufficient numbers of RNA-seq reads from each fungus and (2) indicate how the fungi were interacting in the mixed cultures through changes in the relative amounts of total RNA from each fungus over time. The 5.8S region of the rRNA extracted from each culture was quantified using species-specific primer and hydrolysis probe combinations. The quantification of the 5.8S rRNA showed changes in abundance in the mixed cultures over time (Supplementary Figure S3). With regard to mixed cultures that included *T. reesei*, the quantification of the 5.8S rRNA indicated that *T. reesei* would likely be the source of the majority of the reads when present in a 24 h mixed culture but still have sufficient numbers of reads from the other fungi in these mixed cultures for two reasons. Firstly, the amounts of *A. niger* and *P. chrysogenum* 5.8S rRNA in mixed cultures with *T. reesei* were still approximately 10–20% of the levels of *T. reesei*. Secondly, different total numbers of reads can be obtained from individual samples from RNA-seq, so in this study approximately 100 M reads were sequenced from mixed culture samples compared to 30 M reads from monoculture samples. With regard to the mixed cultures of only *A. niger* and *P. chrysogenum,* there were likely to be similar numbers of reads obtained from each fungus in the mixed culture samples.

The ratios of the species-specific 5.8S rRNA in the two species mixed cultures illustrate clearly how the amounts of 5.8S rRNA had changed in the mixed cultures over 24 h (Fig. 3). In the two species mixed culture with *A. niger* and *P. chrysogenum*, the ratio of the 5.8S rRNA only changed marginally by 24 h. In contrast, in the two species mixed cultures with *T. reesei* and *A. niger* or *T. reesei* and *P. chrysogenum*, the ratio of the *T. reesei* 5.8S rRNA to the 5.8S rRNA from the other fungus increased by approximately 4-fold. This increase in the ratio of *T. reesei* 5.8S rRNA suggested there could be either a faster growth rate of *T. reesei* or antagonism leading to a decline in the biomass of the other two fungi or combinations of both these suggestions. This was investigated by estimating the biomass in mixed cultures.

**Fig. 3:**
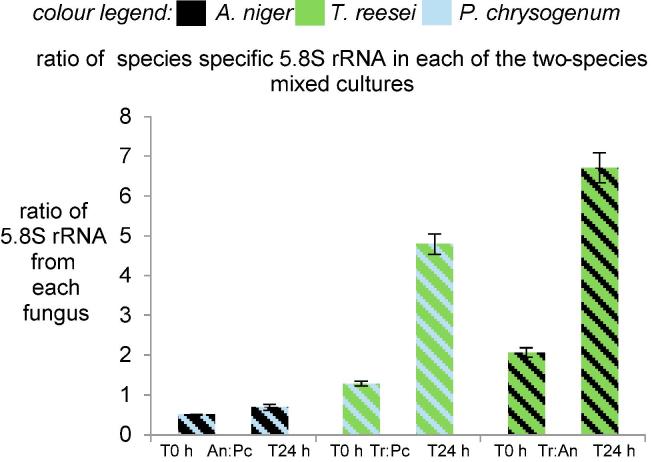
The ratio of the 5.8S rRNA from each species present in the two-species mixed cultures. The ratio was used to indicate the relative changes in total RNA in the two-species mixed cultures over 24 h. The error bars represent the standard errors from cultures from three replicate flasks.

#### 3.2.5 Measurement of mycelial biomass using gDNA

We determined the mycelial dry weight of each fungus in mixed cultures via gDNA isolated from the initial mycelial biomass added to the flasks (0 h) and after 24 h in straw cultures (Supplementary Figure S4). With regard to *T. reesei*, there was a significant increase in mycelial biomass in the three species mixed culture at 24 h compared to the *T. reesei* biomass in the 24 h monoculture. The *T. reesei* mycelial biomass in mixed cultures did not decrease significantly below the biomass in the *T. reesei* monoculture at 24 h. In contrast, for *A. niger*, there was significant decreases in biomass in both of the mixed cultures with *T. reesei* compared to the *A. niger* monoculture at 24 h. In mixed cultures with only *A. niger* and *P. chrysogenum*, there was no significant change in *P. chrysogenum* mycelial biomass at 24 h compared to the 24 h monoculture whilst there was a small decrease in *A. niger* biomass (less than half the decrease that was measured in *A. niger* biomass in the mixed cultures with *T. reesei*). The smaller reduction or lack of change in mycelial biomass in the *A. niger* and *P. chrysogenum* mixed culture correlated with the lack of change in the ratio of 5.8S rRNA from each species. Thus, the increase in the proportion of *T. reesei* 5.8S rRNA in mixed cultures with either or both of *A. niger* or *P. chrysogenum* can be explained primarily by a decline in *A. niger* mycelial biomass and secondarily by some increases in *T. reesei* mycelial biomass. The decrease in mycelial biomasses of *A. niger* in mixed cultures with *T. reesei* is indicative that *T. reesei* has antagonistic effects on *A. niger*. Other studies have inferred antagonistic effects from measuring reductions in mycelial biomass in mixed cultures such as Jonkers et al. (2012) where the mycelial biomasses decreased in mixed cultures of two maize-infecting fungi with known antagonistic features. Using the mycelial dry weight predictions, the monosaccharides released from saccharification assays using the 24 h cultures filtrates were expressed as a proportion of these weights (Supplementary Figure S5). This clearly illustrated competitive or antagonistic aspects of the mixed cultures as the monosaccharides released from mixed culture filtrates never released more sugars than the monoculture filtrates when expressed per mycelial dry weight of the culture.

### 3.3 Analysis of transcript abundance in mono and mixed cultures using dual RNA-seq

#### 3.3.1 Summary of the total number of reads from each species mapped in mono and mixed cultures

RNA-seq analysis involves aligning reads to a reference genome and then counting the reads that align uniquely. In our study, the individual genome sequences from each species were concatenated so as to create a tri-species reference genome so then any reads that were not unique amongst the three species would not be counted. The number of reads that mapped uniquely to each species from each sample is summarised in Supplementary Table S4. Sufficient sequencing depth (between 7 M and 100 M reads) was obtained from each species from mixed cultures samples for statistical analysis comparing transcript abundance amongst the glucose monoculture conditions and mono and mixed species straw culture conditions.

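The RNA-seq data cover 30 flasks, 3 biological replicates (replicate groups A, B and C) for each of 10 conditions. The conditions are a glucose monoculture and a straw monoculture of each species, the mixed cultures of each pair of species on straw, and the mixed culture of all 3 species on straw. Glucose cultures were sampled at the end of the pre-culture in 1% (w/v) glucose, after 36 h for *A. niger* and *T. reesei* and 48 h for *P. chrysogenum*. Straw cultures were sampled 24 h after transfer of mycelia to 1% (w/v) wheat straw. The authors mapped the trimmed reads with TopHat to the concatenated genomes, counted uniquely mapped reads on gene models with htseq-count, and deposited one table of FPKM values per species, with 15 libraries each. Count tables were not used here. Because the FPKM values of a gene are whole multiples of the value of one read, the reads behind them were recovered from the tables. They come to 5727371 to 88637690 reads on genes per species and library, which is 80.1 to 87.9% of the 7070319 to 109492013 uniquely mapped reads that the paper's Supplementary Table S4 gives. The FPKM values are scaled to the reads on genes, not to the paper's totals. For *A. niger* genes, the median of 3 flasks was 27142828 reads on glucose, 27801660 on straw, 17862978 with *T. reesei*, 52604520 with *P. chrysogenum* and 13857618 in the three-species culture. For *T. reesei* genes the medians were 27107608 on glucose, 27067009 on straw, 67477145 with *A. niger*, 71640811 with *P. chrysogenum* and 59188931 in the three-species culture. For *P. chrysogenum* genes they were 26185003, 25097273, 12511102 with *T. reesei*, 30328962 with *A. niger* and 7974893. The shallowest and the deepest library of each group are given in the processing summary. For the comparisons at the conclusions, FPKM values of the 6 libraries compared were rescaled by the median of ratios and taken as log2(FPKM + 1). Genes with a mean FPKM of at least 1 in either group were tested with limma, with a trend in the variance and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.05, a change of at least 2-fold and a mean FPKM of at least 1 in the group where it was higher. These are the thresholds of the paper's Fig. 4, which the authors applied to DESeq2 results. The genes named for the largest changes on the log2(FPKM + 1) scale were taken from the called genes whose 3 flasks all lay above, or all below, the 3 flasks of the straw monoculture. Values of single genes are given as mean FPKM ± SD (n = 3 flasks), with the standard error (SE) of the log2 fold change from limma.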

There was a positive correlation as measured by the squared Pearson correlation coefficient (r^2^) of 0.74 between the copy number of the 5.8S rRNA region from each species from a mixed culture sample and the number of uniquely mapped reads obtained from each species from the same sample (Supplementary Figure S6). This finding supports the utility of the 5.8S rRNA quantification approach to predict the relative number of reads that would be obtained by dual RNA-seq.

FPKM is a standard normalised measure of transcript abundance from RNA-seq experiments (Mortazavi et al., 2008). In our study, the FPKM values for a particular species are normalised to the total number of uniquely mapped reads from that species instead of the total number of reads from an RNA sample. The trends in transcript abundance as measured by these FPKM values were validated by qRT-PCR for two protein encoding genes from each species (Supplementary Figure S7). 

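The deposited FPKM values of the genes chosen for qRT-PCR moved over wide ranges between the cultures (mean FPKM ± SD, n = 3). For *T. reesei*, *cbh1* (Trire2_123989) rose from 0.188 ± 0.0586 on glucose to 25813 ± 1620 in the straw monoculture. It stood at 6486 ± 3380 with *A. niger*, 15519 ± 125 with *P. chrysogenum* and 842 ± 633 in the three-species mixed culture. The gene of swollenin, *swo1* (Trire2_123992), was at 5.43 ± 2.30 on glucose, 3549 ± 300 in the straw monoculture and 285 ± 181 in the three-species culture. For *A. niger*, *cbhA* (Aspni7_TID_1164901) rose from 10.2 ± 5.27 on glucose to 19482 ± 3540 in the straw monoculture and was at 8240 ± 1120 with *T. reesei* and 19614 ± 2660 with *P. chrysogenum*. The values of *cbhB* (Aspni7_TID_1117992) lay between 2480 and 3636 in the 4 straw cultures. The *P. chrysogenum* cellobiohydrolase genes moved apart. Pc20g01970 was at 572 ± 7.94 in the straw monoculture and 5482 ± 764 with *T. reesei*, whereas Pc18g05490 was at 47.0 ± 6.70 and 28.0 ± 10.1.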

For each of these genes there was a positive correlation between the FPKM values and the fold changes from qRT-PCR with the measured squared Pearson correlation coefficients (r^2^) values between 0.94 and 0.71.

#### 3.3.2 Summary of the number of differentially expressed genes in comparisons

The number of differentially expressed (DE) genes varied in the comparisons of transcript abundance in the mono and mixed cultures (Fig. 4). 

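Between the straw and the glucose monoculture, 2093 of the 9897 *A. niger* genes tested had increased transcript abundance and 1443 had reduced abundance. For *T. reesei* the counts were 1160 and 947 of 8013 genes, and for *P. chrysogenum* 2141 and 1558 of 10359. The comparison of a mixed culture with the straw monoculture that gave the most calls had 649 higher and 439 lower genes for *A. niger*, 570 and 348 for *T. reesei* (both in the three-species culture), and 750 and 469 for *P. chrysogenum* (with *A. niger*). The threshold on the fold change moved these counts most. Without it, 2717 *T. reesei* genes were higher and 2722 lower on straw than on glucose, and 3791 and 3619 *P. chrysogenum* genes. Leaving out the rescaling of libraries shifts the log2 fold changes on straw against glucose by -0.22 for *A. niger*, 0.14 for *T. reesei* and 0.35 for *P. chrysogenum*. With the FPKM values as deposited, the *P. chrysogenum* calls on straw divided into 2780 higher and 1091 lower genes. With quantile normalization, the *A. niger* calls divided into 1783 higher and 1888 lower genes.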

For each of the three species, there were more DE genes when straw cultures were compared to the respective glucose controls than when mono and mixed species straw cultures were compared to each other. 

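Against the *A. niger* straw monoculture, 447 of 9755 *A. niger* genes tested were higher and 424 lower in the mixed culture with *T. reesei*. The three-species mixed culture was tested on 9645 genes, and its counts are those given above for *A. niger*. The largest rise with *T. reesei* on the log2(FPKM + 1) scale was in Aspni7_TID_1082064, which Supplementary Table S7 lists as an oxidoreductase. Its FPKM went from 0.764 ± 0.117 to 459.5 ± 162, with a log2 fold change of 7.79 (SE 0.21, adjusted p = 1.05e-05, limma, Benjamini-Hochberg). Next was Aspni7_TID_1181908, at 7.41. The largest falls were in Aspni7_TID_1085561, from 1024 ± 335 to 1.04 ± 0.561, and Aspni7_TID_1182646, from 340.4 ± 42.3 to 12.1 ± 1.21. Aspni7_TID_50199 and Aspni7_TID_1148907 rose most in the three-species culture, with log2 fold changes of 8.95 and 8.72. Aspni7_TID_1085561 fell by 8.21 and Aspni7_TID_1100036 by 4.76 on the log2 scale. The counts with *T. reesei* depended on single flasks. Without flask A of each culture 110 genes were higher and 45 lower, without flask B 459 and 594, and without flask C 252 and 233. With the flask letter as a block, 176 were higher and 152 lower. Flasks of the same letter did not deviate alike in these cultures (mean correlation across genes -0.446). With the FPKM values as deposited, where the fold changes lie 0.25 higher on the log2 scale, 606 were higher and 268 lower.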

More *A. niger* genes were differentially expressed in comparisons of the *A. niger* straw monocultures with mixed cultures that included *T. reesei* than those that only included *P. chrysogenum* (Fig.4A). The smallest number of total DE genes was in the comparison of the *A. niger* straw monoculture to the *A. niger* and *P. chrysogenum* mixed culture where there were only 153 genes with increased transcript abundance and 64 genes with reduced transcript abundance (Fig.4A), indicating that co-cultivation with *P. chrysogenum* hardly affects transcript abundance in *A. niger*. 

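In this comparison 78 of the 9578 *A. niger* genes tested had increased and 19 had reduced transcript abundance. Without flask A of both cultures 41 genes were higher and 4 lower, without flask B 7 and 0, and without flask C 1 and 0. With the flask letter as a block, 14 were higher and 0 lower. At an unadjusted p under 0.05, the lower genes numbered 420 without flask B, 215 without flask C and 303 with the block. In one fit of all 15 libraries, 119 were higher and 32 lower. With the FPKM values as deposited, 82 genes were higher and 8 lower. The gene with the largest rise on the log2(FPKM + 1) scale was again Aspni7_TID_1082064, at 540.5 ± 77.9 FPKM (log2 fold change 8.22, SE 0.20, adjusted p = 8.06e-05, limma, Benjamini-Hochberg), and it passed the thresholds without any one of the flask letters. Aspni7_TID_1181908 rose from 3.75 ± 0.764 to 1387 ± 433 FPKM (log2 fold change 8.12, SE 0.33, adjusted p = 0.000454, limma, Benjamini-Hochberg), with an adjusted p of 0.0711 without flask C. The largest falls were in Aspni7_TID_1100036, from 248 ± 63.5 to 13.8 ± 9.53 FPKM, and Aspni7_TID_1115643, from 30.1 ± 9.24 to 3.41 ± 1.13. Neither passed without flask B (adjusted p 0.103 and 0.154 from limma with Benjamini-Hochberg adjustment) or without flask C (0.313 and 0.298), nor with the flask letter as a block (0.106 and 0.105). The 3 flasks of the mixed culture differed from each other. Across 7573 *A. niger* genes, the SD of the log2 ratio between flasks was 0.764 for A against B, 0.746 for A against C and 0.382 for B against C.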

On the contrary, *P. chrysogenum* is affected strongly by co-cultivation with *A. niger* as there were more DE genes (with either increased or decreased abundance) in the mixed cultures that included *A. niger* than those that only included *T. reesei* (Fig.4B). 

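Of the *P. chrysogenum* genes, 283 were higher and 323 lower of 10210 tested in the mixed culture with *T. reesei*. With *A. niger*, tested on 10387 genes, the counts are those given above for *P. chrysogenum*, and in the three-species culture 654 were higher and 559 lower of 10313. Leaving out each flask letter in turn gave 238 to 319 higher and 258 to 351 lower genes with *T. reesei*, and 646 to 797 higher and 412 to 529 lower genes with *A. niger*. The largest rises with *A. niger* were in Pc13g03930, from 4.04 ± 0.886 to 1654 ± 174 FPKM, and Pc12g10100. The straw monoculture had at most 1 read on Pc12g10100 per flask, so its value of 330.4 ± 44.2 FPKM is at least 2455-fold higher. The largest falls were in Pc21g22940 (log2 fold change -6.07) and Pc24g00650 (-5.24). With *T. reesei*, Pc22g20210 rose from 14.2 ± 5.34 to 404 ± 119 FPKM and Pc16g14650 from 84.2 ± 32.9 to 2211 ± 708, while Pc12g14380 fell to 2.40 ± 0.765 and Pc12g01520 to 93.4 ± 9.96. Pc13g06890 was at 994 ± 652 FPKM in the three-species culture, at least 3149-fold higher than in the straw monoculture, where it had at most 1 read, and Pc13g13760 was at 413 ± 393. Pc21g23540 fell by 5.42 and Pc13g07400 by 5.39 on the log2 scale. Whether the effects of the 2 partners on a gene differed from each other was not tested.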

With regard to *T. reesei* DE genes, there were more genes with increased abundance in mixed cultures that included *P. chrysogenum* than those that only included *A. niger* when compared with the *T. reesei* straw monoculture (Fig.4C). 

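In the mixed culture of *T. reesei* with *A. niger*, 175 of 7992 *T. reesei* genes tested had increased abundance, and in the three-species culture 570 of 8030. With *P. chrysogenum* alone, 2 of 7911 had increased abundance: Trire2_21725, from 96.5 ± 7.07 to 211 ± 48.8 FPKM (log2 fold change 1.30, SE 0.10, adjusted p = 0.0402, limma, Benjamini-Hochberg), and Trire2_103062, from 4.52 ± 0.656 to 11.0 ± 2.81 (1.28, SE 0.13, adjusted p = 0.0428, limma, Benjamini-Hochberg). Both lost their call without flask A (adjusted p = 0.691 for each, limma), without flask B (0.909), with the flask letter as a block (0.11) and without a trend in the variance (0.0531). Trire2_103062 was also not called without the low-value filter (0.072), with the FPKM values as deposited (0.176) and in one fit of all 15 libraries (0.064), nor Trire2_21725 with quantile normalization (0.108). Flask C of this mixed culture stood apart: across 6821 *T. reesei* genes, the SD of the log2 ratio was 0.294 between flasks A and B, 0.630 between A and C and 0.707 between B and C. Without flask C of both cultures, 287 genes were higher. Without flask A or flask B, 0 were, and 295 and 133 were higher at an unadjusted p under 0.05. With *A. niger*, the number of higher genes was 34 to 75 when one flask letter was left out, and 96 with the flask letter as a block. In the three-species culture it was 743 without flask A, 276 without flask B and 359 without flask C. The genes that rose most with *A. niger* and in the three-species culture were Trire2_56897, at 2.82 ± 1.59, 1015 ± 290 and 1787 ± 169 FPKM in the straw monoculture and the mixed cultures, and Trire2_120923, at 0.985 ± 0.522, 440.5 ± 334 and 796 ± 412. With *A. niger*, Trire2_120923 had an adjusted p of 0.0628 without flask B (limma).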

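Reduced transcript abundance was called for 123 *T. reesei* genes in the mixed culture with *A. niger*, for 4 in the mixed culture with *P. chrysogenum* and for 348 in the three-species culture. Of the genes lower with *P. chrysogenum*, the largest falls were in Trire2_123940, from 175 ± 31.3 to 42 ± 10.7 FPKM (log2 fold change -1.84, SE 0.17, adjusted p = 0.0402, limma, Benjamini-Hochberg), and Trire2_123283, from 741 ± 98.5 to 234 ± 41.9 (-1.46, SE 0.13, adjusted p = 0.0402, limma, Benjamini-Hochberg). As for the higher genes, 0 were called without flask A, without flask B or with the flask letter as a block (248, 143 and 734 at an unadjusted p under 0.05), and 64 without flask C. With the FPKM values as deposited, where fold changes lie 0.21 lower on the log2 scale, 14 were lower and 3 higher. With *A. niger*, leaving out one flask letter gave 7 to 33 lower genes, and the block 51. The largest falls were in Trire2_120017, from 652 ± 90.5 to 76.2 ± 71.2 FPKM, and Trire2_123818, from 991 ± 363 to 122 ± 111. Their adjusted p in limma was 0.0221 and 0.0351, and 0.148 and 0.183 without flask B. The genes that fell most in the three-species culture were Trire2_122081, from 3837 ± 429 to 49.9 ± 35, and Trire2_120312, from 3674 ± 359 to 72.7 ± 56.9.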

The number of *T. reesei* genes with reduced transcript abundance in mixed cultures with either *A. niger* or *P. chrysogenum* compared to the *T. reesei* straw monoculture was similar.

**Fig. 4:**
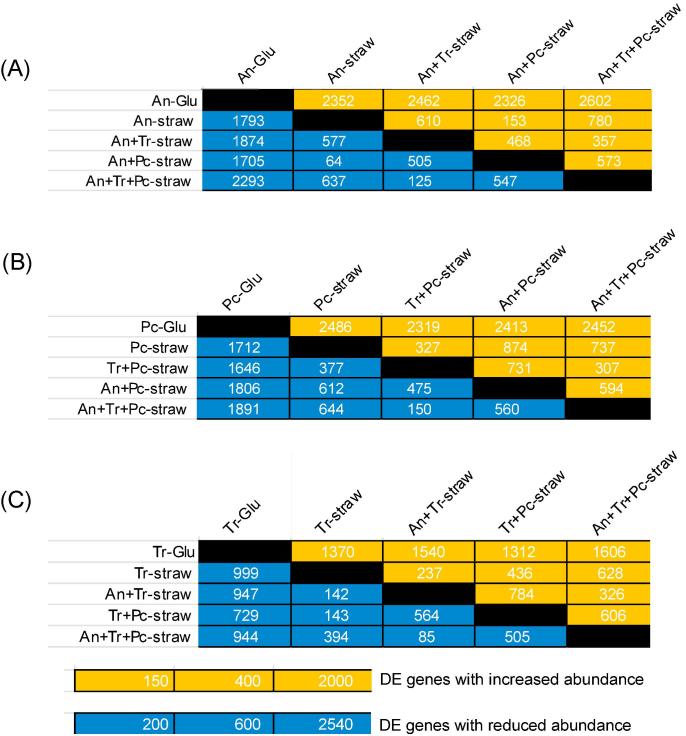
Summary of the numbers of differentially expressed (DE) genes in comparisons illustrated for (A) *A. niger*, (B) *P. chrysogenum* and (C) *T. reesei*. The control condition is listed in the rows for the genes with increased transcript abundance and in the columns for the genes with reduced transcript abundance. The differentially expressed genes have an FPKM ⩾ 1 in the test condition for the genes with increased transcript abundance and in the control condition for genes with reduced transcript abundance as well as ⩽⩾2-fold change in expression (DESeq2 counts) and *p*_adj_ < 0.05.

#### 3.3.3 GO term enrichment analysis of the differentially expressed genes

Gene Ontology enrichment analysis was performed using GOEAST to provide an overview of the trends in the DE genes (Fig. 5 and Supplementary Table S5). The DE genes analysed here were those of the straw monocultures compared with either the respective glucose control or any mixed species cultures that also contained that species. GO terms related to the breakdown of complex carbohydrates are commonly found in transcriptomic analyses of fungi when transferred from simple carbon sources to lignocellulose. 

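GO annotation was not used here. The glycoside hydrolase (GH) genes of Supplementary Table S3 were counted among the called genes instead, with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment over 24 tests. The background of each test is the genes tested in that comparison. Of the *A. niger* genes higher on straw than on glucose, 125 of 2093 (5.97%) were GH genes, against 210 of the 9897 genes tested (odds ratio 5.77, adjusted p = 6.01e-33, Fisher's exact test). For *T. reesei*, 79 of 1160 (6.81%) were GH genes, against 175 of 8013 (odds ratio 5.14, adjusted p = 2.57e-22), and for *P. chrysogenum* 102 of 2141 (4.76%), against 180 of 10359 (odds ratio 5.22, adjusted p = 8.14e-26, both Fisher's exact test). Among the genes lower on straw the shares were 1.94%, 2.96% and 1.80%, with adjusted p of 0.755, 0.121 and 0.87 in Fisher's exact test. With all CAZy genes in place of GH genes, the share among the *T. reesei* genes lower on straw was 4.12% (adjusted p = 0.0469, Fisher's exact test).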

In this study, the GO terms ‘carbohydrate metabolic process’ and ‘hydrolase activity, hydrolysing O-glycosyl compounds’ were enriched in genes with increased abundance in the straw monocultures compared to the respective glucose controls (Fig.5A). These GO terms were enriched in the genes with reduced transcript abundance in seven of the nine comparisons that compared a straw monoculture to a mixed culture that also contained that species (Fig.5A). 

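GH genes made up 53 of the 424 *A. niger* genes lower with *T. reesei* (12.5%, adjusted p = 8.14e-26 from the same Fisher's exact tests) and 47 of the 439 lower in the three-species culture (10.7%, adjusted p = 4.21e-20). Of the 19 lower with *P. chrysogenum*, 2 were GH genes (10.5%, adjusted p = 0.0905, Fisher's exact test). The shares in that set were 25.0% (adjusted p = 0.0196) with the FPKM values as deposited, 17.6% (0.00965) with quantile normalization and 12.5% (0.00856) in one fit of all 15 libraries, by the same Fisher's exact test. Without flask A the set had 4 genes and a share of 0%, and without flask B, without flask C or with the flask letter as a block it had no gene to test. Among *T. reesei* genes they were 27 of the 123 lower with *A. niger* (adjusted p = 8.43e-20), 2 of the 4 lower with *P. chrysogenum* (adjusted p = 0.005) and 50 of the 348 lower in the three-species culture (14.4%, adjusted p = 1.75e-27, all Fisher's exact test). Without flask B the *T. reesei* genes lower with *A. niger* had a GH share of 14.3% (adjusted p = 0.239, Fisher's exact test). Among *P. chrysogenum* genes they were 32 of the 323 lower with *T. reesei* (9.91%, adjusted p = 1.89e-15), 45 of the 469 lower with *A. niger* (9.59%, adjusted p = 2.71e-21) and 34 of the 559 lower in the three-species culture (6.08%, adjusted p = 2.36e-10, all Fisher's exact test). In 8 of these 9 comparisons the adjusted p was under 0.05. The *T. reesei* comparison with *P. chrysogenum* rests on the 4 genes it called. In one fit of all 15 libraries its share was 0% of 5 genes, and it had no gene to test without flask A, without flask B, with the flask letter as a block, with no trend or with no low-value filter.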

The *P. chrysogenum* genes with increased transcript abundance in the mixed cultures with *T. reesei* were enriched for the GO terms related to the breakdown of complex carbohydrates. This was the only group of genes with increased transcript abundance in mixed cultures compared to the straw monoculture that were enriched for these GO terms. 

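Of the 283 *P. chrysogenum* genes with increased abundance in the mixed culture with *T. reesei*, 24 were GH genes (8.48%, against 178 of the 10210 genes tested; odds ratio 5.88, adjusted p = 2.48e-10, Fisher's exact test as above). GH genes made up 23 of the 654 genes higher in the three-species culture (3.52%, odds ratio 2.22, adjusted p = 0.00205) and 13 of the 750 higher with *A. niger* (1.73%, adjusted p = 1, both Fisher's exact test). The other sets of higher genes with an adjusted p under 0.05 were the *A. niger* genes higher with *T. reesei*, 17 of 447 (3.80%, odds ratio 1.87, adjusted p = 0.033), and the *A. niger* genes higher with *P. chrysogenum*, 5 of 78 (6.41%, odds ratio 3.11, adjusted p = 0.0449, both Fisher's exact test). The first of these did not pass without flask A (2.73%, adjusted p = 0.725), without flask C (2.78%, 0.747), with the flask letter as a block (3.41%, 0.452) or without a trend in the variance (3.79%, 0.0514, all Fisher's exact test). The second held no GH gene without any one of the flask letters or with the block, and its adjusted p was 0.0798 without the low-value filter, 0.49 with the FPKM values as deposited, 0.0684 with quantile normalization and 0.0554 without a trend (Fisher's exact test).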

Apart from polysaccharide breakdown GO terms, there was an enrichment pattern for GO terms related to amino acid biosynthesis that suggested that *P. chrysogenum* in mixed cultures with *A. niger* was synthesising more amino acids than in the straw monoculture (Fig.5B). The GO term for ‘cellular amino acid biosynthetic process’ was enriched in the *P. chrysogenum* genes with increased abundance in the mixed culture with *A. niger* as well as in the genes with reduced abundance in the *P. chrysogeum* straw monoculture compared to the glucose control. The GO term for ‘response to xenobiotic stimulus’ was enriched in the *T. reesei* genes with increased abundance in mixed cultures with *A. niger* compared to the *T. reesei* straw monoculture (Fig.5C). The *T. reesei* genes annotated with this GO term responsible for the enrichment have the Pfam domain for RTA1-like protein (PF04479) and these membrane-bound proteins can have a detoxifying role. One study showed that supression of an RTA1-encoding gene led to lower ethanol production from a straw/bran mix by *Fusarium oxysporum* (Ali et al., 2014). These *T. reesei* genes could be induced here to detoxify components of the lignocellulose released in the mixed culture or produced by *A. niger*. Production of compounds toxic to a competing fungus is a prominant feature of fungal interaction (Boddy, 2000, Jonkers et al., 2012).

**Fig. 5:**
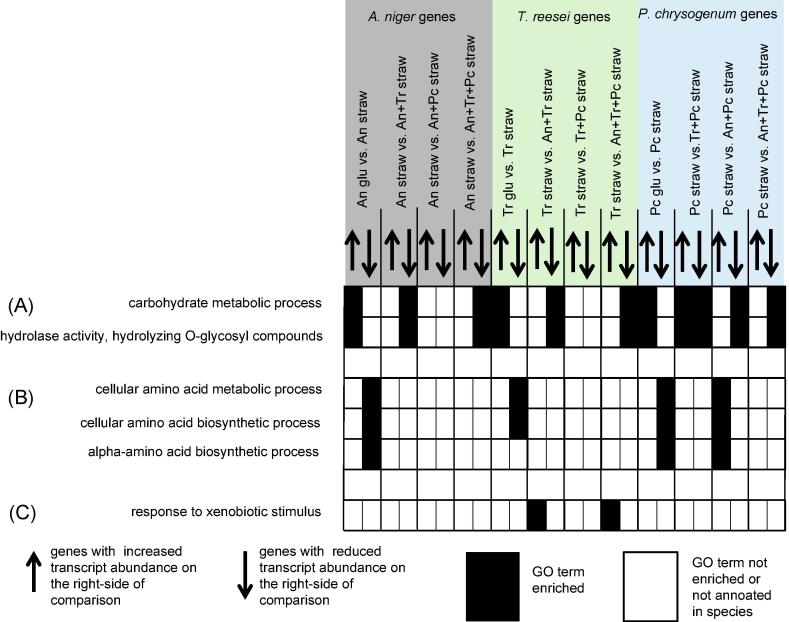
Summary of the enrichment pattern of selected GO terms in DE genes from the straw monoculture compared with either the respective glucose control or any mixed species cultures that also contained that species. An = *A. niger*, Tr = *T. reesei* and Pc = *P. chrysogenum.* See Supplementary Table S5 for a list of all the enriched GO terms as well as the lists of genes responsible for the enrichment of a GO term.

### 3.4 CAZy transcript abundance in the mono and mixed cultures

#### 3.4.1 Overview of CAZy abundance changes in mixed cultures

The total transcript abundance attributed to CAZy genes (excluding glycosyltransferases (GTs) as these are not involved in the degradation of lignocellulose) was calculated (Fig. 6). 

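The CAZy genes without glycosyltransferases in Supplementary Table S3 number 365 for *A. niger*, 281 for *T. reesei* and 283 for *P. chrysogenum*. Their summed FPKM in *A. niger* was 23307 ± 766 (SD, n = 3) on glucose and 128211 ± 23644 in the straw monoculture. In *T. reesei* it was 18032 ± 1447 and 109994 ± 5833, and in *P. chrysogenum* 31110 ± 671 and 47452 ± 1886. The ratio of straw to glucose was 5.50 for *A. niger*, 6.10 for *T. reesei* and 1.53 for *P. chrysogenum*; after rescaling over all 15 libraries it was 6.12, 5.47 and 1.18. Every straw flask was above every glucose flask (two-sided exact permutation test, p = 0.1 for each species, the smallest p that 3 flasks against 3 allow). In the straw monocultures these genes held 18.4% of all *A. niger* FPKM, 14.1% of all *T. reesei* FPKM and 5.24% of all *P. chrysogenum* FPKM, and the 3 most abundant of them held 34.0%, 40.1% and 29.4% of the total. With those 3 genes left out, the sum on straw was 84716 for *A. niger*, 65859 for *T. reesei* and 33506 for *P. chrysogenum*, and the ratio to glucose was 3.64, 3.65 and 1.30.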

For each of the three species, the total numbers of CAZy transcripts were higher in the straw monocultures compared to the respective glucose controls. There were differences for each of the species in how the total CAZy transcript abundances in the mixed cultures compared to the respective straw monocultures. With regard to *A. niger* total CAZy transcript abundance, this was significantly lower in the mixed cultures that included *T. reesei* but was not significantly different in the mixed culture with only *P. chrysogenum* compared to the *A. niger* straw monoculture (Fig.6A), confirming the earlier observation that *A. niger* transcript abundance was not affected much by mixed cultivation with *P. chrysogenum*. 

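The *A. niger* total was 71787 ± 10871 FPKM (SD, n = 3) in the mixed culture with *T. reesei*, 67519 ± 1398 in the three-species culture and 135320 ± 23342 in the mixed culture with *P. chrysogenum*, which is 0.560, 0.527 and 1.06 times that of the straw monoculture. The 6 flasks with *T. reesei* together had 0.543 times the straw total, and each of them lay below each of the 3 straw flasks (two-sided exact permutation test, 84 splits, p = 0.0238, Benjamini-Hochberg adjusted p = 0.0238 over 3 such tests). With flasks permuted within flask letters only, an alternative chosen after the values had been seen, p was 0.0741, the smallest that its 27 arrangements can give. The pooled groups of the 3 species are those where the paper reports lower totals in these same flasks. Their p-values are therefore not independent evidence. For the mixed culture with *P. chrysogenum* the exact permutation test gave p = 0.6, and the ratio was below 1, at 0.903, when flask A was left out.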

*T. reesei* total CAZy transcript abundance was significantly lower in both of the two species mixed cultures and lower still in the three species mixed culture than in either of the two species mixed cultures (Fig.6B). 

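The *T. reesei* total was 43695 ± 11342 FPKM (SD, n = 3) in the mixed culture with *A. niger* and 72534 ± 4630 with *P. chrysogenum*, or 0.397 and 0.659 times that of the straw monoculture. Pooled, the 6 flasks of these cultures had 0.528 times the straw total, all of them below the 3 straw flasks (two-sided exact permutation test, p = 0.0238, adjusted p = 0.0238 over the 3 pooled tests; p = 0.0741, the smallest possible, when permuted within flask letters only). The three-species culture was at 23061 ± 3143 FPKM, 0.210 times the straw total. It was 0.528 times the total of the culture with *A. niger* and 0.318 times that of the culture with *P. chrysogenum*, and each of its flasks was below each of theirs (exact permutation test, p = 0.1, the smallest possible, for both).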

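Summed over its CAZy genes, *P. chrysogenum* had 48904 ± 1844 FPKM (SD, n = 3) in the mixed culture with *T. reesei*, 1.03 times the straw monoculture (two-sided exact permutation test, p = 0.5). Without flask B the ratio was 0.993. With *A. niger* the sum was 35865 ± 1752 FPKM, 0.756 times the straw monoculture, and in the three-species culture it was 40675 ± 1571 FPKM, 0.857 times. Pooled, these 6 flasks had 0.806 times the straw total and each was below the straw flasks (exact permutation test, p = 0.0238, adjusted p = 0.0238 over the 3 pooled tests; p = 0.0741, the smallest possible, when permuted within flask letters only). This pooled difference was smaller with GH genes only, at 0.855 times (p = 0.0714, exact permutation test), and without the 3 most abundant genes, at 0.871 times (p = 0.0952, exact permutation test). In both cases 4 of the 6 flasks lay below all straw flasks.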

The *P. chrysogenum* total CAZy transcript abundance was not significantly different in the mixed culture with only *T. reesei,* whereas the levels were significantly lower in the mixed culture with only *A. niger* as well as the three species mixed culture (Fig.6C). These differences in total CAZy transcript abundance in mixed cultures indicated contrasting interactions between the fungi. 

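With the sums as deposited, in none of the 9 comparisons was the CAZy total of every mixed-culture flask above that of every straw monoculture flask. Single flasks overlapped in the pairs with a ratio above 1. For *A. niger* the flasks with *P. chrysogenum* were at 160853, 115077 and 130032 FPKM and the straw flasks at 113080, 155457 and 116096. For *P. chrysogenum* the flasks with *T. reesei* were at 49237, 50559 and 46916 FPKM and the straw flasks at 49295, 45526 and 47535. The *P. chrysogenum* ratio with *T. reesei* was 1.16 without the 3 most abundant genes, 1.14 with GH genes only and 1.10 after rescaling over all 15 libraries, and in each of these cases every mixed-culture flask was above every straw flask (exact permutation test, p = 0.1, the smallest possible). For *A. niger* with *P. chrysogenum* the ratio was 1.27 without flask B, with both remaining mixed-culture flasks above both straw flasks.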

Notably, none of the mixed cultures led to higher total CAZy transcript abundance than the respective straw monocultures.

**Fig. 6:**
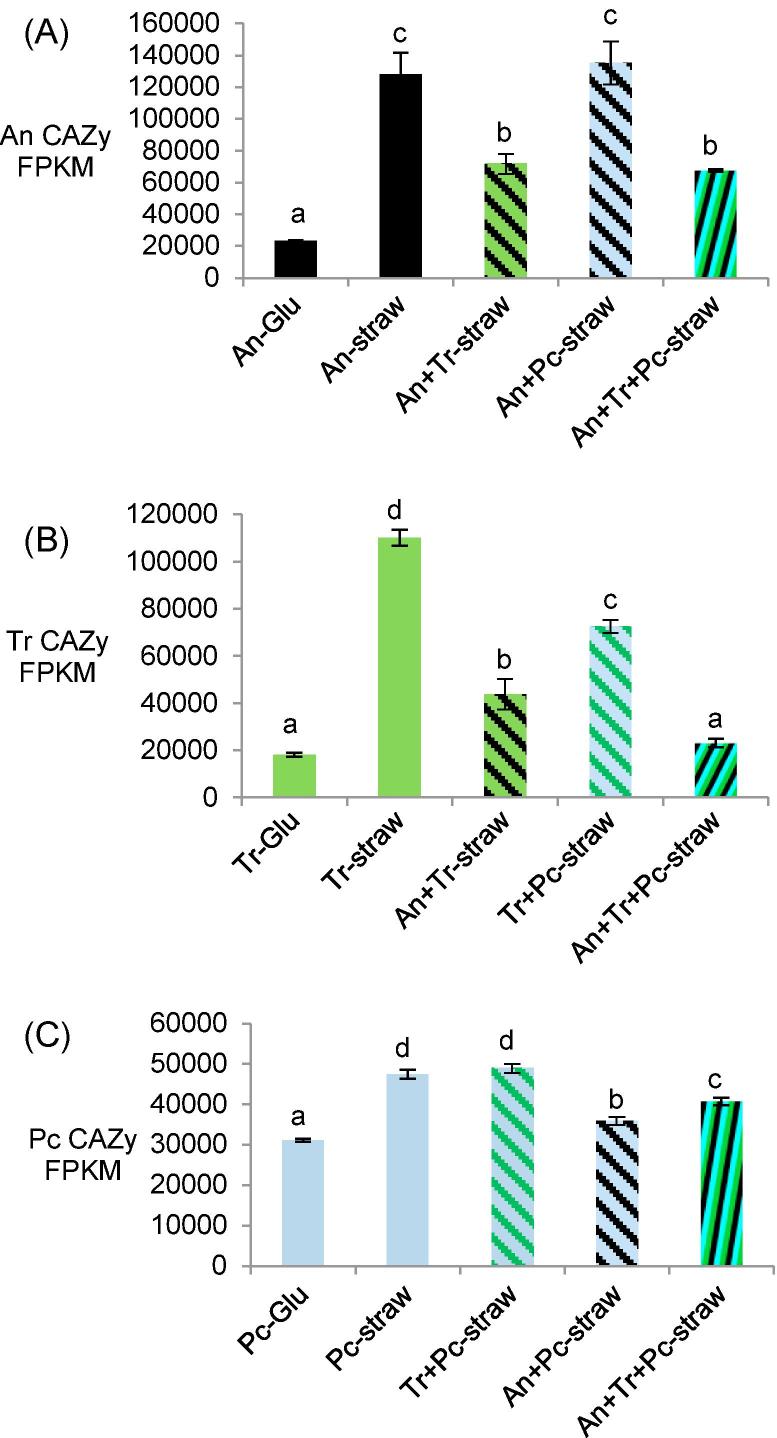
Total CAZy transcript abundance in glucose and straw monocultures and mixed species straw cultures for (A) *A. niger*, (B) *T. reesei* and (C) *P. chrysogenum*. Bars in the chart that contain the same letter were not significantly different (Tukey’s post-hoc test (*p* < 0.05) after ANOVA analysis). Error bars represent standard errors (n = 3).

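Counted from the same FPKM tables, 21 of 190 *A. niger* CAZy genes that were higher than on glucose in any straw culture were higher in a mixed culture and not in the straw monoculture. The counts were 16 of 124 for *T. reesei* and 12 of 132 for *P. chrysogenum*. Of the 21 *A. niger* genes, 15 were called with *T. reesei*, 7 with *P. chrysogenum* and 12 in the three-species culture. Of the 16 *T. reesei* genes, 10 were called with *A. niger*, 8 with *P. chrysogenum* and 11 in the three-species culture, and of the 12 *P. chrysogenum* genes 3 with *T. reesei*, 6 with *A. niger* and 8 in the three-species culture. Supplementary Table S6, of which the *T. reesei* and *P. chrysogenum* sheets were used here, lists 11 of the 16 *T. reesei* genes and 7 of the 12 *P. chrysogenum* genes in the same category. Leaving out one flask letter gave 17 to 30 *A. niger* genes, 15 to 20 *T. reesei* genes and 11 to 13 *P. chrysogenum* genes.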

Relatively few CAZy genes had increased abundance in mixed cultures but not in the straw monocultures (23/200 *A. niger* CAZy genes, 18/136 *T. reesei* CAZy genes and 10/139 *P. chrysogenum* CAZy genes) (see Venn diagrams in Supplementary Table S6). Genes encoding fungal cell wall-acting enzymes were found to be induced in subsets of the straw cultures and these are described in more detail in a later section. 

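Trire2_55319 had 6.57 ± 1.25 FPKM (mean ± SD, n = 3) in the *T. reesei* straw monoculture and 9.66 ± 1.88 on glucose. In the mixed culture with *A. niger* it was at 45.5 ± 5.42, a log2 fold change against the straw monoculture of 2.54 (SE 0.16, adjusted p = 0.00122, limma, Benjamini-Hochberg), and in the three-species culture at 37.1 ± 6.22 (2.25, SE 0.18, adjusted p = 0.00037, limma, Benjamini-Hochberg). With *P. chrysogenum* alone it was at 4.00 ± 1.06 (-0.44, SE 0.20, adjusted p = 0.297, limma, Benjamini-Hochberg). With each flask letter left out, the log2 fold change stayed between 2.42 and 2.70 with *A. niger* and between 2.17 and 2.30 in the three-species culture.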

With regard to genes encoding plant biomass degrading CAZymes, one example is the *T. reesei* α-l-arabinofuranosidase (Trire2_55319 – *abf3*) which had increased transcript abundance in mixed cultures that included *A. niger* but not in mixed cultures with only *P. chrysogenum* or in the *T. reesei* straw monoculture.

#### 3.4.2 Subset of *P. chrysogenum* CAZy genes having higher transcript abundance in mixed cultures with *T. reesei*

The FPKMs of *P. chrysogenum* CAZy genes from mono and mixed cultures were clustered. There was a cluster of 24 *P. chrysogenum* CAZy genes (highlighted cluster in Fig.7A) where the predominant trend was higher transcript abundance in the mixed cultures compared to the *P. chrysogenum* straw monoculture. This cluster included 14 genes that had significantly (*p*_adj_ < 0.05) increased transcript abundance in the two species mixed culture with *T. reesei* compared to the *P. chrysogenum* straw monoculture. These genes included those encoding for a cellobiohydrolase, endo-glucanase, endo-mannanase, β-mannosidase and two intracellular β-glucosidases (Fig.7B and Supplementary Figure S8). 

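The cluster was read from Supplementary Fig. S8. Its 24 genes had a median log2 fold change against the straw monoculture of 1.59 with *T. reesei*, 0.78 with *A. niger* and 0.80 in the three-species culture, with 16, 16 and 19 of the genes higher. The change of single genes ran from -0.76 to 4.23 with *T. reesei*, from -2.57 to 2.25 with *A. niger* and from -0.65 to 2.84 in the three-species culture. With the FPKM values as deposited the median was 1.49 with *T. reesei*.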

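From the deposited FPKM, 14 of the 24 genes had increased abundance at an adjusted p under 0.05 with *T. reesei* (limma, Benjamini-Hochberg adjustment over all genes tested), and 15 adjusted over the list alone. Because the study chose the cluster on these samples, neither count is independent evidence. In every alternative fit with one flask letter left out, 14 or 15 genes were called.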

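The cellobiohydrolase gene Pc20g01970 (GH7), whose FPKM values stand above, had a log2 fold change of 3.35 (SE 0.12, adjusted p = 9.2e-07) with *T. reesei* (limma, Benjamini-Hochberg), 1.67 with *A. niger* and 2.84 in the three-species culture, and stayed between 3.26 and 3.45 with *T. reesei* when each flask letter was left out. Pc20g01940, with GH5 and CBM1 modules, rose from 107 ± 21.0 FPKM (mean ± SD, n = 3) in the straw monoculture to 624 ± 23.8 with *T. reesei* (log2 fold change 2.65, SE 0.12, adjusted p = 2.83e-06, limma, Benjamini-Hochberg), and the GH31 gene Pc22g09210 from 31.8 ± 6.24 to 211 ± 20.7 (2.80, SE 0.14, adjusted p = 5.44e-06, limma, Benjamini-Hochberg).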

Their transcript abundance profile could be due to the greater flux of sugars (xylose, arabinose and galactose could act as inducers of CAZymes) in this mixed culture, as the saccharification assays showed that there was five-fold more total monosaccharides released using the *T. reesei* and *P. chrysogenum* 24 h mixed culture filtrate compared to the *P. chrysogenum* 24 h monoculture filtrate (Fig.2A). 

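With *A. niger*, 15 of the 24 genes were higher than in the straw monoculture at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 7 of them by at least 2-fold. In the three-species culture 16 were, and 18 adjusted over the list alone. The median fold change was 3.00 with *T. reesei*, 1.71 with *A. niger* and 1.74 in the three-species culture. For 14 of the 24 genes the change in the three-species culture was smaller than the sum of the changes with each partner on the log2 scale, with a median interaction of -0.89, and 18 interactions had an adjusted p under 0.05 (limma with an interaction of the partners over the 12 straw libraries).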

There was also increased transcript abundance for some of the genes in this cluster in the mixed culture with *A. niger* and the tri-species mixed culture but generally to a lesser extent than in the mixed culture with *T. reesei*. The orthologue of the *P. chrysogenum* cellobiohydrolase (*Pc20g01970*) from the above cluster in a cold-adaptive *P. chrysogenum* strain was shown to be induced by several sugars (sophorose, cellobiose, gentiobiose, lactose and xylose) at a 1% concentration (Hou et al., 2007). 

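Outside the cluster, 195 *P. chrysogenum* CAZy genes were tested in the mixed culture with *T. reesei*. At an adjusted p under 0.05 (limma, Benjamini-Hochberg), 65 of them were lower and 31 higher than in the straw monoculture, with a median log2 fold change of -0.15. With *A. niger*, 85 of 195 were lower and 32 higher.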

There were other *P. chrysogenum* CAZy genes that had reduced transcript abundance in the two species mixed culture with *T. reesei* as indicated by the lower intensity colours in the heatmap. The increased transcript abundance of this small subset of *P. chrysogenum* CAZy genes in the mixed cultures demonstrates a beneficial effect of mixed cultures on CAZy transcript abundance although the total *P. chrysogenum* CAZy transcript abundance in any of the mixed cultures is not higher than the *P. chrysogenum* straw monoculture (Fig. 6).

**Fig. 7:**
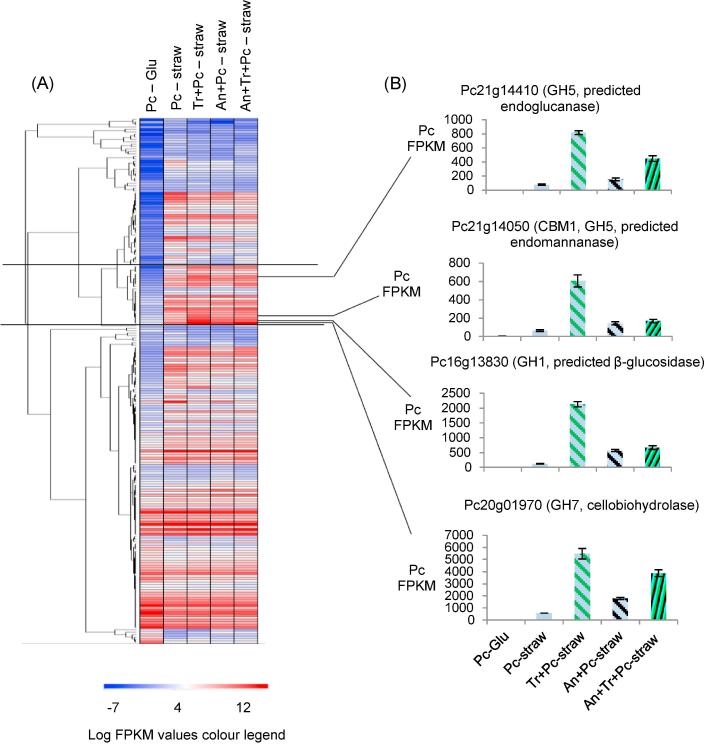
(A) Hierarchical clustering of the *P. chrysogenum* CAZy genes and (B) selected examples of *P. chrysogenum* CAZy genes that have higher abundance in the mixed culture with *T. reesei* and to a lesser extent in other mixed cultures. Error bars represent standard errors (n = 3). See Supplementary Figure S8 for a high resolution image of the clustering heatmap where the gene that each row represents in labelled.

#### 3.4.3 Subset of *T. reesei* CAZy genes with reduced transcript abundance in mixed cultures

The FPKM values of *T. reesei* CAZy genes from mono and mixed cultures were clustered. 

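Of the 236 *T. reesei* CAZy genes tested in the mixed culture with *A. niger*, 35 were called lower and 6 higher than in the straw monoculture. The three-species culture had 67 of 234 lower and 16 higher. In the mixed culture with *P. chrysogenum*, 3 of 233 were lower and 1 was higher. These calls were not stable when a flask letter was left out. Without flask A, B and C, 21, 7 and 33 of all *T. reesei* genes tested were lower with *A. niger*, fewer than the 35. The count fell whichever letter was left out, and such fits hold fewer flasks. The fall therefore does not tell the effect of a single flask from the loss of libraries. With *P. chrysogenum*, 0 were lower and 0 higher without flask A or without flask B.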

One prominent trend was a decrease in the transcript abundance of *T. reesei* CAZy genes in mixed cultures compared to the *T. reesei* straw monoculture (Fig.8A). Two clusters with this trend, C1 and C3 (Fig.8A), contained 55 genes that included many of the genes that encode the major CAZymes involved in plant biomass degradation (Supplementary Table S2). 

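The 55 genes of both clusters were read from Supplementary Fig. S9 with the boundaries of Fig. 8. Their median log2 fold change against the straw monoculture was -1.21 with *A. niger*, -0.42 with *P. chrysogenum* and -2.41 in the three-species culture, and 46, 43 and 49 of the genes were lower. Among them, *cbh1* (Trire2_123989) had a log2 fold change of -5.41 (SE 0.62, adjusted p = 0.00124) in the three-species culture and -2.21 (SE 0.42, adjusted p = 0.0311) with *A. niger* (both limma, Benjamini-Hochberg). With *A. niger* its adjusted p was 0.128, 0.152 and 0.0762 without flask A, B and C. In the culture with *P. chrysogenum* it was 0.34 (log2 fold change -0.53).

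**Figure D1:**
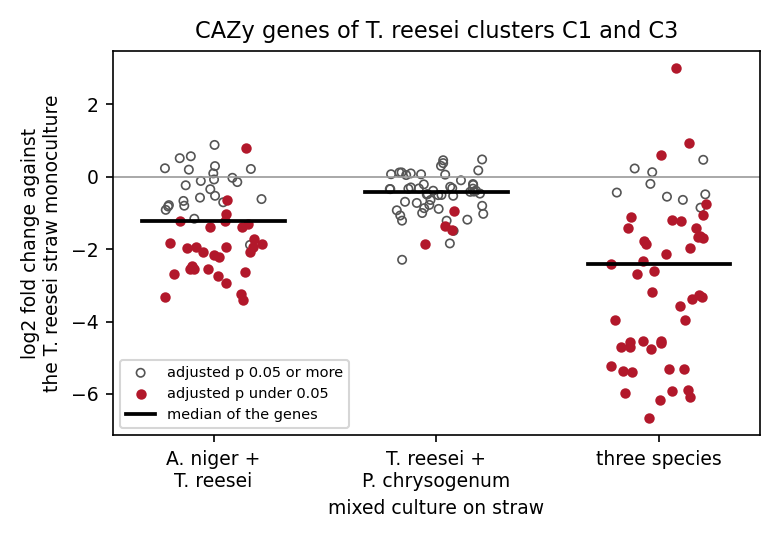
log2 fold change of each of the 55 genes of clusters C1 and C3 in the 3 mixed cultures against the straw monoculture. Filled points have an adjusted p under 0.05 and bars are medians, at -1.21, -0.42 and -2.41.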

There was a large overlap between the genes in these clusters that were significantly lower in the two species mixed cultures with the genes that were significantly lower in the tri-species mixed culture. 

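At an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment over all genes tested), 29 of the 55 genes were lower with *A. niger*, 4 with *P. chrysogenum* and 43 in the three-species culture. All 29 and all 4 were among the 43, and the 4 were among the 29. Adjusted over the list alone, the counts were 38, 26 and 45. The study chose the list on these samples, so these counts are not independent evidence. With *A. niger* the count fell to 4 without flask A, 0 without flask B (35 at an unadjusted p under 0.05), 11 without flask C and 12 with the flask letter as a block. The median log2 fold change of the 55 genes with *A. niger* was -1.41, -1.18 and -1.05 without flask A, B and C. With *P. chrysogenum* the count was 22 without flask C, 16 with the FPKM values as deposited and 8 with quantile normalization. It was 0 without flask A, without flask B, with the block, without the low-value filter, without a trend and in one fit of all 15 libraries, where 21, 16, 26, 27, 31 and 17 genes were lower at an unadjusted p under 0.05. For the three-species culture it was 31 to 45 with one flask letter left out.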

All of the 38 genes with significantly (*p*_adj_ < 0.05) lower transcript abundance in the *A. niger* and *T. reesei* two species mixed culture and 34/36 of the genes with significantly (*p*_adj_ < 0.05) lower transcript abundance in the *T. reesei* and *P. chrysogenum* two species mixed culture were amongst the 44 genes with significantly (*p*_adj_ < 0.05) lower abundance in the tri-species mixed culture. The mean fold change reduction in transcript abundance was larger in the tri-species mixed culture (10-fold) than in the two species mixed culture of *T. reesei* with *A. niger* (3-fold) or with *P. chrysogenum* (1.8-fold). 

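The mean over the 55 genes of the fold reduction was 17.4 in the three-species culture, 3.16 with *A. niger* and 1.60 with *P. chrysogenum*, and the median gene was reduced 5.32-, 2.31- and 1.33-fold. The mean in the three-species culture lay between 12.1 and 24.4 with one flask letter left out. For 48 of the 55 genes the change in the three-species culture was below the sum of the changes with each partner on the log2 scale (median interaction over all 55 genes -0.82). Of the 55 interactions, 0 had an adjusted p under 0.05 (limma over the 12 straw libraries) and 28 an unadjusted p under 0.05.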

There were other *T. reesei* CAZy genes that generally did not have lower transcript abundance in the mixed cultures and these mainly clustered in C2. 

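Of the *T. reesei* CAZy genes outside both clusters, 181 were tested with *A. niger*, where 21 were lower and 14 higher at an adjusted p under 0.05 (limma, Benjamini-Hochberg; median log2 fold change -0.02). With *P. chrysogenum*, 0 of 178 were lower (19 at an unadjusted p under 0.05) and 1 was higher (median 0.06). The three-species culture had 63 of 179 lower and 38 higher (median -0.12).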

The enzyme activities or total protein levels in the 24 h mixed cultures with *T. reesei* were not synergistically greater than in the *T. reesei* straw monocultures (Fig. 2), which could be explained by the reduced transcript abundance of the *T. reesei* CAZy genes. One could speculate on factors that could contribute to this reduced transcript abundance in mixed cultures; there could be higher rates of uptake of sugars (some of which are inducers of CAZymes) by *A. niger* and *P. chrysogenum* transporters compared to *T. reesei*, thus restricting access of *T. reesei* to these sugars. Competitive and antagonistic factors are likely contributors also where *T. reesei* could be diverting its limited resources to respond to aggression from the other fungi or antagonising the other fungi.

**Fig. 8:**
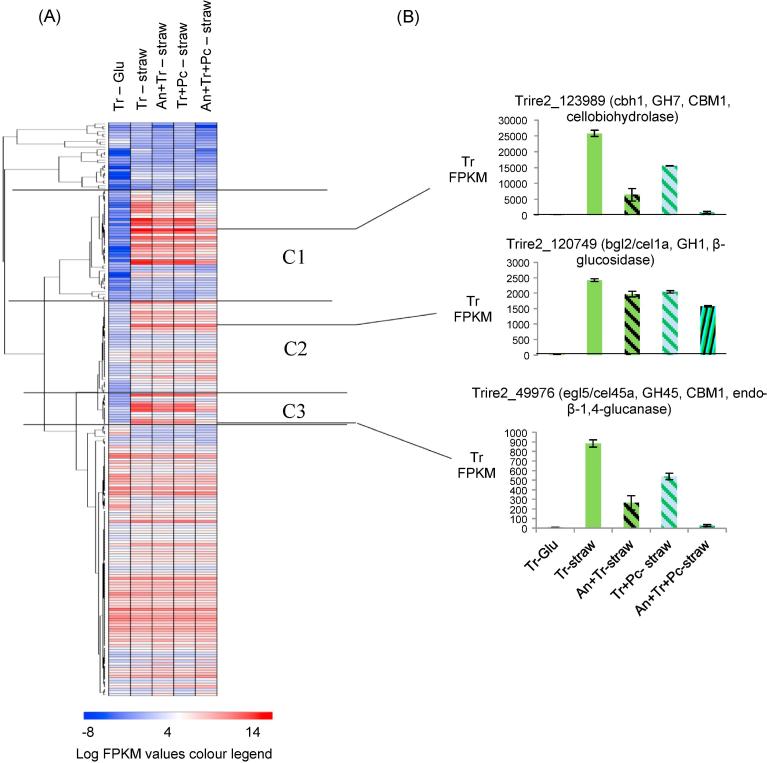
(A) Hierarchical clustering of the *T. reesei* CAZy genes and (B) selected examples of *T. reesei* CAZy genes that are members of the indicated clusters. Error bars represent standard errors (n = 3). See Supplementary Figure S9 for a high resolution image of the clustering heatmap where the gene that each row represents in labelled.

### 3.5 Saccharification level from 4 d mixed cultures showed limited improvements compared to monocultures

We tried to predict whether the mixed cultures saccharified the wheat straw in the shake-flask cultures to a greater level compared to monocultures and whether the mixture could have industrial applications. The enzymatic activities from culture filtrates from mono and mixed cultures 4 d after transfer were assayed in standard-type saccharification assays (incubated at 50 °C in citrate buffer pH 4.8) (Fig.9A). A later time point than was used for the RNA-seq was chosen here in order to allow a substantial amount of enzymes to accumulate from the *P. chrysogenum* monoculture (where secretion of proteins appeared to be lower compared to the other fungi). The saccharification assays were performed using equivalent shake-flask volumes of the concentrated culture filtrate from each culture and aliquots were taken to measure reducing end groups at various time points. The reducing end groups released using enzymes from filtrates of mixed cultures that included *P. chrysogenum* were significantly higher than those released using enzymes from *P. chrysogenum* monocultures. Otherwise, the reducing end groups released from the straw from the mixed culture filtrates were not significantly greater than what was released from all of the monoculture filtrates of the fungi that were included in the mixed culture (Fig.9A). The same trend was reflected in the protein concentration from the filtrates from the 4 d cultures where the protein concentrations were only significantly higher in mixed cultures with *P. chrysogenum* compared to the *P. chrysogenum* monoculture, but otherwise mixed cultures did not have significantly higher protein concentrations than the monocultures that composed the mixed culture (Fig.9B). *T. reesei* became more dominant in the mixed cultures but these cultures still contained the other fungi as their gDNA was detected. The mycelial dry weight prediction is not shown because gDNA from 4 d cultures was partly degraded which can affect the accuracy of the prediction. Also, the banding pattern from the PAGE gel indicated that in the mixed cultures involving *A. niger* and *T. reesei*, the proteins present were a mixture of those secreted by each fungus (Fig.9B). The detrimental effects of *T. reesei* CAZy transcript abundance in mixed cultures could explain why there was not an improvement in saccharification from the *T. reesei* mixed cultures.

**Fig. 9:**
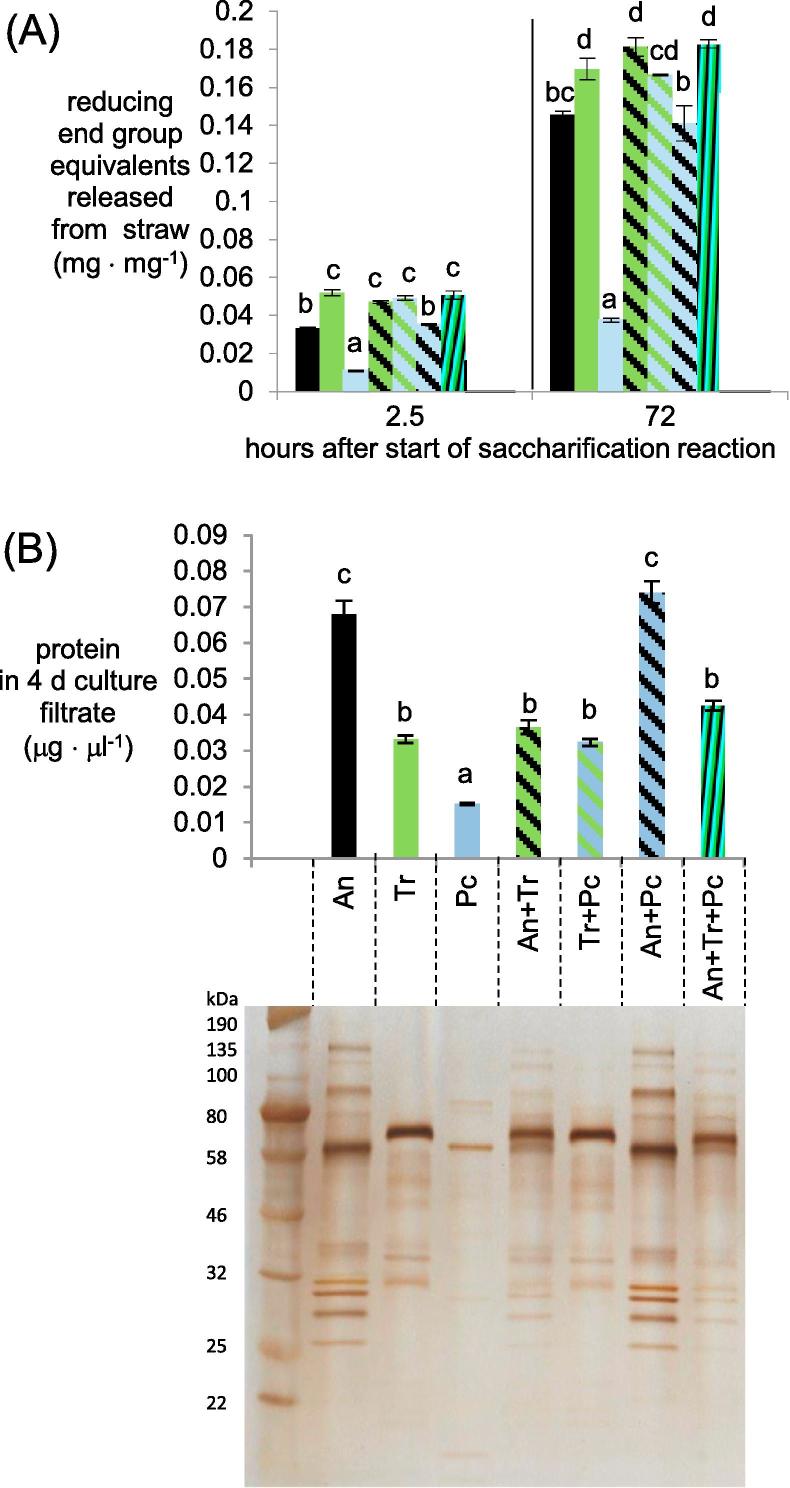
Saccharification using 4 d culture filtrates. (A) Saccharification of wheat straw in standard-type saccharification assays where equivalent volumes of the filtrates were used from 4 d cultures and (B) protein quantities from the 4 d culture filtrates and silver stained PAGE gel where equivalent volumes of the culture filtrate were loaded from one of the replicate set of flasks. Bars in the chart that contain the same letter were not significantly different (Tukey’s post-hoc test (*p* < 0.05) after ANOVA analysis). Note: that the statistical analysis on each of the saccharification time points was done separately. Error bars represent standard errors.

### 3.6 Competitive or antagonistic interactions in the mixed cultures

When fungi interact, competitive interactions are commonplace (Boddy, 2000) and the limited increase in CAZy transcript abundance and enzyme activities in mixed cultures could be explained by competitive or antagonistic interactions between the fungi suggested previously by the decline in mycelial biomasses in mixed cultures as well as enrichment of GO terms that could be related to detoxifying compounds in mixed cultures. The genes that were induced most highly in the mixed cultures compared to the straw monocultures were examined for evidence of competitive interactions (Supplementary Table S7).

There were genes from each fungus that were highly induced in the mixed cultures with each of the other fungi which indicated that antagonistic interactions were occurring in the mixed cultures (Supplementary Table S7). Oxidoreductases can have a role in response to fungal antagonism such as cytochrome P450 oxidoreductases that function in synthesising or detoxifying toxic compounds (Črešnar and Petrič, 2011). Genes from each of the three species encoding oxidoreductases were commonplace amongst the highly induced genes in the mixed cultures. This is in agreement with two studies from the literature where the majority of the most highly induced genes in a basidomycete interaction were also encoding oxidoreductases (Arfi et al., 2013) and the higher expression of genes encoding oxidoreductases was part of the response of two plant infecting fungi in their interaction (Jonkers et al., 2012). 

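Supplementary Table S7 lists 18 *A. niger*, 15 *T. reesei* and 15 *P. chrysogenum* oxidoreductase genes. The study listed them as highly induced in these same samples, so the counts that follow are not independent evidence. Of the 18 *A. niger* genes, 18 were called higher than in the straw monoculture with *T. reesei*, 9 with *P. chrysogenum* and 18 in the three-species culture. The 9 cannot all hold without flask B or flask C, where 7 and 1 of all *A. niger* genes tested were higher with *P. chrysogenum*. Of the 15 *T. reesei* genes, 11 were called with *A. niger*, 0 with *P. chrysogenum* (1 higher at an unadjusted p under 0.05) and 15 in the three-species culture. Of the 15 *P. chrysogenum* genes, 3 were called with *T. reesei*, 9 with *A. niger* and 12 in the three-species culture. Among the *A. niger* genes is the cytochrome P450 gene Aspni7_TID_1080431. It had at most 3 reads per flask in the straw monoculture and 18.9 ± 4.97 FPKM (mean ± SD, n = 3) with *T. reesei*, at least 263-fold higher. Among the *T. reesei* genes, Trire2_53863 rose from 1.03 ± 0.303 to 511 ± 143 in the three-species culture (log2 fold change 7.88, SE 0.22, adjusted p = 3.63e-05, limma, Benjamini-Hochberg). Among the *P. chrysogenum* genes, Pc12g13750 rose from 0.618 ± 0.107 to 188 ± 61.9 (6.88, SE 0.22, adjusted p = 9.73e-07, limma, Benjamini-Hochberg).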

11/18 of the *A. niger* oxidoreductases that were highly induced in mixed cultures are part of secondary metabolite clusters and these are analysed in more detail in a later section using the annotation of Inglis et al. (2013). To our knowledge no similarly extensive annotation of secondary metabolite clusters is available for *T. reesei* or *P. chrysogenum* other than for the backbone synthesising enzymes annotated by Martinez et al. (2008) or van den Berg et al. (2008). 

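Trire2_105874 rose from 3.08 ± 0.592 FPKM (mean ± SD, n = 3) in the straw monoculture to 27.3 ± 22.8 with *A. niger* and 120.3 ± 77.9 in the three-species culture (log2 fold change 4.49, SE 0.63, adjusted p = 0.0025, limma, Benjamini-Hochberg; adjusted p 0.0536 without flask B). The PKS-NRPS gene Trire2_105864 was at 8.12 ± 0.766 and 8.18 ± 0.168. Pc21g04770 rose from 16.6 ± 1.66 to 194 ± 27.4 (3.56, SE 0.14, adjusted p = 1.44e-06, limma, Benjamini-Hochberg), while the PKS gene Pc21g04840 was at 1.05 ± 0.0692 and 0.825 ± 0.150. Pc21g12590 rose from 1.41 ± 0.212 to 38.1 ± 7.64 with *A. niger* (4.03, SE 0.19, adjusted p = 2.56e-06, limma, Benjamini-Hochberg), while the NRPS gene Pc21g12630 was at 5.46 ± 0.415 and 2.21 ± 0.125.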

An analysis of the genomic locations of the highly induced *T. reesei* or *P. chrysogenum* oxidoreductases in mixed cultures shows that these genes are not generally located within 15 gene models of the backbone synthesising enzymes indicating they are likely not located in any secondary metabolite clusters (with the exceptions of *Trire2_105874* near the PKS-NRPS *Trire2_105864, Pc21g04770* near the PKS *Pc21g04840* and *Pc21g12590* near the NRPS *Pc21g12630*).

Glutathione S-transferases (GSTs) are ubiquitous enzymes that function in the conjugation of toxic compounds thereby reducing the toxicity (Veal et al., 2002). Two different *T. reesei* genes encoding GSTs were highly induced in the tri-species mixed culture and in the two species mixed culture with *P. chrysogenum* (Supplementary Table S7) which may be functioning in these mixed cultures to detoxify compounds synthesised by the other fungi. 

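Trire2_60337 rose from 0.633 ± 0.368 FPKM (mean ± SD, n = 3) in the straw monoculture to 28.9 ± 15.5 in the three-species culture (log2 fold change 4.04, SE 0.37, adjusted p = 0.000566, limma, Benjamini-Hochberg) and was at 0.770 ± 0.0523 with *P. chrysogenum*, under the FPKM threshold for testing. Trire2_103487 was at 21.9 ± 1.95 in the straw monoculture, 62.4 ± 2.27 in the three-species culture (1.39, SE 0.07, adjusted p = 9.15e-05, limma, Benjamini-Hochberg) and 75.2 ± 40.5 with *P. chrysogenum* (1.75, SE 0.60, adjusted p = 0.257, limma, Benjamini-Hochberg). The comparison with *P. chrysogenum* rests on flask C: without it, the log2 fold change was 2.52 (adjusted p = 0.0179, limma). In one fit of all 15 libraries, the three-species comparison had an adjusted p of 0.0906. Of the 2 genes, 1 was called higher with *A. niger* alone, 0 with *P. chrysogenum* alone and 2 in the three-species culture.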

Arfi et al. (2013) found six GSTs amongst the most highly induced genes in a basidiomycete interaction. Transporters can function in removal of toxic compounds from a cell including toxic compound made during fungal interaction. Genes encoding ABC transporters and drug transporters were highly induced in each of the three species in their interactions with the other fungi. In particular, an *A. niger* drug transporter was highly induced in the mixed cultures that included *T. reesei* as well as *T. reesei* drug transporters in mixed cultures that included *P. chrysogenum* (Supplementary Table S7). 

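The *A. niger* drug transporter gene Aspni7_TID_1079832 had 0 reads in the straw monoculture, and its 22.4 ± 8.98 FPKM (mean ± SD, n = 3) with *T. reesei* and 18.5 ± 4.18 in the three-species culture are at least 299-fold and 248-fold higher. With *P. chrysogenum* it was at 0.264 ± 0.124. The *T. reesei* drug transporter gene Trire2_62171 was at 0.475 ± 0.286 in the straw monoculture, 0.560 ± 0.179 with *P. chrysogenum* and 41.9 ± 15.8 in the three-species culture (log2 fold change 4.75, SE 0.30, adjusted p = 0.000153, limma, Benjamini-Hochberg). Trire2_44956 was at 100.0 ± 32.7, 276 ± 175 with *P. chrysogenum* (1.41, SE 0.76, adjusted p = 0.332, limma, Benjamini-Hochberg) and 213 ± 18.3 in the three-species culture (1.04, SE 0.24, adjusted p = 0.0164, limma, Benjamini-Hochberg). Without flask C, its adjusted p from limma was 0.0381 with *P. chrysogenum* and 0.148 in the three-species culture, where it was 0.139 without flask B. Of these 2 *T. reesei* genes, 1 was called higher with *A. niger* alone, 0 with *P. chrysogenum* alone and 2 in the three-species culture. Of the ABC transporter genes, Aspni7_TID_1200736 was at 0.660 ± 0.156 and 60.2 ± 1.80, Trire2_60116 at 7.39 ± 0.0593 and 443 ± 126, and Trire2_120114 at 4.62 ± 1.53 and 94.5 ± 45.7 in the straw monoculture and the three-species culture. Pc18g01890 went from 1.68 ± 0.276 to 106 ± 11.5 with *A. niger* (5.34, SE 0.14, adjusted p = 2.14e-07, limma, Benjamini-Hochberg).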

ABC efflux transporters and drug resistance transporters were induced in mixed cultures involving *Trichoderma* species and a plant pathogenic fungus (Atanasova et al., 2013) and drug transporters were induced in plant infecting fungi when they interacted (Jonkers et al., 2012).

Analysis of the highly induced genes in the mixed cultures provided evidence for competitive or antagonistic interactions. To further understand the fungal biology of these interactions in the mixed cultures, we investigated using the RNA-seq data known methods of antagonism (such as expression of fungal cell wall hydrolyases or secondary metabolite cluster gene expression) or consequences of antagonism (stresses such as starvation and sporulation).

### 3.7 Fungal interaction in mixed cultures as indicated by expression of fungal cell wall modifying hydrolases

Fungal cells are surrounded by cell walls that are important during contact with the environment, including interactions with other species. The cell wall is dynamic and changes composition in response to fungal development and environmental factors. It consists of a carbohydrate network composed of β-1,3-glucan, chitin and species-specific polymers such as α-1,3-glucan, galactomannan and galactosaminogalactan (Latge and Beauvais, 2014). We analysed expression of genes from CAZy families that are reported to be involved in fungal cell wall synthesis, modification and degradation to indicate whether the fungi were growing, starving and/or sporulating in mixed cultures as well as whether the genes encoding fungal cell wall degrading enzymes could be antagonistic factors by degrading the cell walls of another fungus.

#### 3.7.1 Growth and starvation as indicated by fungal cell wall modifying enzymes

The *A. niger* transcript abundance patterns for fungal cell wall CAZy indicated adversely affected growth and increased carbon starvation in all straw cultures but most pronounced in those cultures with *T. reesei,* which concurs with the observed decrease in *A. niger* biomass in mixed cultures with *T. reesei* compared to monocultures (Supplementary Figure S4). Looking in detail at the expression patterns in *A. niger* that led to these conclusions; genes expressed to high levels in glucose conditions included those encoding β-glucanase BgtE and cell wall-anchored chitinase CtcA, the orthologue of hyphal tip and branch-site localised *A. nidulans* ChiA (Yamazaki et al., 2008), which are involved in modifying cell walls during hyphal tip extension (Supplementary Table S8). Transfer to straw reduced transcript levels of these growth related hydrolases ∼2-fold in the monoculture and two species mixed culture with *P. chrysogenum,* and a further 3-fold in the two species mixed culture with *T. reesei*, suggesting that growth of *A. niger* is adversely affected on straw and more so in mixed cultures with *T. reesei*. 

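On glucose, *bgtE* (Aspni7_TID_1166591) had 746 ± 74.7 FPKM (mean ± SD, n = 3) and *ctcA* (Aspni7_TID_1161617) 702 ± 47.7. In the straw monoculture they were at 390.4 ± 34.3 and 385 ± 36.9, log2 fold changes of -0.72 (SE 0.20, adjusted p = 0.0234) and -0.65 (SE 0.19, adjusted p = 0.025, limma, Benjamini-Hochberg). With *T. reesei* they were at 104 ± 20.0 and 71.7 ± 12.0, a further change of -2.16 (SE 0.17, adjusted p = 0.000919) and -2.66 (SE 0.14, adjusted p = 0.000205) against the straw monoculture (limma). In the three-species culture they were at 161 ± 38.3 and 119.5 ± 16.4, and with *P. chrysogenum* at 526 ± 47.4 and 480.1 ± 27.3.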

In all *A. niger* cultures on straw, genes were induced that encode the carbon starvation responsive GH47 Aspni7_PID_1156809 as well as chitinase ChiB/CfcA and GH81 β-glucanase EngA, which have a function in carbon starvation linked fungal cell wall degradation (autolysis) (van Munster et al., 2015a, van Munster et al., 2015b, Yamazaki et al., 2007). 

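The GH47 gene with protein identifier Aspni7_PID_1156809 is listed in the tables as Aspni7_TID_1157085 (*msdS*). It was at 626 ± 29.6 FPKM (mean ± SD, n = 3) in the straw monoculture, 1317 ± 199 with *T. reesei* and 1428 ± 68.8 in the three-species culture. The *chiB*/*cfcA* gene Aspni7_TID_1089195 was at 109.5 ± 24.7, 352 ± 88.9 and 364 ± 18.7, and *engA* (Aspni7_TID_1162485) at 123 ± 25.7, 439 ± 44.5 and 454 ± 8.28. In the three-species culture, the log2 fold changes against the straw monoculture were 1.23 (SE 0.15, adjusted p = 0.00177), 1.79 (SE 0.17, adjusted p = 0.000723) and 1.94 (SE 0.18, adjusted p = 0.000657, limma, Benjamini-Hochberg). With *T. reesei* they were 0.82, 1.42 and 1.60, and the last 2 lost their calls without flask A (adjusted p 0.0708 and 0.0557), without flask C (0.0625 and 0.0563) and with the flask letter as a block (0.0598 and 0.0529). With *P. chrysogenum* the 3 genes were at 718 ± 28.1, 154 ± 1.59 and 181 ± 28.9.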

Expression levels were highest in mixed cultures with *T. reesei*. Only co-cultivation of *A. niger* with *T. reesei* on straw resulted in high induction of carbon starvation responsive GH71 alpha-1,3-glucanase AgnB and the CBM50 protein encoding *Aspni7_TID_1141444*. 

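The *agnB* gene Aspni7_TID_1105592 was at 2.05 ± 0.841 FPKM (mean ± SD, n = 3) on glucose, 4.96 ± 0.403 in the straw monoculture and 6.04 ± 0.0286 with *P. chrysogenum*. With *T. reesei* it was at 46.7 ± 15.6 (log2 fold change against the straw monoculture 2.72, SE 0.18, adjusted p = 0.000449, limma, Benjamini-Hochberg) and in the three-species culture at 57.2 ± 9.72. Aspni7_TID_1141444 was at 38.0 ± 4.83 in the straw monoculture, 54.6 ± 7.52 with *P. chrysogenum*, 2233 ± 1200 with *T. reesei* (5.45, SE 0.41, adjusted p = 0.000823, limma, Benjamini-Hochberg) and 1541 ± 704 in the three-species culture (5.25, SE 0.36, adjusted p = 0.000155, limma, Benjamini-Hochberg).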

Reduced transcript levels for growth- and increased transcript levels for starvation related hydrolases were found for *P. chrysogenum* straw cultures, but amongst the straw cultures, the highest transcript levels for growth-related and lowest levels for starvation related genes were in the two species mixed culture with *A. niger*. This is in agreement with the enrichment of GO-terms for amino-acid biosynthesis in this mixed culture (Fig.5B). 

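Supplementary Table S8 lists one growth-related *P. chrysogenum* gene, the GH18 gene Pc22g13690. It was at 51.0 ± 6.33 FPKM (mean ± SD, n = 3) on glucose and 147 ± 11.9 in the straw monoculture, a log2 fold change of 1.17 (SE 0.12, adjusted p = 5.68e-05, limma, Benjamini-Hochberg). With *A. niger* it was at 790.4 ± 88.1, with *T. reesei* at 296 ± 25.8 and in the three-species culture at 267 ± 56.9. Of the 3 starvation-related genes, the GH47 gene Pc16g14170 was at 0.727 ± 0.355 on glucose, 240 ± 13.3 in the straw monoculture, 76.7 ± 17.8 with *A. niger*, 315 ± 9.38 with *T. reesei* and 359 ± 30.9 in the three-species culture. The GH81 gene Pc16g08980 and the GH18 gene Pc13g09520 were also lowest with *A. niger* among the straw cultures, at 131 ± 34.2 and 244 ± 33.7 against 256 ± 5.42 and 637 ± 17.5 in the straw monoculture. Pc16g14170 and Pc13g09520 were called lower with *A. niger* than in the straw monoculture (log2 fold changes -1.62 (SE 0.14, adjusted p = 7.89e-05) and -1.35 (SE 0.12, adjusted p = 7.8e-05), limma, Benjamini-Hochberg).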

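The GH18 gene Trire2_66041 was at 1511 ± 129 FPKM (mean ± SD, n = 3) in the *T. reesei* straw monoculture, 1926 ± 79.2 with *P. chrysogenum*, 779 ± 129 with *A. niger* and 894 ± 167 in the three-species culture. The GH55 gene Trire2_49193 was at 392 ± 36.5, 429.9 ± 33.9, 205 ± 38.3 and 188 ± 13.4. Against the straw monoculture, the changes with *A. niger* were -1.06 (SE 0.23, adjusted p = 0.0462) and -1.03 (SE 0.21, adjusted p = 0.0378), and in the three-species culture -0.86 (SE 0.16, adjusted p = 0.00807) and -1.14 (SE 0.11, adjusted p = 0.00067) (log2 fold changes, limma, Benjamini-Hochberg). With *A. niger* neither was called with any one flask letter left out: the adjusted p lay between 0.107 and 0.257 for Trire2_66041 and between 0.122 and 0.197 for Trire2_49193.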

*T. reesei chiA* orthologue *Trire2_66041* and *bgtE* orthologue *Trire2_49193* had higher transcript levels in *T. reesei* monocultures and mixed cultures with *P. chrysogenum* than in mixed cultures with *A. niger*, although biomass was found to be similar in all *T. reesei* cultures. 

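The starvation-linked *T. reesei* gene in Supplementary Table S8, the GH81 gene Trire2_79602, had 3.62 ± 0.717 FPKM (mean ± SD, n = 3) on glucose, 3.60 ± 0.148 in the straw monoculture, 3.47 ± 0.716 with *A. niger*, 3.40 ± 1.02 with *P. chrysogenum* and 3.89 ± 0.377 in the three-species culture. The adjusted p of its 3 comparisons with the straw monoculture was 0.538, 0.734 and 0.895 (limma, Benjamini-Hochberg).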

No change in expression of the starvation-linked cell wall hydrolase was found for *T. reesei* in any condition.

#### 3.7.2 Sporulation related gene expression in straw cultures

Fungi sporulate in conditions of stress and the expression pattern of genes involved in sporulation was examined in the cultures. Strong indications were found for activation of sporulation for all three species in all of the wheat straw cultures. 

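Of the 13 sporulation-related *A. niger* genes in Supplementary Table S8, 10 had their highest mean FPKM among the straw cultures in the mixed culture with *T. reesei*, 2 in the three-species culture and 1 in the straw monoculture. Of the 13, 2 were called higher with *T. reesei* than in the straw monoculture: *cfcI* (Aspni7_TID_1152589), at 25.5 ± 8.56 and 86.1 ± 16.7 FPKM (mean ± SD, n = 3; log2 fold change 1.52, SE 0.24, adjusted p = 0.00914, limma, Benjamini-Hochberg), and *rodA* (Aspni7_TID_194815), at 12.6 ± 3.95 and 36.3 ± 2.77 (1.26, SE 0.23, adjusted p = 0.0148, limma, Benjamini-Hochberg). Neither was called without flask A (adjusted p 0.0847 and 0.0952) or with the flask letter as a block (0.0601 and 0.0597), and *rodA* also not without flask B (0.0636) or flask C (0.0561).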

Most of the *A. niger* sporulation related genes showed a peak in expression in the *A. niger* and *T. reesei* two species mixed culture indicating that effects of *T. reesei* in the mixed culture could be leading to greater levels of sporulation in *A. niger.* In other species, it was not clear from the expression patterns as to whether the levels of sporulation in the mixed cultures would be any higher than they already likely were in the straw monocultures. Looking in more detail at the genes and expression patterns that led to these conclusions; in *A. niger* and *P. chrysogenum*, sporulation-specific transcriptional activator BrlA and downstream regulators AbaA and WetA control expression of spore-coating hydrophobins and enzymes that remodel the fungal cell wall during sporulation (Krijgsheld et al., 2013, Prade and Timberlake, 1994). In *Trichoderma*, *brlA* is absent (Carreras-Villasenor et al., 2012). 

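The *brlA* gene Aspni7_TID_1171868 was at 1.90 ± 1.28 FPKM (mean ± SD, n = 3) on glucose, 32.1 ± 14.2 in the *A. niger* straw monoculture, 42.9 ± 9.53 with *T. reesei*, 17.8 ± 6.08 with *P. chrysogenum* and 25.4 ± 8.53 in the three-species culture. Against glucose, its log2 fold change in the straw monoculture was 3.66 (SE 0.47, adjusted p = 0.000781, limma, Benjamini-Hochberg). Of the 13 genes of the category, 11 were called higher than on glucose in the straw monoculture, 13 with *T. reesei*, 10 with *P. chrysogenum* and 10 in the three-species culture. The most abundant was *hyp1* (Aspni7_TID_1184300), at 25.8 ± 8.63 on glucose, 974 ± 453 in the straw monoculture and 1648 ± 48.8 with *T. reesei*.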

In *A. niger brlA* showed increased transcript levels in all wheat straw cultures, as did genes for spore pigment biosynthesis (*fwnA*, *brnA*, *olvA*) hydrophobins (*hyp1*, *hypB*, *hypC*, *rodA)* and sporulation-specific cell wall enzymes (*gelG*, *CBM14*, *cfcI*, *dfgA*, *bgtD*) with for most a peak in expression in the *A. niger* and *T. reesei* two species mixed culture (Supplementary Table S8). In *P. chrysogenum*, sporulation-associated genes had increased transcript levels either in all wheat straw cultures (*brlA*, *gelG* and pigment biosynthesis genes *yA*, *arpA* and *arpB*) or only in the straw monoculture (*abrA/brnA, rodA, hypA*). 

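The *P. chrysogenum* *brlA* gene Pc06g00470 was at 61.6 ± 8.31 FPKM (mean ± SD, n = 3) on glucose and 216 ± 16.6 in the straw monoculture (log2 fold change 1.45, SE 0.11, adjusted p = 7.33e-06, limma, Benjamini-Hochberg), and between 131 and 189 in the mixed cultures. The *gelG* gene Pc13g14170 was at 22.4 ± 1.63 and 65.8 ± 4.81. The pigment genes were low throughout: *yA* (Pc22g08420), *arpA* (Pc21g16420) and *arpB* (Pc21g16430) were at 2.65 ± 0.385, 3.52 ± 0.157 and 4.25 ± 0.629 in the straw monoculture and 0.874 ± 0.350, 2.25 ± 0.842 and 1.51 ± 0.248 on glucose, and none was called in that comparison. The log2(FPKM + 1) scale of the calls understates changes at such low values. The *rodA* gene Pc22g14290 was at 37.9 ± 6.38 in the straw monoculture, and at 2.69 ± 1.12 with *T. reesei*, 0.713 ± 0.511 with *A. niger* and 0.662 ± 0.785 in the three-species culture.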

In *T. reesei*, *abaA* induction was observed in all wheat straw cultures, as well as increased transcription of sporulation-induced (Metz et al., 2011) cell wall enzymes.

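The *abaA* gene Trire2_108775 was at 1.51 ± 0.498 FPKM (mean ± SD, n = 3) on glucose and 5.11 ± 0.318 in the straw monoculture (log2 fold change 1.20, SE 0.15, adjusted p = 0.00047, limma, Benjamini-Hochberg). In the mixed cultures it was at 5.03 ± 1.13 with *A. niger*, 3.40 ± 1.05 with *P. chrysogenum* and 3.60 ± 0.860 with both. Of the 7 sporulation-related *T. reesei* genes in Supplementary Table S8, 3 were called higher than on glucose in the straw monoculture, 3 with *A. niger*, 1 with *P. chrysogenum* and 1 in the three-species culture.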

#### 3.7.3 Mixed-culture specific increased transcript levels do not include *T. reesei* orthologues of mycoparasitic chitinases

Trichoderma species other than *T. reesei* are known for their mycoparasitism capacities, and although mycoparasitism strategy seems to be species-specific (Atanasova et al., 2013), involvement of multi-domain chitinases has been suggested and an expansion of CBM50 and CBM18 containing chitinases was observed in mycoparasitic species (Gruber et al., 2011). 

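The *T. reesei* GH18-CBM18 chitinase gene Trire2_108346 was listed at 0 FPKM in every one of the 15 libraries with *T. reesei*. The libraries hold at least 25780556 reads on *T. reesei* genes.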

In *T. reesei*, genes encoding these enzymes are hardly expressed during co-cultivations, suggesting no direct antagonism is taking place, which correlates with a loss of mycoparasitism strategy in the *T. reesei* lineage (Kubicek et al., 2011). Although those particular *T. reesei* chitinases were hardly expressed, other fungal cell wall active enzyme encoding genes represented around half of the CAZy genes that had increased transcript levels (generally only around ∼2-fold) in straw mixed cultures but not in straw monocultures (9/23 *A. niger* genes, 8/18 *T. reesei* genes and 4/10 *P. chrysogenum* genes, Supplementary Table S6 and Supplementary Table S8). Whether these mixed culture induced fungal cell wall active enzymes could be antagonistic factors (by hydrolysing the cell walls of the other fungus in preference to their own) would require further experimental work. For *A. niger*, it is noteworthy that most of these genes are chitinases and/or contain chitin-binding modules. 

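Among the 21 *A. niger* CAZy genes called higher than on glucose only in mixed cultures, 3 carry a family that acts on or binds chitin (GH18, CBM14, CBM18 or CBM50): Aspni7_TID_1141444, Aspni7_TID_1165926 and Aspni7_TID_1182293. Of the 16 *T. reesei* and 12 *P. chrysogenum* genes of this kind, 0 carry one of these families. GH20 was not counted among them. It is the family of Trire2_21725, a putative N-acetyl-β-hexosaminidase gene in the paper, and of Trire2_105931, both among the 16. The median over these genes of the highest fold change against glucose was 2.95 for *A. niger*, 2.96 for *T. reesei* and 2.66 for *P. chrysogenum*.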

For *P. chrysogenum*, α-1,3-glucan synthesis related genes were induced in co-cultivation with *T. reesei*. *T. reesei* expressed putative α-1,3-glucanase encoding *Trire2_71532*, and two GH47 enzyme-encoding genes highest in cultures with *A. niger,* and putative N-acetyl-β-hexosaminidase encoding *Trire2_21725 highest* in cultures with *P. chrysogenum.*

### 3.8 Secondary metabolism gene transcript abundance patterns

Mixed cultivation is an exciting opportunity to investigate activation of secondary metabolite gene clusters (Bertrand et al., 2014). Fungal secondary metabolites can be activated in mixed cultures where they are used as antagonistic factors in the competition with other fungi. These metabolites are of high importance as they include toxins as well as beneficial compounds such as antibiotics and the cholesterol-reducing lovastatin. The backbones of secondary metabolites are mainly produced by polyketide synthases (PKSs) or non-ribosomal peptide synthases (NRPSs), with accessory enzymes such as oxidoreductases further modifying the structures. Their encoding genes are located in gene clusters, which are often silent under laboratory conditions where fungi are mostly cultured as monocultures (Brakhage, 2013, Keller et al., 2005). We investigated whether the interaction in our mixed cultures activated secondary metabolite clusters by examining the expression patterns of the genes encoding the metabolite backbone synthesising enzymes.

In *T. reesei*, four out of 26 PKSs, NRPSs (Martinez et al., 2008) and terpene synthases (Mukherjee et al., 2012) encoded in the genome were induced (⩾2-fold increase in expression, *p_adj_* < 0.05, expressed to 1 FPKM in at least one condition) in *T. reesei* straw monocultures compared to glucose (Supplementary Table S9). Only *Trire2_60751* was induced in mixed cultures compared to *T. reesei* straw monocultures (Supplementary Table S9), but only to a low level, indicating that *T. reesei* likely did not generate significant levels of secondary metabolites via new metabolite backbone synthesis in response to our co-cultivation conditions. However the high induction of *T. reesei* genes encoding oxidoreductases (which were not located in secondary metabolite clusters) in mixed cultures suggests that *T. reesei* may be modifying already synthesised metabolites or detoxifying metabolites produced by the other fungi (Supplementary Table S7).

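The NRPS gene Trire2_60751 had 0.202 ± 0.0908 FPKM (mean ± SD, n = 3) in the straw monoculture, 0.205 ± 0.0214 with *A. niger*, 0.121 ± 0.0913 with *P. chrysogenum* and 2.50 ± 2.78 in the three-species culture, where its log2 fold change was 1.23 (SE 0.52, adjusted p = 0.0981, limma, Benjamini-Hochberg). The adjusted p was 0.0459 with a pseudocount of 0.1, 0.0275 in one fit of all 15 libraries and 0.0448 without flask A.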

The genome of *P. chrysogenum* contains 51 backbone genes (van den Berg et al., 2008), of which 3 genes were induced in at least one of the mixed cultures compared to the straw monocultures (Supplementary Table S9). 

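The 3 genes in Supplementary Table S9 are Pc21g05070, Pc12g05590 and Pc13g12570. The PKS gene Pc12g05590 was at 2.34 ± 0.132 FPKM (mean ± SD, n = 3) in the straw monoculture and 7.70 ± 1.71 in the three-species culture (log2 fold change 1.44, SE 0.21, adjusted p = 0.00126, limma, Benjamini-Hochberg). The NRPS-like gene Pc13g12570 was at 0.325 ± 0.107 and 1.43 ± 0.217 (0.91, SE 0.26, adjusted p = 0.0293, limma, Benjamini-Hochberg). This is just under 2-fold only on the log2(FPKM + 1) scale, which understates changes at low FPKM. With a pseudocount of 0.1 its log2 fold change was 1.95.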

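Pc21g05070 was at 10.0 ± 0.691 FPKM (mean ± SD, n = 3) in the *P. chrysogenum* straw monoculture, 16.8 ± 1.88 with *T. reesei*, 10.0 ± 0.256 with *A. niger* and 52.2 ± 6.06 in the three-species culture, where the log2 fold change was 2.36 (SE 0.13, adjusted p = 5.4e-06, limma, Benjamini-Hochberg). Aspni7_TID_1080365 was at 0.0195 ± 0.0194 in the *A. niger* straw monoculture, 12.6 ± 2.77 with *T. reesei* (3.58, SE 0.15, adjusted p = 6.65e-05, limma, Benjamini-Hochberg), 0.201 ± 0.0965 with *P. chrysogenum* and 17.1 ± 2.09 in the three-species culture (4.15, SE 0.16, adjusted p = 6.62e-06, limma, Benjamini-Hochberg).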

The PKS encoding *Pc21g05070* had the highest increase in transcription in the tri-species mixed culture compared to the other mixed cultures, and is an orthologue to *A. niger Aspni7_TID_1080365* (orthogroup OG000226), which also had higher transcript levels in the tri-species mixed culture compared to the straw monoculture and other mixed cultures. This cluster contains multiple genes with homologs of those in the *A. nidulans* asperfuranone biosynthesis cluster. The product of this *A. nidulans* cluster was only previously characterised after cluster activation by promoter-replacement (Chiang et al., 2009), here we have identified a native expression condition for the orthologous *A. niger* and *P. chrysogenum* clusters. Asperfuranone from *A. nidulans* has *anti*-proliferative properties towards cancerous cells (Wang et al., 2010) but to our knowledge, there is no reported antagonistic function towards fungi.

The *A. niger* genome contains 79 metabolite backbone synthesising enzymes of secondary metabolite gene clusters (Inglis et al., 2013), of which 20 were induced in the *A. niger* straw monocultures compared to glucose. In mixed cultivations, 12 genes encoding the backbone enzymes were induced compared to the *A. niger* monocultures (Supplementary Table S9), of which five in all mixed cultures, and seven only in the two species mixed culture with *T. reesei*. 

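Of the 12 *A. niger* backbone genes in Supplementary Table S9, 9 were called higher than in the straw monoculture with *T. reesei*, 3 with *P. chrysogenum* and 11 in the three-species culture. In every one of the 3 mixed cultures 3 were called, 6 only in the cultures with *T. reesei*, 2 only in the three-species culture and 0 only in the two-species culture with *T. reesei*. One gene, Aspni7_TID_1114696, was called in none, at 0.330 ± 0.114 FPKM (mean ± SD, n = 3) in the straw monoculture and 1.04 ± 0.0894 with *T. reesei*. The genes called in every mixed culture numbered 1 without flask B, 0 without flask C, 2 with the flask letter as a block and 4 in one fit of all 15 libraries. The study listed the 12 genes as induced in these same samples, so the counts are not independent evidence.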

We identified a native expression condition for the cluster *Aspni7_TID_1095536 – Aspni7_TID_1188049* (with the PKS encoded by *Aspni7_TID_1112443*) which contains genes with high homology to the *A. nidulans* asperthecin biosynthesis cluster. This product was characterised only after overproduction brought about by genetic modification (Szewczyk et al., 2008). 

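The PKS gene Aspni7_TID_1112443 was at 0.226 ± 0.0408 FPKM (mean ± SD, n = 3) in the *A. niger* straw monoculture, 53.2 ± 4.59 with *T. reesei* (log2 fold change 5.31, SE 0.14, adjusted p = 1.05e-05, limma, Benjamini-Hochberg) and 37.6 ± 4.34 in the three-species culture (4.98, SE 0.14, adjusted p = 1.19e-06, limma, Benjamini-Hochberg). With *P. chrysogenum* it was at 1.68 ± 0.344 (1.10, SE 0.16, adjusted p = 0.0404, limma, Benjamini-Hochberg), a call that was lost without any one of the flask letters (adjusted p 0.212, 0.364 and 0.445 without A, B and C) and with the flask letter as a block (0.221).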

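Aspni7_TID_1080226 was at 2.00 ± 0.255 FPKM (mean ± SD, n = 3) in the *A. niger* straw monoculture, 46.9 ± 21.2 with *T. reesei*, 22.6 ± 13.8 with *P. chrysogenum* and 179.6 ± 11.8 in the three-species culture. The log2 fold changes were 3.71 (SE 0.24, adjusted p = 0.000448), 2.70 (SE 0.61, adjusted p = 0.154) and 5.94 (SE 0.12, adjusted p = 2.87e-07, limma, Benjamini-Hochberg). With *P. chrysogenum* the adjusted p was 0.00546 without flask A and 0.0102 in one fit of all 15 libraries.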

The NRPS encoding *Aspni7_TID_1080226* has high transcript levels in co-cultivations, especially those with *T. reesei.* Its product is so far uncharacterised, but the cluster is located directly next to a cluster that shares its expression profile and has homology to the *A. nidulans* asperfuranone biosynthesis cluster (Chiang et al., 2009). The clusters encoding backbone enzymes PKS Aspni7_TID_1170931 and NRPS Aspni7_TID_1116749, which are adjacent, stand out through their high expression levels specifically in mixed cultures. These uncharacterised clusters are strong candidates for follow-up research to identify potentially new secondary metabolites and investigate whether these metabolites are fungal antagonists.

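The NRPS gene Aspni7_TID_1116749 was at 11.1 ± 3.18 FPKM (mean ± SD, n = 3) on glucose, 1.33 ± 0.381 in the straw monoculture, 302 ± 57.5 with *T. reesei*, 312 ± 73.6 with *P. chrysogenum* and 416 ± 28.3 in the three-species culture. The PKS gene Aspni7_TID_1170931 was at 0.508 ± 0.142, 0.608 ± 0.157, 106 ± 26.6, 85.6 ± 27.7 and 168 ± 8.50. Against the straw monoculture, the log2 fold changes of Aspni7_TID_1116749 were 6.82 (SE 0.20, adjusted p = 1.57e-05), 7.02 (SE 0.29, adjusted p = 0.000454) and 7.53 (SE 0.14, adjusted p = 2.82e-07), and those of Aspni7_TID_1170931 5.86 (SE 0.19, adjusted p = 1.83e-05), 5.67 (SE 0.33, adjusted p = 0.00135) and 6.74 (SE 0.11, adjusted p = 2.62e-07, limma, Benjamini-Hochberg). With *P. chrysogenum* their adjusted p was 0.0792 and 0.134 without flask C, and that of Aspni7_TID_1170931 was 0.063 without flask B.

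**Figure D2:**
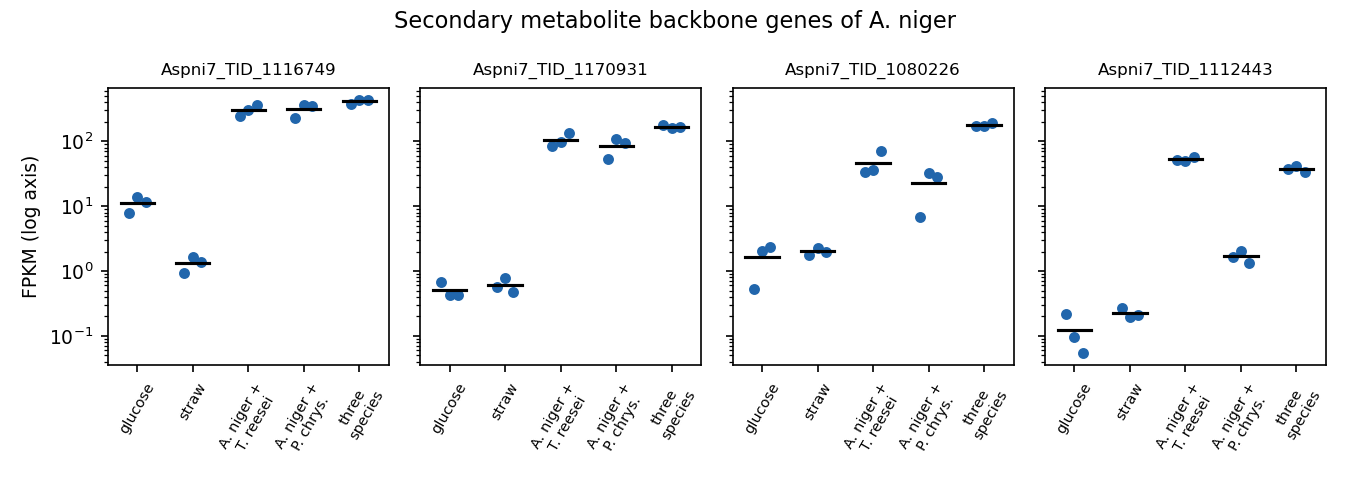
FPKM (log axis) of 4 backbone genes of *A. niger* in each of the 15 libraries. Points are the 3 flasks of a culture and bars are means. Aspni7_TID_1116749 and Aspni7_TID_1170931 are higher in all 9 mixed-culture flasks than in the 3 straw monoculture flasks.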

Of the three fungi, *A. niger* showed the strongest response to mixed cultivation on straw with regard to induction of secondary metabolite gene clusters. Expression of these clusters is influenced by developmental and environmental factors (Brakhage, 2013, Keller et al., 2005), a number of which may differ between mono and mixed *A. niger* cultures. However in our study, their expression suggests they are directing antagonism towards or responding to antagonism from *P. chrysogenum* and/or *T. reesei*. For example, carbon limitation, autolysis and sporulation in *A. niger* may be increased in mixed cultures with *T. reesei* based on expression of *A. niger* cell wall modifying genes and a decrease in *A. niger* fungal biomass. Cross-referencing with expression data of *A. niger* under carbon starvation and sporulation conditions (Nitsche et al., 2012), showed that for all except one of the *A. niger* genes (encoding secondary metabolite backbone synthesising enzymes) that were induced only in mixed cultures, these conditions alone were not enough to induce expression. For *T. reesei*, it is tempting to speculate that the co-location of the secondary metabolite clusters with CAZyme encoding genes (Martinez et al., 2008) could be contributing to the lack of induction of these secondary metabolite clusters in mixed cultures. The clusters could be co-regulated with CAZyme encoding genes which decrease in transcript abundance in mixed cultures.

## 4 Conclusions

There is clear evidence for fungal interactions in the mixed cultures with wheat straw as evidenced by the changes in transcript abundance, biomass ratios and enzymatic activities. These interactions showed inter-species antagonism prevented any overall improvement in CAZyme transcript abundance or activities. *T. reesei* is the main cellulase enzyme producer used by industry but in our study it antagonised the other fungi. Although it is worth noting that in industrial production strains, unlike the wild-type strains used in this study, the effects could be different as carbon sensing and secretion levels differ. As well as to industrial strains of the species used in our study, the approaches used here could be applied to mixtures of other fungal species, such as a lignin-degrading white rot basidiomycete as well as other feedstocks or pre-treated feedstocks. Furthermore, a broader temporal profiling could uncover other fungal interactions. Our approach may not lead directly to improved enzymatic cocktails due to antagonism but could uncover transcriptional changes in each fungus in a mixed culture to better understand how CAZyme gene expression is regulated when fungi interact. Also, the orthologue analysis is a resource that could be used to investigate whether the regulation of orthologues differs in each species in response to the same experimental conditions.

## Figures and Tables

**Supplementary Figure S8:**
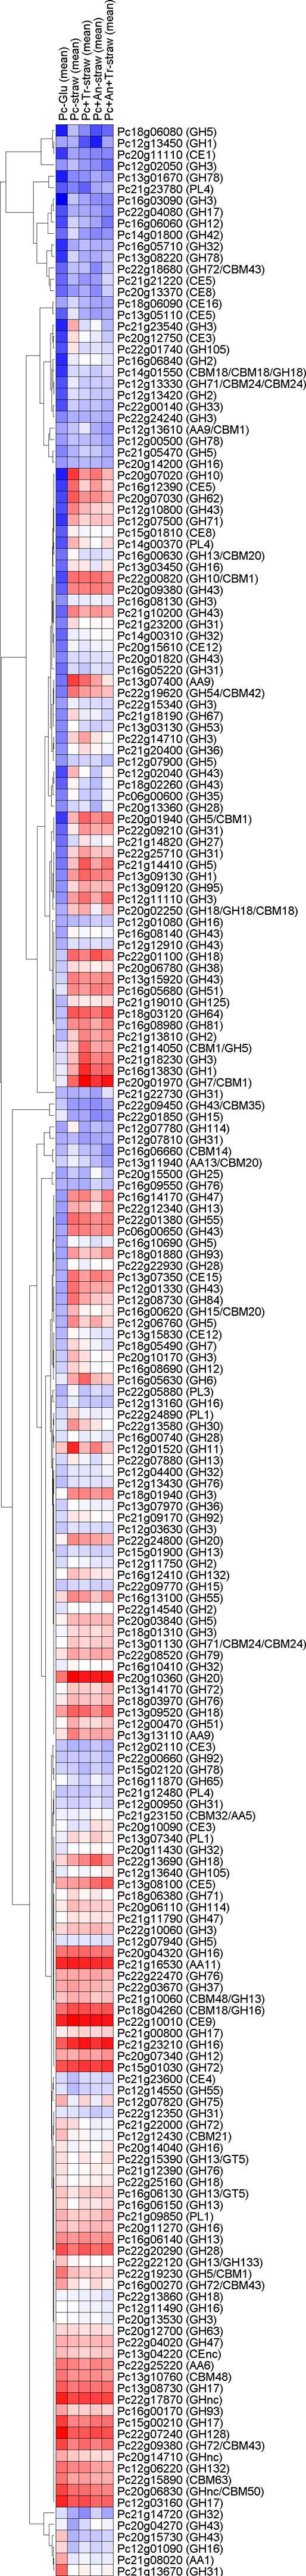
High resolution image of the hierarchical clustering of the *P. chrysogenum* CAZy genes from Fig.7(A).

**Supplementary Figure S9:**
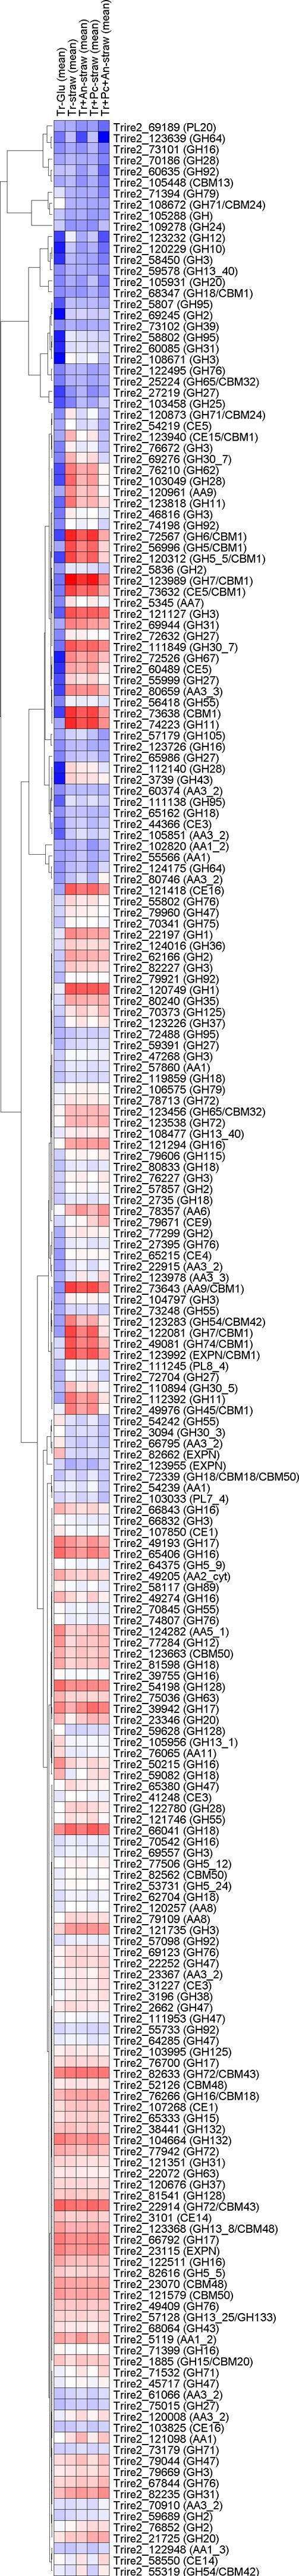
High resolution image of the hierarchical clustering of the *T. reesei* CAZy genes from Fig.8(A).

# Supplementary material for: Transcriptomic responses of mixed cultures of ascomycete fungi to lignocellulose using dual RNA-seq reveal inter-species antagonism and limited beneficial effects on CAZyme expression
**Source:** Fungal Genet Biol. 2017 May;102:4–21. doi: 10.1016/j.fgb.2016.04.005
**Supplement:** Supplementary Table S1 — List of primers and probes used. Note the format that the probes are written in indicates which nucleotides are locked nucleic acids (LNA) with upper case letter indicating an LNA. The notes section includes information on the specificity of the primer and probe combinations for discrimination between 5.8S rRNA from each species.

| purpose                                                                                                     | primer or probe name     | sequence 5'-3'            | concentration | notes <sup>1</sup>                                                                                                                                                                                                                                                                                                       |
|-------------------------------------------------------------------------------------------------------------|--------------------------|---------------------------|---------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| quantification of <i>T. reesei</i> 5.8S rRNA                                                                | Tr_5.8S_Fw               | GCGATAAGTAATGTGAATTGCAGAA | 0.2µM         | Primers amplify strong band from <i>A. niger</i> but do not amplify from <i>P. chrysogenum</i> . No effect on accuracy of <i>T. reesei</i> 5.8S quantification for as low as 3,200 copies when 2M copies of <i>A. niger</i> 5.8S present.                                                                                |
|                                                                                                             | Tr_5.8S_Rv               | AATACTGGCGGGCGCAATG       | 0.2µM         |                                                                                                                                                                                                                                                                                                                          |
|                                                                                                             | Tr_5.8S_probe            | atcaTcGaAtCtTtGaacg       | 0.1µM         |                                                                                                                                                                                                                                                                                                                          |
| quantification of <i>A. niger</i> 5.8S rRNA                                                                 | An_5.8S_Fw               | CAACAATGGATCTCTTGGTTCC    | 0.2µM         | Primers amplify strong band from <i>P. chrysogenum</i> but do not amplify from <i>T. reesei</i> . No effect on accuracy of <i>A. niger</i> 5.8S quantification for as low as 80,000 copies when 2M copies of <i>P. chrysogenum</i> 5.8S present.                                                                         |
|                                                                                                             | An_5.8S_Rv               | GCATGCCCCCGGAATACCA       | 0.2µM         |                                                                                                                                                                                                                                                                                                                          |
|                                                                                                             | An_5.8S_probe            | ttcAcAtTaGtTaTcgcat       | 0.1µM         |                                                                                                                                                                                                                                                                                                                          |
| quantification of <i>P. chrysogenum</i> 5.8S rRNA                                                           | Pc_5.8S_Fw               | CAACAACGGATCTCTTGGTTCC    | 0.2µM         | Primers amplify strong band from <i>A. niger</i> and weakly amplify from <i>T. reesei</i> . No effect on accuracy of <i>P. chrysogenum</i> 5.8S quantification for as low as 3,200 copies when 2M copies of <i>T. reesei</i> 5.8S present or for as low as 80,000 copies when 2M copies of <i>A. niger</i> 5.8S present. |
|                                                                                                             | Pc_5.8S_Rv               | CCCGGAATACCAGGGGGC        | 0.2µM         |                                                                                                                                                                                                                                                                                                                          |
|                                                                                                             | Pc_5.8S_probe            | tcaCaTtAcGtAtCgcatt       | 0.1µM         |                                                                                                                                                                                                                                                                                                                          |
| quantification of single copy region from <i>A. niger</i> gDNA in the region of the gene Aspni7_TID_1013899 | Aspni7_TID_1013899_Fw    | CCTCCTCATATCCGCTGTG       | 0.2µM         |                                                                                                                                                                                                                                                                                                                          |
|                                                                                                             | Aspni7_TID_1013899_Rv    | GTGCTAACATGACGGGTAATTC    | 0.2µM         |                                                                                                                                                                                                                                                                                                                          |
|                                                                                                             | Aspni7_TID_1013899_probe | tccTtcCtcCtgGcttga        | 0.1µM         |                                                                                                                                                                                                                                                                                                                          |
| quantification of single copy region from <i>T. reesei</i> gDNA in the region of the gene Trire2_44504      | Trire2_44504_Fw          | CGTTGTGCTCTCAGTGATG       | 0.2µM         |                                                                                                                                                                                                                                                                                                                          |
|                                                                                                             | Trire2_44504_Rv          | GAGTCTCTGGAGTTCAGGAA      | 0.2µM         |                                                                                                                                                                                                                                                                                                                          |
|                                                                                                             | Trire2_44504_probe       | acaAcgCcaTcaGcctc         | 0.1µM         |                                                                                                                                                                                                                                                                                                                          |
| quantification of single copy region from <i>P. chrysogenum</i> gDNA in the region of the gene Pc20g11630.  | Pc20g11630_Fw            | GCTTCTGGCTTGTGTTGG        | 0.2µM         |                                                                                                                                                                                                                                                                                                                          |
|                                                                                                             | Pc20g11630_Rv            | GGTAGTTGTGGAGCGAGATG      | 0.2µM         |                                                                                                                                                                                                                                                                                                                          |
|                                                                                                             | Pc20g11630_probe         | ttcCatCtgCcgTcgcc         | 0.1µM         |                                                                                                                                                                                                                                                                                                                          |

| purpose                                                        | primer or probe name     | sequence 5'-3'                       | concentration | notes <sup>1</sup>                                                                                 |
|----------------------------------------------------------------|--------------------------|--------------------------------------|---------------|----------------------------------------------------------------------------------------------------|
|                                                                |                          |                                      |               |                                                                                                    |
| cloning the rRNA region from any of three species into plasmid | HindIII-ITS1             | atgcatAAGCTTTCCGTAGGTGAACCTG<br>CGG  |               | These primers sequences are based on publically available primer sequences - (White et al., 1990). |
|                                                                | SacI-ITS4-R              | atgcatGAGCTCTCCTCCGCTTATTGAT<br>ATGC |               |                                                                                                    |
|                                                                |                          |                                      |               |                                                                                                    |
| measurement of expression of <i>T. reesei cbh1</i>             | Trire2_123989_Fw         | GCTACGATGGCAACACTTG                  | 0.2µM         |                                                                                                    |
|                                                                | Trire2_123989_Rv         | CCGTCCAGACAGCAGTTC                   | 0.2µM         |                                                                                                    |
|                                                                | Trire2_123989_probe      | cctGacAacGagAcctgcg                  | 0.1µM         |                                                                                                    |
|                                                                |                          |                                      |               |                                                                                                    |
| measurement of <i>T. reesei swo1</i>                           | Trire2_123992_Fw         | CTTCCTCTAGCTTGGTTTCAC                | 0.2µM         |                                                                                                    |
|                                                                | Trire2_123992_Rv         | GCTGTATCTGTGGTTGTGTAG                | 0.2µM         |                                                                                                    |
|                                                                | Trire2_123992_probe      | tcgTcaGcaTccTcatccg                  | 0.1µM         |                                                                                                    |
|                                                                |                          |                                      |               |                                                                                                    |
| measurement of expression of <i>A. niger cbhA</i>              | Aspni7_TID_1164901_Rv    | GTAGCGATCATCCGAGTAGG                 | 0.2µM         |                                                                                                    |
|                                                                | Aspni7_TID_1164901_Fw    | TCTCGACCGCATTGACAC                   | 0.2µM         |                                                                                                    |
|                                                                | Aspni7_TID_1164901_probe | cagCagCgaAcaGacat                    | 0.1µM         |                                                                                                    |
|                                                                |                          |                                      |               |                                                                                                    |
| measurement of expression of <i>A. niger cbhB</i>              | Aspni7_TID_1117992_Fw    | GTCGTCACCCAGTTCATCA                  | 0.2µM         |                                                                                                    |
|                                                                | Aspni7_TID_1117992_Rv    | GCCGTTGACACTGGAGTA                   | 0.2µM         |                                                                                                    |
|                                                                | Aspni7_TID_1117992_probe | tgaCggCacCtcCtcc                     | 0.1µM         |                                                                                                    |
|                                                                |                          |                                      |               |                                                                                                    |
| measurement of expression of <i>P. chrysogenum</i> Pc18g05490  | Pc18g05490_Fw            | GGAAGTGGCTACTGTGACTC                 | 0.2µM         |                                                                                                    |
|                                                                | Pc18g05490_Rv            | CCATCTCAGGGCAGCAAG                   | 0.2µM         |                                                                                                    |
|                                                                | Pc18g05490_probe         | ccaCcaAcaCcaGcgt                     | 0.1µM         |                                                                                                    |
|                                                                |                          |                                      |               |                                                                                                    |
| measurement of expression of <i>P. chrysogenum</i> Pc20g01970  | Pc20g01970 Fw            | CCGGTGCAGTGGAGATTC                   | 0.2µM         |                                                                                                    |
|                                                                | Pc20g01970 Rv            | GCGATATGGGTTGAAATCACATC              | 0.2µM         |                                                                                                    |
|                                                                | Pc20g01970 probe         | tggCggCacAtaCagc                     | 0.1µM         |                                                                                                    |
|                                                                |                          |                                      |               |                                                                                                    |

## Supplementary Table S1

### References

WHITE, T. J., BRUNS, T., LEE, S. & TAYLOR, J. 1990. Amplification and direct sequencing of fungal ribosomal RNA genes for phylogenetics. *In*: INNIS, M. A. (ed.) *PCR - Protocols and Applications - A Laboratory Manual*.

How the deposited data were processed for this re-analysis (not part of the article)

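RNA was sequenced from 30 cultures of *A. niger*, *T. reesei* and *P. chrysogenum*, 3 flasks for each of 10 conditions. Each species was grown alone on glucose and alone on wheat straw, each pair of species was grown together on straw, and all 3 were grown together on straw. Every flask gave 1 library, and libraries were not pooled. The groups were formed from the conditions and the replicate letters A, B and C that the authors gave to the libraries. All 45 columns of library values (15 per species) were used.

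The authors trimmed the reads with Scythe and Sickle, mapped them with TopHat to the combined repeat-masked genomes of the 3 species, counted uniquely mapped reads on the gene models (Aspni7, Trire2 and PenchWisc1_1) with htseq-count, and deposited the result as FPKM values in one table per species. The FPKM values are scaled to the reads on the gene models of that species in that library, so they do not show how much of a mixed culture a species made up. For the differential expression in the paper the authors ran DESeq2 on counts; a count table was not used here, so the tests are on FPKM values. Trimming, mapping, counting and scaling are already in these values and were not repeated.

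The reads behind the FPKM values were recovered, because the values of one gene are whole multiples of the value of 1 read. All genes with reads in at least 3 libraries had such a solution (11540 *A. niger*, 8957 *T. reesei* and 12724 *P. chrysogenum* genes), holding 100%, 100% and 99.999% of the FPKM. From the shallowest to the deepest flask, *A. niger* genes had 26874541 to 27149177 reads on glucose, 26547971 to 31857024 on straw, 17027391 to 22993614 with *T. reesei*, 51961190 to 56522275 with *P. chrysogenum* and 11061113 to 16471899 in the three-species culture. *T. reesei* genes had 26213648 to 27681195 on glucose, 25780556 to 28157049 on straw, 64495801 to 88637690 with *A. niger*, 70593162 to 73284126 with *P. chrysogenum* and 40007965 to 62711077 in the three-species culture. *P. chrysogenum* genes had 25627131 to 26447557 on glucose, 25068946 to 25913070 on straw, 12080936 to 13092731 with *T. reesei*, 25031964 to 31232381 with *A. niger* and 5727371 to 8892771 in the three-species culture. A gene with 3 reads or fewer in every flask of a group was treated as not detectable there, and a fold against such a group is given as a lower bound. This floor covers counting error only.

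Each of 12 comparisons, straw against glucose for each species and each mixed culture against the straw monoculture of the same species, was tested with limma 3.58.1 in R 4.3.3. The FPKM values of the 6 libraries were rescaled by the median of ratios, and log2(FPKM + 1) was fitted with a mean-variance trend (lmFit, eBayes). Fold changes are on this scale, which understates the change of genes with low FPKM. Tested were the genes with a mean FPKM of at least 1 in at least one of the groups compared. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, a change of at least 2-fold and a mean FPKM of at least 1 in the higher group, the thresholds of Fig. 4. For the lists of CAZy genes (24 genes of *P. chrysogenum* and 55 genes of the *T. reesei* clusters C1 and C3), membership was read from Supplementary Figs. S8 and S9. These lists were chosen by the study on the same samples. Counts in them are therefore not independent evidence, whether adjusted over all genes tested or over the list alone. The same holds for counts of the genes in Supplementary Tables S7 and S9. List counts need an adjusted p under 0.05 and no minimum fold. Rescaling sets the median change between libraries near 0. Without it, fold changes lay 0.25 higher for *A. niger* with *T. reesei*, 0.14 higher for *T. reesei* and 0.35 higher for *P. chrysogenum* on straw against glucose on the log2 scale; they fell by 0.22 for *A. niger* on straw against glucose and by 0.21 for *T. reesei* with *P. chrysogenum*.

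Totals of CAZy genes (families of Supplementary Table S3, without glycosyl transferases) are sums of the FPKM values as deposited. They were compared by two-sided exact permutation tests of the difference in means, with the smaller tail doubled as p; 3 against 3 flasks have 10 splits up to mirror images and no p under 0.1, and 3 against 6 have 84 and no p under 0.0238. The pooled groups of 3 against 6 flasks were those where the paper reports lower totals on these samples. Their p-values are not independent evidence. GH genes among called genes were counted with two-sided Fisher's exact tests against all genes tested in the comparison, with Benjamini-Hochberg adjustment over 24 tests. The interaction of the 2 partners was tested with limma over the 12 straw libraries of a species, in a 2 by 2 design of the presence of each partner, and genes were counted at an adjusted p under 0.05 with no minimum fold. The count was set beside 100 draws, the real order included, in which the residuals of a fit without the interaction were shuffled within each flask letter and added back to that fit; these draws were chosen after the count had been seen. Correlations of fold changes that share the straw monoculture were set beside 100 simulations of unchanged groups. Numerical work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

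The design of each test and the alternatives, where not marked otherwise, the membership of the gene lists and the rule for the genes named were set before the data were examined. The genes named are every gene that the paper names in its text, in the primers of Supplementary Table S1 or in Supplementary Tables S8 and S9; the genes of Supplementary Table S7 that the text counts in a class; and, for each of the 9 comparisons of a mixed culture with the straw monoculture, the 2 largest rises and the 2 largest falls in log2(FPKM + 1) among called genes whose 3 values in one group all lie above the 3 of the other.

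The paper states that the pre-cultures were made in replicate groups A, B and C, so the letters pair flasks across cultures. As a check, deviations of flasks from their culture's mean were correlated across genes between flasks of the same letter, over 10 pairs of cultures. The mean correlation was 0.228 for *P. chrysogenum* (0.067 to 0.45 by pair of cultures), 0.1 for *T. reesei* (-0.185 to 0.37) and -0.006 for *A. niger* (-0.446 to 0.251). The tests were fitted without the letter and, as an alternative, with the letter as a replicate block, which for *A. niger* with *T. reesei* gave 176 higher and 152 lower genes. The lowest *A. niger* value, -0.446, is that of these flasks with the straw monoculture, so the block takes out no shared deviation there.

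The alternatives were a pseudocount of 0.1, no filter on low values, the FPKM values as deposited, quantile normalization, all 15 libraries of a species in one fit, no trend, the replicate block, leaving out each flask letter, and no minimum fold (for the lists, a minimum fold). For totals they were GH genes only, the 3 most abundant genes left out, and rescaling over all 15 libraries; for GH shares, all CAZy genes. Library quality weights, voom on the recovered reads and, for ratios of totals, permuting flasks within flask letters only were added after the values had been seen, and so were the tests of explanations in the additional observations that are said there to be chosen later. The estimate of the weights stopped short of its convergence tolerance in the comparisons of *A. niger* on straw with glucose, *A. niger* with *T. reesei* and *T. reesei* with *P. chrysogenum*.

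The procedures were tested on simulated reads with the means and depths of the real libraries, in which 200 genes with a mean FPKM of at least 5 were changed by 2 on the log2 scale, at a dispersion of 0.05. The test recovered 200 of 200 changed genes for *A. niger* (9462 genes tested), 200 for *T. reesei* (7881) and 199 for *P. chrysogenum* (10124), with 0 unchanged genes called and a median log2 fold change of 1.88, 1.85 and 1.87. With nothing changed, 0 genes were called. Noise was drawn apart for each gene and library, without the differences shared across genes that part the real flasks. These counts of unchanged genes therefore do not bound the false calls in the real data. The interaction test recovered 193, 196 and 187 of 200 changed genes (9527, 7908 and 10199 tested), and also called 17, 9 and 25 unchanged genes; without replicate A it recovered 160, 162 and 148 and called 15, 6 and 8 unchanged genes. When 1000 genes were changed by one partner alone, it called 0 genes for each species, and with the interaction set, 1 of 100 draws of shuffled residuals, the real order itself, gave as many genes. In the comparison of 2 groups without replicate A, 200, 197 and 195 genes were recovered and 9, 1 and 11 unchanged genes called. Read recovery solved 7863 of 8000 simulated genes, 100% of them exactly. The pairing check gave 0.202 for a shared part set at 0.2.

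GO annotation, the *A. niger* sheet of Supplementary Table S6, protein gels, biomass, enzyme assays and the quantitative PCR measurements were not analysed here, and no genome sequence was used; gene identifiers and families are those of the files and of the paper's supplementary tables.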

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

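The interaction itself was tested by design. The FPKM values as deposited, the replicate block and leaving out each flask letter were alternatives set before the data were examined. The other tests of explanations for the interaction in this part were chosen after the result they examine had been seen. What singles out the results here is a difference between groups: the change that one partner brings in a species differs with the presence of the other partner. The difference itself was tested, as an interaction on the log2 scale over the 12 straw libraries of each species (limma, Benjamini-Hochberg adjusted p under 0.05). For *P. chrysogenum*, 1808 of 10551 genes tested had such an interaction (957 positive, 851 negative; 3020 at an unadjusted p under 0.05). For *A. niger* it was 77 of 9848 genes (21 positive, 56 negative; 1225 unadjusted) and for *T. reesei* 57 of 8073 (44 positive, 13 negative; 808 unadjusted). In simulated data with changed genes, the same test also called 17, 9 and 25 unchanged genes of *A. niger*, *T. reesei* and *P. chrysogenum*, so part of the smaller counts can be false calls. Each count was set beside draws in which the residuals of a fit without the interaction were shuffled within flask letters. Shuffling the cultures themselves within flask letters, where 7 of 100 arrangements for *A. niger* and 4 of 100 for each of the other 2 species gave as many genes, decides nothing, because it carries the changes brought by a single partner into the spread between flasks. The paper compares each mixed culture with the monoculture and gives no test of this interaction.

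For *P. chrysogenum*, several technical explanations are argued against. When the residuals were shuffled, 2 of 100 draws gave as many genes, the real order included, with a median of 0 and at most 2023 in the others, which argues against noise between flasks without an interaction. When every library was thinned at random to 5727371 reads, the depth of the shallowest, a median of 1590 genes was left (1554 to 1629 in 10 draws, at least 1469 of them among the 1808), which argues against a difference in depth. The FPKM values as deposited gave 1782, which argues against the scaling between libraries as the source of the number. This count does not show how many of them are among the 1808. Leaving out one flask letter gave 1094 genes without A, 1285 without B and 857 without C, and the replicate block gave 2394, which argues against a single letter as the source of all of them. Of the 24 CAZy genes, 14 had a negative interaction (median -0.89) and 18 an adjusted p under 0.05. Reads of the other species were weighed for the genes that rose in each culture and not apart for the interaction. What stays open is that the response of *P. chrysogenum* to one partner may depend on the other, a hypothesis found and tested on the same data. Whether the share of each species in a culture has a part in it was not tested. By the paper's methods each species appears to bring its own transfer of mycelia to the same amount of straw. Total mycelia would then rise with the number of species. The design cannot tell such a load from the partners, for any species or any comparison of a mixed culture with a monoculture.

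For *A. niger*, noise between flasks without an interaction stays open: 7 of 100 draws of shuffled residuals gave as many genes, the real order included, with a median of 0 and at most 2216 in the others. Thinned to 11061113 reads per library, a median of 66 genes was left (62 to 74, at least 58 among the 77). Depth therefore does not account for all of them. With the FPKM values as deposited 59 were counted, so genes were called without the rescaling too. This count does not show whether the 59 are among the 77. Without A, B and C the number was 28, 13 and 9, and 45 with the replicate block. In simulated data, leaving out A cost a smaller part of the genes (160 of 200 changed genes recovered, against 193). Smaller changes than those set there, and flask differences shared across genes, were not simulated. This keeps open whether one flask letter carries the result. A biological interaction may lie behind part of these genes, but with 7 of 100 draws as large it is not shown.

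For *T. reesei*, 2 of 100 draws of shuffled residuals gave as many genes, the real order included, with a median of 0 and at most 109 in the others. This argues against noise between flasks without an interaction. Thinned to 25780556 reads per library, a median of 55 genes was left (41 to 62, at least 40 among the 57). Depth therefore does not account for all of them. With the FPKM values as deposited 36 were counted, so genes were called without the rescaling too, although it moves the number by more than 1.5 times. This count does not show whether the 36 are among the 57. It was 0 without A and 0 without B (454 and 337 at an unadjusted p under 0.05), 68 without C and 111 with the replicate block. In simulated data 162 of 200 changed genes were recovered without A, against 196, so the loss of libraries alone did not bring the number to 0 there. Flasks of letters A and B may carry the result. Changes smaller than those simulated, and flask differences shared across genes, which were not simulated, keep this open. Of the 55 genes of clusters C1 and C3, 48 had a negative interaction (median -0.82), 0 had an adjusted p under 0.05 and 28 an unadjusted one. A biological interaction stays open, untested beyond these 4 cultures.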

How the results depend on the processing

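The alternatives are those of the processing summary; library quality weights and voom on the recovered reads were chosen after the values had been seen. After each value under another setting, the value under the chosen settings stands in parentheses. A change that follows from the setting itself (no fold threshold lets in smaller changes, and sums over fewer genes are lower) needs no other cause. For the other changes listed here the cause was not tested.

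Of the values that counts of differentially expressed genes took under another setting, 241 lay within 1.5 times the count reported and 71 did not; with pseudocount 0.1, all 24 counts lay within it. With no low-value filter, 1 *T. reesei* gene was higher with *P. chrysogenum* (2) and 0 lower with *P. chrysogenum* (4; 754 at unadjusted p under 0.05). With the FPKM values as deposited, 268 *A. niger* genes were lower with *T. reesei* (424) and 8 lower with *P. chrysogenum* (19). Under this setting, 14 *T. reesei* genes were lower with *P. chrysogenum* (4). With quantile normalization, 5 *T. reesei* genes were higher with *P. chrysogenum* (2) and 9 lower with *P. chrysogenum* (4). With all 15 libraries in one fit, 119 *A. niger* genes were higher with *P. chrysogenum* (78) and 32 lower with *P. chrysogenum* (19). Under this setting, 6 *T. reesei* genes were higher with *P. chrysogenum* (2). With no mean-variance trend, 0 *T. reesei* genes were higher with *P. chrysogenum* (2; 675 at unadjusted p under 0.05) and 0 lower with *P. chrysogenum* (4; 751 at unadjusted p under 0.05). With the flask letter as a block (replicate block), 176 *A. niger* genes were higher with *T. reesei* (447), 152 lower with *T. reesei* (424), 14 higher with *P. chrysogenum* (78) and 0 lower with *P. chrysogenum* (19; 303 at unadjusted p under 0.05). Under this setting, 96 *T. reesei* genes were higher with *A. niger* (175), 51 lower with *A. niger* (123), 0 higher with *P. chrysogenum* (2; 848 at unadjusted p under 0.05) and 0 lower with *P. chrysogenum* (4; 734 at unadjusted p under 0.05). With no fold threshold, 2312 *A. niger* genes were lower on straw (1443), 697 higher with *T. reesei* (447), 698 lower with *T. reesei* (424), 1340 higher in the three-species culture (649) and 1094 lower in the three-species culture (439). Under this setting, 2717 *T. reesei* genes were higher on straw (1160), 2722 lower on straw (947), 332 higher with *A. niger* (175), 286 lower with *A. niger* (123), 1719 higher in the three-species culture (570) and 1615 lower in the three-species culture (348). Likewise, 3791 *P. chrysogenum* genes were higher on straw (2141), 3619 lower on straw (1558), 881 higher with *T. reesei* (283), 847 lower with *T. reesei* (323), 1651 higher with *A. niger* (750), 1479 lower with *A. niger* (469), 1766 higher in the three-species culture (654) and 1537 lower in the three-species culture (559). With library quality weights, 688 *A. niger* genes were lower with *T. reesei* (424), 150 higher with *P. chrysogenum* (78) and 50 lower with *P. chrysogenum* (19). Under this setting, 460 *T. reesei* genes were higher with *P. chrysogenum* (2) and 84 lower with *P. chrysogenum* (4). With voom on the recovered reads, 1 *T. reesei* gene was higher with *P. chrysogenum* (2). The block moved no other count of this kind by more than 1.5 times.

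Scaling moved the share of higher among called genes by over 10 percentage points in these comparisons. The share for *A. niger* on straw went from 59.2% (2093 higher, 1443 lower) to 48.6% (1783 and 1888) with quantile normalization. The share for *A. niger* with *T. reesei* went from 51.3% (447 higher, 424 lower) to 69.3% (606 and 268) with the FPKM values as deposited. The share for *A. niger* with *P. chrysogenum* went from 80.4% (78 higher, 19 lower) to 91.1% (82 and 8) with the FPKM values as deposited. The share for *T. reesei* with *P. chrysogenum* went from 33.3% (2 higher, 4 lower) to 17.6% (3 and 14) with the FPKM values as deposited. The share for *P. chrysogenum* on straw went from 57.9% (2141 higher, 1558 lower) to 71.8% (2780 and 1091) with the FPKM values as deposited.

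Leaving out one flask letter moved these counts. For *A. niger* they ran from 110 without A to 459 without B for genes higher with *T. reesei* (447), from 45 without A to 594 without B for genes lower with *T. reesei* (424), from 1 without C to 41 without A for genes higher with *P. chrysogenum* (78), from 0 without B to 4 without A for genes lower with *P. chrysogenum* (19; at unadjusted p under 0.05, 420 without B and 215 without C) and from 266 without C to 587 without B for genes lower in the three-species culture (439). For *T. reesei* they ran from 34 without B to 75 without C for genes higher with *A. niger* (175), from 7 without B to 33 without C for genes lower with *A. niger* (123), from 0 without A to 287 without C for genes higher with *P. chrysogenum* (2; at unadjusted p under 0.05, 295 without A and 133 without B), from 0 without A to 64 without C for genes lower with *P. chrysogenum* (4; at unadjusted p under 0.05, 248 without A and 143 without B) and from 276 without B to 743 without A for genes higher in the three-species culture (570).

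Total CAZy FPKM of a culture moved by more than 1 SD of its flasks in 33 of the values under another setting and by less in 57, among them all those without one flask letter. With GH genes only, the *A. niger* sums were 14683 on glucose (23307), 100451 on straw (128211), 54941 with *T. reesei* (71787), 106535 with *P. chrysogenum* (135320.5) and 50652 in the three-species culture (67519). Those of *T. reesei* were 14164 on glucose (18032), 85131 on straw (109994), 32065 with *A. niger* (43695), 55562 with *P. chrysogenum* (72534) and 17526 in the three-species culture (23061). Those of *P. chrysogenum* were 19799 on glucose (31109.7), 33279 on straw (47452), 37957 with *T. reesei* (48904), 25309 with *A. niger* (35865) and 31590.3 in the three-species culture (40675). With the 3 most abundant CAZy genes left out, the *A. niger* sums were 84716 on straw (128211), 55260.1 with *T. reesei* (71787), 90757 with *P. chrysogenum* (135320.5) and 51112 in the three-species culture (67519). Those of *T. reesei* were 65859 on straw (109994) and 46312 with *P. chrysogenum* (72534). Those of *P. chrysogenum* were 25710.4 on glucose (31109.7), 33506 on straw (47452), 38746 with *T. reesei* (48904), 26297 with *A. niger* (35865) and 32068 in the three-species culture (40675). With rescaling by the median of ratios over 15 libraries, the *A. niger* sums were 21719 on glucose (23307) and 72041 in the three-species culture (67519). Those of *T. reesei* were 19593 on glucose (18032) and 81777 with *P. chrysogenum* (72534). Those of *P. chrysogenum* were 36844 on glucose (31109.7), 43361 on straw (47452) and 32743 with *A. niger* (35865). Of the values that the ratios of these sums took, 89 had the direction and the side of 0.05 of the reported ratio, 14 were no longer under 0.05 and 2 were reversed. With flasks permuted within flask letters only (replicate block, chosen after the values had been seen), the pooled ratios of 0.543 for *A. niger*, 0.528 for *T. reesei* and 0.806 for *P. chrysogenum* had p = 0.0741 in the exact permutation test, the smallest that 27 arrangements can give, and ratios of 3 against 3 flasks can have no p under 0.25; this says nothing about their stability. The pooled *P. chrysogenum* ratio was 0.855 with GH genes only and 0.871 without the 3 most abundant genes (0.806). Without one flask letter, the ratios ran from 0.903 without A to 1.27 without B for the *A. niger* ratio with *P. chrysogenum* (1.06), from 0.499 without C to 0.633 without B for the pooled *A. niger* ratio (0.543), from 0.493 without A to 0.562 without B for the pooled *T. reesei* ratio (0.528), from 0.993 without B to 1.05 without C for the *P. chrysogenum* ratio with *T. reesei* (1.03) and from 0.787 without B to 0.822 without A for the pooled *P. chrysogenum* ratio (0.806). The pooled ratios then compare 2 with 4 flasks, for which the exact permutation test gives no p under 0.133; this says nothing about their stability.

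For the lists of CAZy genes, 167 values under another setting stayed close to the reported ones and 25 moved, counts by more than 1.5 times and medians by more than 1 SD of the flasks. With the FPKM values as deposited, the values were 1.49 for the median log2 fold change of the 24 *P. chrysogenum* genes with *T. reesei* (1.59), 0.70 for the median log2 fold change of the 24 *P. chrysogenum* genes in the three-species culture (0.80), 16 of the 55 *T. reesei* genes lower with *P. chrysogenum* (4) and -0.61 for the median log2 fold change of the 55 *T. reesei* genes with *P. chrysogenum* (-0.42). With a change of at least 2-fold also required, the values were 7 of the 24 *P. chrysogenum* genes higher with *A. niger* (15). With pseudocount 0.1, the values were 0.86 for the median log2 fold change of the 24 *P. chrysogenum* genes in the three-species culture (0.80) and -0.50 for the median log2 fold change of the 55 *T. reesei* genes with *P. chrysogenum* (-0.42). With quantile normalization, the values were 0.73 for the median log2 fold change of the 24 *P. chrysogenum* genes in the three-species culture (0.80), 8 of the 55 *T. reesei* genes lower with *P. chrysogenum* (4) and -0.64 for the median log2 fold change of the 55 *T. reesei* genes with *P. chrysogenum* (-0.42). With the flask letter as a block (replicate block), the values were 12 of the 55 *T. reesei* genes lower with *A. niger* (29) and 0 of the 55 *T. reesei* genes lower with *P. chrysogenum* (4; 26 at unadjusted p under 0.05). With no low-value filter, the values were 0 of the 55 *T. reesei* genes lower with *P. chrysogenum* (4; 27 at unadjusted p under 0.05). With all 15 libraries in one fit, the values were 0 of the 55 *T. reesei* genes lower with *P. chrysogenum* (4; 17 at unadjusted p under 0.05) and 9 of the 55 *T. reesei* genes lower with *P. chrysogenum*, adjusted over the list alone (26). With no mean-variance trend, the values were 0 of the 55 *T. reesei* genes lower with *P. chrysogenum* (4; 31 at unadjusted p under 0.05). Without one flask letter, the values ran from 0.75 without B to 0.89 without A for the median log2 fold change of the 24 *P. chrysogenum* genes in the three-species culture (0.80), from 0 without B to 11 without C for the 55 *T. reesei* genes lower with *A. niger* (29; at unadjusted p under 0.05, 35 without B), from 0 without A to 22 without C for the 55 *T. reesei* genes lower with *P. chrysogenum* (4; at unadjusted p under 0.05, 21 without A and 16 without B) and from 5 without B to 29 without C for the 55 *T. reesei* genes lower with *P. chrysogenum*, adjusted over the list alone (26). The counts of CAZy genes higher than on glucose in a mixed culture and not in the straw monoculture stayed within 1.5 times in all 33 values of the 3 species.

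The share of GH genes among called genes kept its side of the background share and of an adjusted p of 0.05 (Fisher's exact test, Benjamini-Hochberg over 24 tests) in 216 values under another setting, was on the other side of the background in 20, no longer under 0.05 in 9 and newly under it in 7. Where no gene was called there is no share. With pseudocount 0.1, the share was on the other side of the background for *P. chrysogenum* genes lower on straw, at 1.63% (1.80%). With no low-value filter, the share was no longer under 0.05 for *A. niger* genes higher with *P. chrysogenum*, at 6.06% (6.41%); it was newly under 0.05 for *T. reesei* genes higher with *P. chrysogenum*, at 100% (50%). The FPKM values as deposited gave a share on the other side of the background for *P. chrysogenum* genes higher with *A. niger*, at 1.65% (1.73%); it was no longer under 0.05 for *A. niger* genes higher with *P. chrysogenum*, at 3.66% (6.41%); it was newly under 0.05 for *A. niger* genes lower with *P. chrysogenum*, at 25% (10.5%). With quantile normalization, the share was on the other side of the background for *T. reesei* genes higher with *P. chrysogenum*, at 0% (50%), *P. chrysogenum* genes lower on straw, at 1.50% (1.80%) and *P. chrysogenum* genes higher with *A. niger*, at 1.67% (1.73%); it was no longer under 0.05 for *A. niger* genes higher with *P. chrysogenum*, at 5.62% (6.41%); it was newly under 0.05 for *A. niger* genes lower with *P. chrysogenum*, at 17.6% (10.5%). With all 15 libraries in one fit, the share was on the other side of the background for *T. reesei* genes lower with *P. chrysogenum*, at 0% (50%) and *P. chrysogenum* genes higher with *A. niger*, at 1.69% (1.73%); it was newly under 0.05 for *A. niger* genes lower with *P. chrysogenum*, at 12.5% (10.5%). With no mean-variance trend, the share was no longer under 0.05 for *A. niger* genes higher with *T. reesei*, at 3.79% (3.80%) and *A. niger* genes higher with *P. chrysogenum*, at 6.17% (6.41%). With the flask letter as a block (replicate block), the share was on the other side of the background for *A. niger* genes higher with *P. chrysogenum*, at 0% (6.41%) and *P. chrysogenum* genes higher with *A. niger*, at 1.69% (1.73%); it was no longer under 0.05 for *A. niger* genes higher with *T. reesei*, at 3.41% (3.80%). With all CAZy genes in place of GH genes, the share was on the other side of the background for *T. reesei* genes higher with *A. niger*, at 3.43% (1.14%); it was newly under 0.05 for *A. niger* genes higher in the three-species culture, at 4.78% (3.08%) and *T. reesei* genes lower on straw, at 4.12% (2.96%). Without one flask letter, the share ran from 2.73% without A to 4.36% without B for *A. niger* genes higher with *T. reesei* (3.80%), from 2.97% without B to 4.01% without A for *A. niger* genes higher in the three-species culture (3.08%) and from 1.33% without C to 2.94% without B for *T. reesei* genes higher with *A. niger* (1.14%). It ran from 14.3% without B to 30.3% without C for *T. reesei* genes lower with *A. niger* (22%), from 1.70% without C to 1.79% without A for *P. chrysogenum* genes lower on straw (1.80%) and from 1.61% without B to 2.01% without C for *P. chrysogenum* genes higher with *A. niger* (1.73%). It was 0% in the 3 fits with a called gene for *A. niger* genes higher with *P. chrysogenum* (6.41%), 0% in the only fit with a called gene for *A. niger* genes lower with *P. chrysogenum* (10.5%) and 2.09% in the only fit with a called gene for *T. reesei* genes higher with *P. chrysogenum* (50%).

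The number of genes with an interaction of the 2 partners stayed within 1.5 times in 17 values and moved further in 10. It was 45 for *A. niger* (77) and 111 for *T. reesei* (57) with the flask letter as a block (replicate block). It was 36 for *T. reesei* (57) with the FPKM values as deposited. Without one flask letter it ran from 9 without C to 28 without A for *A. niger* (77), from 0 without A to 68 without C for *T. reesei* (57; at unadjusted p under 0.05, 454 without A and 337 without B) and from 857 without C to 1285 without B for *P. chrysogenum* (1808). The correlation across genes of fold changes that share the straw monoculture moved in 9 of its values by more than the SD of the values without one flask letter, and by less in 36. With pseudocount 0.1 it was 0.557 for *P. chrysogenum* fold changes with *T. reesei* and with *A. niger* (0.538). Without one flask letter, r ran from 0.787 without B to 0.896 without C for *A. niger* fold changes with *T. reesei* and in the three-species culture (0.864), from 0.466 without C to 0.662 without A for *A. niger* fold changes with *P. chrysogenum* and in the three-species culture (0.556), from 0.098 without B to 0.539 without A for *T. reesei* fold changes with *A. niger* and with *P. chrysogenum* (0.35) and from 0.776 without B to 0.909 without A for *T. reesei* fold changes with *A. niger* and in the three-species culture (0.893). It ran from 0.362 without C to 0.543 without A for *T. reesei* fold changes with *P. chrysogenum* and in the three-species culture (0.464), from 0.522 without C to 0.546 without B for *P. chrysogenum* fold changes with *T. reesei* and with *A. niger* (0.538), from 0.708 without C to 0.743 without A for *P. chrysogenum* fold changes with *T. reesei* and in the three-species culture (0.741) and from 0.599 without C to 0.651 without A for *P. chrysogenum* fold changes with *A. niger* and in the three-species culture (0.63).

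Of the values that log2 fold changes of single genes took under another setting, 1019 had the same direction and the same side of the threshold, 92 were no longer past it, 12 were newly past it and 5 were reversed. With the replicate block, 18 were no longer past the threshold. Without A these were 15, without B 22 and without C 20, and under each of the other settings 0 to 5. The block was not run for the sums of FPKM, which have no test of their own, or for the correlations; where it was run, it changed no call other than those given or counted in this part. The reversed values belong to Pc21g16420, at -0.374 on straw against glucose with quantile normalization (0.249), and to Trire2_79602, neither of them past the threshold in these comparisons. The log2 fold change of Trire2_79602 was -0.088 with *P. chrysogenum* with the FPKM values as deposited (0.066). In the three-species culture it was -0.07 with quantile normalization and ran from -0.031 without B to 0.094 without A (0.02).

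Depth sets how small a change can be read in the three-species culture, whose *P. chrysogenum* genes had the fewest reads. The read floor of 3 reads is worth a higher FPKM there than in the other cultures, so a gene listed at or under it was not detectable at this depth rather than absent. Correlations were run only with pseudocount 0.1, with the FPKM values as deposited and without each flask letter, and the interaction was not run in one fit of 15 libraries. No share or test was possible where no gene was called. Quality weights and voom were run for the counts of differentially expressed genes and not for the other results.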

Differences from the paper's values

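For *A. niger* with *P. chrysogenum* against the straw monoculture, 78 genes were higher where the paper's count is 153, and 19 were lower where the paper's is 64. Of the alternatives set before the data were examined, only one fit of all 15 libraries brought the higher genes to within 1.5 times of the paper's count, at 119. Its 32 lower genes stayed further away, as did the lower genes under every other alternative of that kind. Both counts fell when a flask letter was left out: to 41 higher and 4 lower without A, to 7 and 0 without B, and to 1 and 0 without C (420 and 215 lower at an unadjusted p under 0.05 in the last 2 fits). Library quality weights, chosen after the values had been seen, gave 150 higher and 50 lower genes, both within 1.5 times of the paper's counts; voom on the recovered reads, also chosen after the values had been seen, gave 64 and 17.

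For *T. reesei* with *P. chrysogenum* against the straw monoculture, 2 genes were higher where the paper has about 440 in Fig. 4C, read by eye, and 4 were lower where it has about 140 in Fig. 4C, read by eye. None of the alternatives set before the data were examined brought either count to within 1.5 times of the paper's. Nearest was the fit without replicate C, with 287 higher and 64 lower genes; without A and without B, 0 were higher (295 and 133 at an unadjusted p under 0.05) and 0 lower (248 and 143). Library quality weights, chosen after the values had been seen, gave 460 higher genes, within 1.5 times of the paper's count, and 84 lower genes, which is not; the estimate of the weights stopped short of convergence in this comparison. Voom on the recovered reads, also chosen after the values had been seen, gave 1 and 4.

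Of the 55 *T. reesei* genes of clusters C1 and C3, 4 were lower with *P. chrysogenum* than in the straw monoculture, where the paper counts 36. None of the alternatives set before the data were examined came within 1.5 times of that count. The highest were 22 without replicate C and 16 with the FPKM values as deposited; without A and without B it was 0 (21 and 16 at an unadjusted p under 0.05). When the p-values were adjusted over the list alone, which is a looser test, 26 genes were lower; the number was 29 without replicate C, 5 without B, 10 without A, 31 with the FPKM values as deposited and 31 with quantile normalization.

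In the three-species culture, the mean fold reduction of these 55 genes was 17.4, against the paper's 10. Among the alternatives set before the data were examined, the value came within 1.5 times of the paper's only without replicate C, at 12.1, and the others gave 16.4 to 24.4. These values average the folds of single genes, which gave 3.16 with *A. niger* and 1.60 with *P. chrysogenum*, where the paper has 3 and 1.8. Averaging on the log2 scale, computed after the values had been seen, gave 6.54 in the three-species culture, 2.34 with *A. niger* and 1.45 with *P. chrysogenum*; over the genes called lower alone, 43, 29 and 4 of the 55, it gave 11.4, within 1.5 times of the paper's value, 4.29 and 2.64.

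Of the 12 *A. niger* backbone genes in Supplementary Table S9, 3 were higher than in the straw monoculture in all mixed cultures, where the paper counts 5. Among the alternatives set before the data were examined, one fit of all 15 libraries gave 4, within 1.5 times of the paper's count, and the others gave 0 to 3. The lowest were 1 without replicate B and 0 without replicate C, a fit in which only 1 *A. niger* gene of all those tested was higher with *P. chrysogenum*. The paper counts 7 as higher only in the two-species culture with *T. reesei*. Here that number was 0 under every alternative set before the data were examined: 9 of the 12 were higher in that culture, and all 9 were also higher in the three-species culture, where 11 were.

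The paper ranks the *T. reesei* cultures with *P. chrysogenum* above the one with *A. niger* alone by the number of genes with increased abundance, and calls the numbers of genes with reduced abundance alike for the 2 partners. Here 570 genes were higher in the three-species culture, above the 175 with *A. niger*, as the paper ranks them. Between the cultures of 2 species, 175 genes were higher with *A. niger* and 2 with *P. chrysogenum*, and 123 and 4 were lower. Without replicate C the order of the higher genes is that of the paper, with 75 and 287, and with library quality weights, chosen after the values had been seen, the 2 counts are 220 and 460. With voom on the recovered reads, also chosen after the values had been seen, they are 147 and 1.

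The paper finds polysaccharide breakdown terms enriched among the higher genes of mixed cultures for *P. chrysogenum* with *T. reesei* and for no other set. GO terms were not tested here, but the share of GH genes was above the background also among *A. niger* genes higher with *T. reesei* (3.80%, adjusted p = 0.033) and with *P. chrysogenum* (6.41%, adjusted p = 0.0449; Fisher's exact test, Benjamini-Hochberg). The first was not under 0.05 without replicate A (2.73%) or C (2.78%), with no trend (3.79%) or with the replicate block (3.41%). The second was 0% without any one of the letters and with the replicate block, and not under 0.05 with no low-value filter (6.06%), the FPKM values as deposited (3.66%), quantile normalization (5.62%) or no trend (6.17%). Among *P. chrysogenum* genes higher in the three-species culture, which also holds *T. reesei*, the share was 3.52% (adjusted p = 0.00205, Fisher's exact test), and 3.39 to 3.78% without one flask letter.

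The paper describes a *T. reesei* glutathione S-transferase gene as highly induced with *P. chrysogenum* and another in the three-species culture. The one that Supplementary Table S7 lists for the culture with *P. chrysogenum*, Trire2_103487, had a log2 fold change there of 1.75 with an adjusted p of 0.257 (limma, Benjamini-Hochberg), and was called only without replicate C (2.52, adjusted p = 0.0179); its other alternatives gave an adjusted p of 0.146 to 0.909. The paper describes *T. reesei* drug transporter genes as highly induced in cultures with *P. chrysogenum*. In the two-species culture, Trire2_44956 had a log2 fold change of 1.41 with an adjusted p of 0.332 (limma, Benjamini-Hochberg), and was called only without replicate C (2.22, adjusted p = 0.0381); its other alternatives gave 0.262 to 0.92.

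The paper describes Trire2_60751 as induced in mixed cultures. Its log2 fold change in the three-species culture was 1.23 with an adjusted p of 0.0981 (limma, Benjamini-Hochberg). It was called with pseudocount 0.1 (adjusted p = 0.0459), in one fit of all 15 libraries (0.0275) and without replicate A (0.0448), and under the other alternatives its adjusted p was 0.0808 to 0.251.

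The paper describes growth-related hydrolases of *P. chrysogenum* as reduced on straw. The one such gene in Supplementary Table S8, Pc22g13690, was higher on straw than on glucose, with 147 against 51.0 FPKM and a log2 fold change of 1.17 (adjusted p = 5.68e-05, limma, Benjamini-Hochberg), and was called higher under every alternative run.

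The paper lists the *P. chrysogenum* pigment genes *yA*, *arpA* and *arpB* as increased in all straw cultures. The paper tested counts with DESeq2, whereas log2(FPKM + 1) understates the change of genes with low FPKM, such as these. In the straw monoculture against glucose, *yA* (Pc22g08420) had a log2 fold change of 0.76 (adjusted p = 0.00516, limma), below 2-fold on this scale. It was called with pseudocount 0.1 (1.22, adjusted p = 0.00809, limma), and its adjusted p was up to 0.344 over the alternatives. For *arpA* (Pc21g16420) the values were 0.25 and 0.265, and it was called under no alternative; with quantile normalization its direction was the opposite, at -0.37. For *arpB* (Pc21g16430) they were 0.81 and 0.00103, and it was called with pseudocount 0.1 (1.10, adjusted p = 0.0017) and with the FPKM values as deposited (1.06, adjusted p = 0.000302), with an adjusted p of up to 0.255 over the alternatives (all limma, Benjamini-Hochberg). Without replicate C the adjusted p of *yA* was 0.0571.

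Among the *A. niger* cell wall genes that rose only in mixed cultures, the paper finds mostly chitinases or chitin-binding modules. Of all 21 *A. niger* CAZy genes called higher than on glucose only in mixed cultures, 3 carry a family that acts on or binds chitin; genes of other cell wall functions were not set apart among the 21, so the 2 denominators are not the same.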

Other observations

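The tests in this part were chosen after the result they examine had been seen, with these exceptions. The simulations of unchanged groups that share a control were part of the design. The replicate block and leaving out a flask letter were alternatives set before the data were examined. The tests of this part ask whether the numbers of differentially expressed genes, and the flask that stood apart in one culture, have a technical explanation.

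By the paper's account, the flask letters pair the samples in every comparison of 3 against 3 flasks. The real split was therefore set beside the 4 of 10 splits that part all 3 pairs. For each of the 12 counts of differentially expressed genes and the 6 counts in lists of CAZy genes, 1 of these 4 splits, the real one, gave as many genes. The largest count in any other parting split was 1, for *A. niger* on straw against glucose, which has 3536 calls in the real split; in the other comparisons and in the lists it was 0, against 97 to 1088 calls for the other *A. niger*, 6 to 2107 for the *T. reesei* and 606 to 3699 for the *P. chrysogenum* comparisons. Chance cannot be told apart by this test, because a split that parts the pairs has a share of at least 1 in 4. Among all 10 splits the real one was alone, except for *T. reesei* with *P. chrysogenum*, where 2 of 10 splits gave at least the 6 genes called: a split that keeps pairs of flasks together gave 45. In that comparison the replicate block called 0 genes (848 higher and 734 lower at an unadjusted p under 0.05), and the fit without replicate C 287 higher and 64 lower.

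Reads of a partner species that map to genes of the species under study could raise these in mixed cultures. The monocultures bound this: uniquely mapped reads on the other 2 genomes reached at most 0.356% of an *A. niger* library (straw, flask C), 0.0485% of a *T. reesei* library (straw, flask A) and 1.33% of a *P. chrysogenum* library (straw, flask A). These also hold any reads of true contaminants. At those shares the reads gained by the genes called higher were 25.4 times what the partner would bring for *A. niger* with *T. reesei* and 7.82 times in the three-species culture, 25.9 and 37 times for *T. reesei* with *A. niger* and in the three-species culture, and 17.7, 8.39 and 7.01 times for *P. chrysogenum* with *T. reesei*, with *A. niger* and in the three-species culture. This argues against partner reads as the whole of these rises. For *A. niger* with *P. chrysogenum* the ratio was 1.09 (1523785 reads gained, 1403373 expected at most) and for *T. reesei* with *P. chrysogenum* 0.0774 (46970 and 606757), so there partner reads cannot be told apart from a rise in transcripts: the bound, taken from the *P. chrysogenum* straw flask with the most such reads, is too wide. The number of genes called higher with *P. chrysogenum* is 41 without A, 7 without B and 1 without C for *A. niger*.

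Flasks of one culture differed along a leading axis that held 53.1% of the variance within cultures for *A. niger*, 60.0% for *T. reesei* and 34.7% for *P. chrysogenum*. With the axis taken from cultures other than the 2 compared, its absolute correlation across genes with the fold changes against the straw monoculture was 0.188 with *T. reesei*, 0.178 with *P. chrysogenum* and 0.12 in the three-species culture for *A. niger*; 0.202 with *A. niger*, 0.819 with *P. chrysogenum* and 0.229 in the three-species culture for *T. reesei*; and 0.008 with *T. reesei*, 0.034 with *A. niger* and 0.027 in the three-species culture for *P. chrysogenum*. Genes are not independent, so no p is given. A candidate explanation for the *T. reesei* fold changes with *P. chrysogenum*, at 0.819, is therefore the same kind of difference that parts flasks of one culture, whatever its source. For the other 8 comparisons the leading axis does not account for most of the fold changes. Differences between flasks along other axes were not tested.

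In the mixed culture of *T. reesei* with *P. chrysogenum*, the *T. reesei* genes of flask C stood apart (SD of the log2 ratio 0.294 between A and B, 0.630 between A and C and 0.707 between B and C). A fault of the whole library is argued against by the *P. chrysogenum* genes of the same libraries, with 0.313, 0.249 and 0.332. Bias from gene length is argued against by a Spearman correlation of 0.175 between length and the deviation of C; with the level of the gene it was -0.504. Whether the pre-culture of letter C carries the difference cannot be told apart: flask C deviated in a like direction across genes in the straw monoculture (r = 0.563) and with *A. niger* (0.7), but not on glucose (0.06) or in the three-species culture (-0.239), and a pre-culture could act in some cultures and not in others. The design names no condition that differs between flasks of one culture, so no biological explanation was tested.

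Fold changes of 2 mixed cultures against the same straw monoculture share that control, which makes them correlate without any effect of a partner. In 100 simulations of unchanged groups, the correlation across genes had a median of 0.551 for *A. niger* (-0.294 to 0.888 for the middle 95% of simulations), 0.596 for *T. reesei* (-0.416 to 0.905) and 0.509 for *P. chrysogenum* (0.01 to 0.828). The measured values were 0.864 for *A. niger* with *T. reesei* and in the three-species culture and 0.893 for *T. reesei* with *A. niger* and in the three-species culture, each reached in 4 of 100 simulations. The others were 0.544 and 0.556 for *A. niger*, 0.35 and 0.464 for *T. reesei*, and 0.538, 0.741 and 0.63 for *P. chrysogenum*, reached in 50, 50, 66, 57, 45, 16 and 31 of 100. Without replicate B, the *T. reesei* value between the cultures with *A. niger* and with *P. chrysogenum* was 0.098 in place of 0.35, and without A it was 0.539.

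One gene, chosen after its values were seen, was far higher in one flask than in the other 2 of its culture. Aspni7_TID_1092631 had 78009 FPKM in flask B of *A. niger* with *P. chrysogenum*, against 11668 in A and 8593.6 in C, and 21803, 10390 and 19955 in flasks A, B and C of the straw monoculture. The values are given without an explanation.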
